# Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes

**DOI:** 10.3389/fcvm.2023.1142612

**Published:** 2023-03-14

**Authors:** Michael A. Flinn, Santiago Alvarez-Argote, Makenna C. Knas, Victor Alencar Almeida, Samantha J. Paddock, Xiaoxu Zhou, Tyler Buddell, Ayana Jamal, Reiauna Taylor, Pengyuan Liu, Jenny Drnevich, Michaela Patterson, Brian A. Link, Caitlin C. O’Meara

**Keywords:** myofibroblast, pathological remodeling, adverse remodeling, hippo pathway, CCN3 (NOV), YAP, WWTR1, cardiac fibroblast

## Abstract

**Introduction:**

While Yap and Wwtr1 regulate resident cardiac fibroblast to myofibroblast differentiation following cardiac injury, their role specifically in activated myofibroblasts remains unexplored.

**Methods:**

We assessed the pathophysiological and cellular consequence of genetic depletion of Yap alone (*Yap*^*fl/fl*^;*Postn*^*MCM*^) or Yap and Wwtr1 (*Yap*^*fl/fl*^;*Wwtr1*^*fl/+*^;*Postn*^*MCM*^) in adult mouse myofibroblasts following myocardial infarction and identify and validate novel downstream factors specifically in cardiac myofibroblasts that mediate pathological remodeling.

**Results:**

Following myocardial infarction, depletion of Yap in myofibroblasts had minimal effect on heart function while depletion of Yap/Wwtr1 resulted in smaller scars, reduced interstitial fibrosis, and improved ejection fraction and fractional shortening. Single cell RNA sequencing of interstitial cardiac cells 7 days post infarction showed suppression of pro-fibrotic genes in fibroblasts derived from *Yap*^*fl/fl*^,*Wwtr1*^*fl/+*^;*Postn*^*MCM*^ hearts. In vivo myofibroblast depletion of Yap/Wwtr1 as well in vitro knockdown of Yap/Wwtr1 dramatically decreased RNA and protein expression of the matricellular factor Ccn3. Administration of recombinant CCN3 to adult mice following myocardial infarction remarkably aggravated cardiac function and scarring. CCN3 administration drove myocardial gene expression of pro-fibrotic genes in infarcted left ventricles implicating CCN3 as a novel driver of cardiac fibrotic processes following myocardial infarction.

**Discussion:**

Yap/Wwtr1 depletion in myofibroblasts attenuates fibrosis and significantly improves cardiac outcomes after myocardial infarction and we identify *Ccn3* as a factor downstream of Yap/Wwtr1 that contributes to adverse cardiac remodeling post MI. Myofibroblast expression of Yap, Wwtr1, and Ccn3 could be further explored as potential therapeutic targets for modulating adverse cardiac remodeling post injury.

## Introduction

Following cardiac injury such as myocardial infarction (MI), progressive fibrosis can contribute to adverse ventricular remodeling and ultimately heart failure. Resident cardiac fibroblasts, which directly produce the pro-fibrotic response, are a heterogeneous population of stromal cells. When activated following injury, a subset of resident fibroblasts adopt a myofibroblast phenotype (1, 2) characterized by expression of Periostin (Postn) and alpha smooth muscle actin [αSMA (1)], increased production of extracellular matrix (ECM) proteins [primarily collagens (3, 4)], and secretion of metalloproteases (1), inflammatory chemokines, and cytokines (5, 6). While myofibroblast function is critical for wound contraction, initial scar formation, and to prevent catastrophic heart rupture (1, 7), extended myofibroblast proliferation and activation can lead to persistent matrix protein secretion causing exacerbated scar formation, myocyte uncoupling, decreased cardiac compliance, and progressive heart failure (5). There is currently an un-met need to identify molecular mediators of myofibroblast activity so that we can therapeutically target these pathways and regulate the fibrotic response following cardiac injury.

The Hippo-Yap/Wwtr1 pathway (herein referred to as “Hippo-Yap”) is a highly conserved signaling pathway consisting of core protein kinases; Stk3, Stk4, Lats1, and Lats2, and scaffolding proteins; Sav1, Mob1a, and Mob1b, whose kinase activity suppresses function of the transcriptional co-activators Yap and Wwtr1 (8). Phosphorylation of Yap and Wwtr1 by the Hippo pathway kinases prevents nuclear localization and promotes phospho-degradation of Yap and Wwtr1, thereby inhibiting nuclear transcriptional activity. It has been demonstrated in mice Lats1/2 deletion specifically in resident cardiac fibroblasts promotes Yap and Wwtr1 activity, driving proliferation and cell fate transition to a myofibroblast state in a cell autonomous manner and resulting in deleterious fibrosis in mice (9, 10). Inhibiting the Hippo-Yap pathway by verteporfin following myocardial infarction reduces fibrosis and injury size (11). Furthermore, depletion of Yap/Wwtr1 in Tcf21 or Collagen (Col1a2 or Col11a1) positive cells attenuated pathological remodeling and improved cardiac function (9, 10, 12, 13). However, Tcf21, Col1a2 and Col11a1 target all fibroblast populations and the role of endogenous Yap and Wwtr1 in differentiated cardiac myofibroblasts specifically has not been investigated. Here, we take the novel approach of investigating the role of endogenous Yap/Wwtr1 expression in activated cardiac myofibroblasts (Postn+) following MI. We demonstrate a cooperative role for myofibroblast Yap and Wwtr1 in scar size, interstitial fibrosis, and cardiac function post MI.

The downstream pathways modulated by Hippo-Yap activity in myofibroblasts are poorly understood. We found that depletion of Yap/Wwtr1 in myofibroblasts both *in vivo* and *in vitro* strongly suppresses expression of the secreted matricellular protein Ccn3 (also known as nephroblastoma overexpressed— Nov), suggesting Ccn3 expression might contribute to adverse outcomes post MI. Indeed, global administration of recombinant CCN3 to mice post MI significantly exacerbates adverse cardiac function and scarring. CCN3 signaling to myocardial tissue post MI promoted expression of pro-fibrotic genes. Collectively, we identify a novel factor expressed downstream of Yap/Wwtr1 in cardiac fibroblasts that independently promotes adverse cardiac wound healing dynamics.

## Methods

### Animals

The following mouse lines from The Jackson Laboratory were utilized: stock 027929 *Yap*^fl^, 029645 *Postn^MCM^*, 030532 *Yap*^fl^; *Wwtr1*^fl^, and 004077 *Rosa26-eGFP*^fl^. 

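In an experiment that the paper's text does not describe, left ventricles of 3 *Yap fl/fl;Wwtr1 fl/+;Postn MCM* mice and of 3 *Yap fl/fl;Wwtr1 fl/+* siblings were profiled by bulk RNAseq at 4 days post injury (dpi). *Postn MCM* is a tamoxifen inducible Cre that is active in myofibroblasts, where it removes floxed sequence. The authors deposited an estimated read count for each gene, without normalization. These summed to between 13177888 and 14827579 counts per ventricle, with a median of 14410878 with *Postn MCM* and 14507293 without it. The counts were rounded to whole numbers, normalized with edgeR's TMM method and compared between genotypes with edgeR's quasi-likelihood test. The 13817 genes that passed edgeR's filter on low counts were tested, with Benjamini-Hochberg adjustment. The deposited values are listed by gene symbol and gene number and name no genome build, so positions are those of GENCODE M39 on GRCm39.

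*Yap1* (gene number 22601) lies on the minus strand of chromosome 9 from 7932000 to 8004661, with 8 exons in its canonical transcript. Its normalized count was 1508 ± 94.2 (SD, n = 3 mice) with *Postn MCM* and 1480 ± 64.2 (SD, n = 3 mice) without it. The log2 fold change was 0.03 (standard error 0.09, adjusted p = 0.935 from edgeR's quasi-likelihood test), and its sign was not stable, with −0.02 without the first ventricle with *Postn MCM* and −0.002 without the last sibling. *Wwtr1* (gene number 97064) lies on the minus strand of chromosome 3 from 57363067 to 57483331, with 7 exons. Its normalized count was 1611 ± 50.7 (SD, n = 3 mice) with *Postn MCM* and 1561 ± 85.5 (SD, n = 3 mice) without it, a log2 fold change of 0.05 (standard error 0.08, adjusted p = 0.876 from the same edgeR test). For both genes the difference was smaller than the spread between mice and was not detectable in RNA of the whole ventricle. Counts per gene over all cells do not test whether floxed sequence was removed in the myofibroblasts. In those cells the paper reports less nuclear Yap and Wwtr1 protein at 7 dpi.

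*Postn* (gene number 50706), the locus of the Cre driver, lies on the plus strand of chromosome 3 from 54268501 to 54298471, with 21 exons. It ends 3064595 bp before *Wwtr1*, and 16 genes of the deposited table lie between them. The normalized count of *Postn* was 13469 ± 781 (SD, n = 3 mice) with *Postn MCM* and 21220 ± 7928 (SD, n = 3 mice) without it. The log2 fold change was −0.66 (standard error 0.27, adjusted p = 0.714 from edgeR's quasi-likelihood test). An exact two-sided permutation test gave p = 0.4, where 3 mice against 3 allow no p under 0.1. The first sibling without *Postn MCM* had 12157 normalized counts and the other 2 had 24639 and 26865. Without that ventricle, the log2 fold change was −0.94 (adjusted p = 0.0185 from edgeR's quasi-likelihood test), and over all the settings tried the adjusted p ranged from 0.0185 to 0.958.

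**Figure D1:**
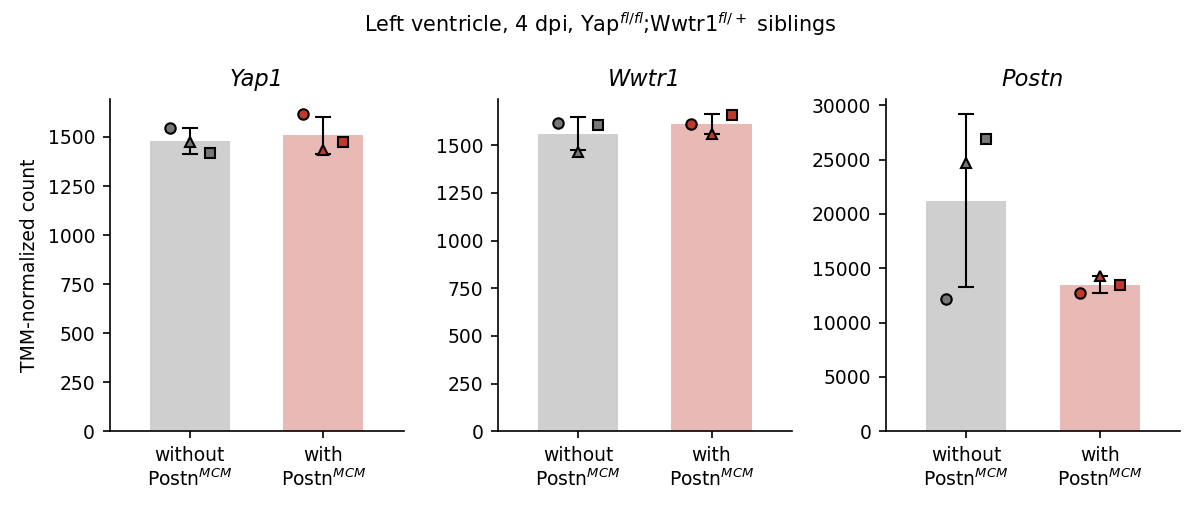
Normalized counts (vertical axis, TMM-normalized counts) of *Yap1*, *Wwtr1* and *Postn* in left ventricles at 4 dpi from siblings without and with *Postn MCM*. Bars are means, error bars are SD and each point is 1 of 3 mice, with circle, triangle and square for replicates 1, 2 and 3; *Postn* in the first sibling without *Postn MCM*, at 12157, lies below the 3 ventricles with *Postn MCM*.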

Sprague Dawley neonatal rats (Charles River Laboratories) were used for cardiac fibroblast cell isolation. Adult mice were euthanized by administration of isoflurane and subsequent thoracotomy, neonatal mice and rats were euthanized by decapitation.

### Isoflurane administration

During echocardiography, surgical MI, or euthanasia, adult mice were anesthetized *via* inhalation of 1%–3% isoflurane vaporized with compressed O2 at a flow rate of 1 L/min.

### Myocardial infarction

Six- to ten-week-old mice were used for adult MI studies. The left anterior descending (LAD) coronary artery was ligated using the “Rapid Method” originally described by Gao et al. (14). Briefly, a 1–2 cm incision was made in the skin on the left lateral side of the thorax. The heart was retracted from the thoracic cavity *via* the 5th intercostal space and a surgical needle with 6-0 prolene suture was inserted under the LAD artery. The vessel was then tied off to create a permanent infarction. The heart was returned to the thorax and the chest wall compressed along the sternal midline to force out excess air. The outer incision of the skin was closed using monofilament nonabsorbable nylon suture. The mouse was removed from anesthesia and returned to a cage to recover under a warming lamp. Immediately following surgery animals were administered 1.5 mg/kg slow-release Buprenorphine and the following day received oral administration of 5 mg/kg Meloxicam.

P6 neonatal MI surgeries were performed as described in Mahmoud et al. (15). Briefly, methods were similar to that of adult MI except P6 mice were anesthetized on ice. Following surgery, mice recovered under a heat lamp. When animals were sternal and active, they were returned to their mother.

### Tamoxifen treatment

Mice of all genotypes were treated with tamoxifen to induce Cre expression and excision of floxed genes following MI. Cre negative controls received identical tamoxifen dosing. For neonatal mice, tamoxifen (Sigma) was dissolved into a mixture of 25% ethanol and 75% sunflower oil at a concentration of 1.5 mg/ml and injected subcutaneously at a dosage of 30 mg/kg. Postnatal day 6 (P6) neonatal mice were administered with tamoxifen 1, 3, and 5 days post injury (dpi). For adult mice, a diet of 0.4 g/kg tamoxifen citrate chow (Envigo) was provided *ad libitum* starting immediately after MI and continued for the duration of the study.

### CCN3 mouse administration

Following MI in 8 week-old C57/B6J mice, recombinant CCN3 (R&D Systems 1640-NV- 050) was resuspended in PBS at a concentration of 0.01 µg/µl, and 6 µg/kg was administered by intraperitoneal injection following surgical MI (Tuesday) and subsequently three times weekly (Monday, Wednesday, Friday) as described in Riser et al. (16) over the course of 28 days. At this concentration, intraperitoneal injection of CCN3 was shown to localize to the heart, liver, and kidneys and to elicit renal phenotypes but not overt adverse effects in mice (16). PBS was administered by intraperitoneal injection to vehicle control animals.

### Echocardiography

Echocardiograms were obtained from adult mice using a Vevo 770 with an RMV 707 transducer or Vevo 3,100 with an MX550D transducer. Scans were taken of the parasternal long axis and short axis at the papillary muscle level in triplicate and measured in a genotype or treatment blinded manner. We calculated ejection fraction (%EF) based on measurements from tracing the circumference of the LV chamber in long axis mode during systole and diastole. Measurements based on internal diameters in short axis mode at the mid-papillary level were used to calculate fractional shortening (%FS), left ventricular internal diameter during diastole (LVID-d), and systole (LVID-s).

### Histological analysis

Hearts were fixed in 10% formalin for 48 h at room temperature prior to processing and paraffin embedding. Sectioning was performed starting at the apex and progressing towards the base of the heart in 250 µM steps. 4 µM sections were collected at each level. Gömöri trichrome staining was performed to assess scar size. Slides were scanned using a Super Coolscan 9,000 (Nikon) or for higher resolution slides were scanned using a NanoZoomer 2.0-HT (Hamamatsu Photonics K.K.). For scar size quantification, four sections starting at 1,000 µm from the apex and proceeding every 500 µm toward the papillary muscles were averaged to quantify fibrotic area and midline percentage using MIquant (17). Interstitial fibrosis was quantified from five representative images in the remote region of the left ventricle and quantified using Fiji ImageJ colorimetric analysis. Immunohistology was evaluated using a Nikon A1 confocal microscope or Eclipse 80i fluorescent microscope (Nikon) and Panda sCMOS camera (PCO). Immunostaining was performed with antibodies described in Supplementary Table S1. Click-iT (Thermo Fisher) 5-ethynyl-2′-deoxyuridine (EdU) staining was performed according to the manufacturer's recommendations. Two to five regions within the scar were averaged per heart to assess EdU incorporation in non-myocyte scar associated cells. Wheat germ agglutinin (WGA) staining was used to identify the cell surface of cardiomyocytes to assess cross sectional area from five representative images within the remote region of the left ventricle. For denatured collagen assessment, serial sections of the left ventricle containing robust scar regions (∼2,000 µm from the apex) were treated with collagen hybridizing peptide with Cy3 conjugate (3Helix) according to the manufacturer's recommendations. Representative images of the injury were quantified for presence of Cy3 vs. scar area. Yap and Wwtr1 staining was assessed by confocal microscopy and intensities were quantified by mean grey value *via* ImageJ in either the cytoplasm or nuclei, delineated by DAPI, in GFP+ cells. Confocal microscopy was used to verify measured nuclei were inside of GFP+ cells.

### siRNA knockdown in cultured rat cardiac fibroblasts

Primary cardiac fibroblasts were isolated from 2-day-old rats using a neonatal heart dissociation kit (Miltenyi Biotec) according to the manufacturer's protocol, followed by percoll gradient separation. 24 h after plating, cultured cells were transfected for 48 h with 25 nM siRNAs designed against Yap and/or Wwtr1, or with universal negative control siRNAs (Supplementary Table S2) as detailed in Flinn, et al. (18). Untreated cells were cultured in Dulbecco's modified eagle medium (DMEM, Life Technologies) supplemented with 7.5% fetal bovine serum without siRNA.

### ^3^H thymidine incorporation in cultured rat cardiac fibroblasts

Forty-eight hours post siRNA transfection cells were treated with DMEM containing ^3^H thymidine for DNA synthesis quantification. Cells were exposed to ^3^H thymidine treated media for 16 h, fibroblasts were then washed with PBS and lysed with 0.1 M NaOH + 0.1% Sodium Dodecyl Sulfate (SDS). ^3^H thymidine incorporation was quantified on the LS 6,500 MultiPurpose Scintillation Counter (Beckman Coulter).

### CCN3 administration to cultured rat cells

Twenty-four hours after plating P2 neonatal rat cardiac fibroblasts or cardiomyocytes, cells were serum starved for 1 h and then administered CCN3 at either 0.1 µg/ml or 1.0 µg/ml or PBS as a control. Cells were incubated for 5 h after which they were collected and stored in TRIzol (Thermo Fisher) for RNA extraction.

### Single cell RNA sequencing (scRNAseq)

To identify differentially expressed genes (DEGs) in cardiac myofibroblasts between *Postn^MCM^* and *Yap*^*fl/fl*^;*Wwtr1*^fl/+^*;Postn^MCM^ in vivo* we performed scRNAseq on interstitial cells from hearts following MI. Both strains carried *R26-eGFP* transgene. MI was performed on 8–10 week old mice as described above and animals were put on tamoxifen citrate chow immediately following surgery. At 7 dpi hearts were extracted and retrograde perfused with 50 ml of 1 mg/ml Collagen type II to digest hearts. Following digestion, atria and valves were removed and ventricular tissue was resuspended in PBS and filtered through a 40 µm cell strainer to remove cardiomyocytes and undigested tissue. Single cells were resuspended in 1 ml of ACK (ammonium-chloride-potassium) lysis buffer (Thermofisher Cat# A1049201) for 2 min at room temperature and washed with 2 ml of FACS buffer— 1% fetal bovine serum, 0.1% NaN3 Dulbecco's Phosphate Buffered Saline (DBPS) without Calcium and Magnesium (Lonza). Cells were resuspended in 4 ml of FACS buffer for cell counting, which was performed using the LUNA^TM^ automated cell counter (Logos Biosystems) using 0.4% trypan blue (Thermofisher Cat# T10282) and the LUNA^TM^ cell counter bright field feature. Subsequently, samples were resuspended to a concentration of one million cells per 100 µl of FACS buffer. Samples were stained with 3 µM of [4′,6-Diamidino-2-Phenylindole, Dilactate (DAPI, Biolegend Cat# 422801)], in a volume of 1 ml of DAPI-FACS buffer per sample for 15 min. Then samples were washed with 1 ml of FACS buffer and resuspended again in 1 ml of FACS buffer for cell sorting. Samples were sorted using BD FACS Aria II Cell Sorter (BD Bioscences) and collected in 3–5 ml of FACS buffer.

Single cell capture, cDNA synthesis, barcoding, and library preparation was performed using the 10x Chromium system using V3.1 chemistry according to the manufacturer's recommendation (10x Genomics). Each sample was loaded onto a single lane of a Chromium Next GEM chip G to target 3,000 cells per sample. Cells were captured in single GEMs and lysed followed by cDNA synthesis using 12 amplification cycles, followed by library construction per manufacturer's protocol. An i7 multiplex single index kit was used to generate the libraries over 14 cycles of sample index PCR. Fragment size of cDNA and libraries was assessed using Agilent's 5,200 Fragment Analyzer System.

### scRNAseq data analysis

Libraries were sequenced at the Roy J. Carver Biotechnology Center at the University of Illinois, Urbana Champaign on a NovaSeq 6,000 using one S4 lane with 2X150nt reads. Samples were demultiplexed using Cell Ranger v6.1.1 (10X Genomics). A custom reference was made using NCBI's GRCm39 genome and Annotation Release 109, along with Cloning vector pEGFP-1 (GenBank: U55761.1) and SA-betageo synthetic construct [full details of modifications in Supplemental R file, (19)]. The “cellranger count” pipeline with default parameters was run separately on each sample to call cells and collapse reads to unique molecular identifiers (UMIs). Both samples were combined using “cellranger aggr” with “–normalize = none”.

The UMI counts per gene for all called cells were read into R [v4.1.2, (20)] and analyzed using Seurat [v4.0.6, (21)]. Genes were filtered out if they did not have at least 1 UMI in at least 20 cells, leaving 16,855 genes. Initial quality control involved performing sctranform normalization (22), principal components analysis, shared nearest neighbor cluster calling, and Uniform Manifold Approximation and Projection [UMAP, (23)] dimension reduction (hereafter referred to as the “Seurat pipeline”). One cluster of cells had extremely high percentage of UMIs in mitochondrial genes (likely dead/dying cells) and two other clusters had extremely low numbers of genes detected and total number of UMIs (likely stripped nuclei). These 3 clusters were removed completely along with a few other cells that had total numbers of UMIs > 54,742 or percentage of UMIs in mitochondrial genes >4.58 (thresholds set at 6 median absolute deviations). The remaining cells were re-run through the Seurat pipeline to create the final clustering and dimension reduction.

Marker genes per cluster were found by recursively comparing each cluster's cells against all other clusters combined using a Wilcoxon Rank Sum test. Within each cluster, gene expression differences between Yap^*fl/fl*^Wwtr1^fl/+^;Postn^MCM^ and Postn^MCM^ cells were tested also using a Wilcoxon Rank Sum test. The cells that expressed Postn were overwhelmingly in one cluster, so this one cluster was run by itself through the Seurat pipeline to find sub-clusters of cells. Sub-cluster marker genes and within-subcluster Yap^*fl/fl*^Wwtr1^fl/+^;Postn^MCM^ and Postn^MCM^ DEGs were calculated as before. Full R codes for all Seurat analyses are in the Supple Methods.

### Western blot

Cultured rat cardiac fibroblasts or mouse left ventricles were collected in RIPA buffer. Rat cardiac fibroblasts were collected 48 h post siRNA transfection. Protein lysates were combined with Laemmli buffer and separated on a 4%–15% Mini-PROTEAN TGC precast gel (Bio-Rad) by electrophoresis. Proteins were then transferred to a 0.45 µm pore size nitrocellulose membrane (Bio-Rad). Western blots were processed according to Li-Cor's Near-Infrared Western Blot Detection protocol and blocked using TBS based Intercept buffer (Li-Cor Biosciences). Protein detection was performed using an Odyssey-CLx infrared imager (Li-Cor Biosciences). Uncropped blots are provided in the supplemental data.

### RNA extraction and qRT-PCR

Twenty-four hours post siRNA transfection media was changed to DMEM with 7.5% FBS, and forty-eight hours later cells were collected for gene expression analysis by either qRT-PCR or RNAseq. CCN3 administered cells were collected 5 h after treatment. Cells were washed in PBS and collected in TRIzol for RNA extraction according to the manufacturer's recommendations. For qRT-PCR analysis RNA was reverse transcribed using a high-capacity cDNA reverse transcription kit (Applied Biosystems). qRT-PCR was performed with SybrGreen (Invitrogen) and primers listed in Supplementary Table S3 and amplification was detected on the QuantStudio 6 Flex (Thermo Fisher). Gene expression was normalized to *18s* ribosomal RNA expression and analyzed in QuantStudio (Thermo Fisher).

### Bulk RNAsequencing

Two methods were used to attain bulk RNAseq data. First, primary cardiac fibroblasts were isolated from 2-day-old rats, treated with siRNA or a universal negative control, and RNA was extracted from cells using TRIzol extraction protocol according to the manufacturer's recommendations. This process was repeated with separate litters to achieve 3 biological replicates per group. RNA quality was determined using an Agilent BioAnalyzer. RNA libraries were prepared by BGI Americas. Sequencing was performed using a DNBSEQ-G400 platform at 20 M reads per sample. Adapter sequences were removed from the output sequence and reads with low base quality (<13) were further trimmed using Trim_Galore v0.6.5 (Babraham Bioinformatics). Trimmed reads were then aligned to the rat genome (rn6) using Hisat2 v 2 2.1. Transcripts were assembled from RNA-seq alignments using Stringtie2 v2.1.5. Expression was quantified by fragments per kilobase of transcript per million reads mapped (FPKM). DEGs for each experimental group, as compared to the negative control, were detected using DESeq2.

Second, left ventricles were obtained from 4 dpi adult mice treated with either 6 µg/kg CCN3 or PBS daily starting at 1 dpi. RNA qas extracted from homogenized tissue by TRIzol extraction. RNA libraries were prepared by the Roy J. Carver Biotechnology Center at the University of Illinois with the Kapa Hyper mRNA library kit (Roche) and sequenced with a NovaSeq 6,000 with V1.5 sequencing kits. Fastq files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina). Salmon version 1.4.0 was used to quasi-map reads to the GRCm39 transcriptome (NCBI) and quantify the abundance of each transcript. Data was normalized by removing unwanted variation by a factor of 2 (24). Differential gene expression analysis was performed using the edgeR-quasi method using a model of treatment + 2 RUV factors plus False Discovery Rate (FDR) correction on the *P*-values.

For both methods, analysis using the Ingenuity Pathway Analysis (IPA, Qiagen) and Database for Annotation, Visualization and Integrated Discovery [DAVID, (25)] was performed.

### Statistics

Data were analyzed using Prism 8.2.0 (GraphPad). Two-way ANOVA followed by Tukey's multiple comparisons tests were performed on samples with two experimental factors. For data series consisting of two experimental factors assessed at multiple timepoints, a repeated measures Two-way ANOVA was performed followed by Sidak multiple comparisons test. Statistical comparisons between two groups were analyzed by Student's *t*-test, or between three or more groups by one-way ANOVA followed by Tukey's or Dunnett's multiple comparisons test. Welch's correction was utilized when the variance differed significantly in groups. Assessment of survival curves was performed using a Logrank Mantel-Cox test. Error bars in graphical data represent standard error.

### Study approval

All protocols in these studies were approved by the local Animal Care and Use Committee and conform to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health.

## Results

### Yap and Wwtr1 are expressed in myofibroblasts after MI

After an ischemic injury, resident cardiac fibroblasts differentiate into myofibroblasts which aggregate at the site of injury as soon as 1 dpi with a robust presence around 4–7 dpi (1). By comparison, uninjured hearts show little signs of myofibroblast differentiation (<1% of interstitial cells). To assess whether the Hippo-Yap pathway was active in myofibroblasts, we leveraged a myofibroblast specific and tamoxifen inducible Postn Cre [*Postn^MCM^*(1)] crossed to a transgenic reporter line containing a floxed stop codon prior an enhanced green fluorescent protein (eGFP) in the Rosa26 locus (*R26-eGFP^fl/+^*) to express eGFP in myofibroblasts following tamoxifen induction (Figure S1A). This reporter model facilitates reliable identification of myofibroblasts by eGFP expression in tissue sections. *R26-eGFP^fl/+^*;*Postn^MCM^* mice were crossed to Yap and Wwtr1 floxed mice to generate Yap^*fl/fl*^;Wwtr1^fl/wt^;*R26-eGFP^fl/+^*; *Postn^MCM^* reporter mice that are depleted for Yap and Wwtr1 expression in Postn expressing cells following tamoxifen administration (Figure S1B). We performed MI followed by tamoxifen treatment in both postnatal day 6 (P6) and in 8–10 week old adult mice to investigate expression patterns of Yap and Wwtr1 at two developmental timepoints (Figure 1A and Supplementary Figure S1C). At 7 dpi we identified a robust population of GFP + cells at the site of injury, but not in remote cardiac tissue, in *R26-eGFP^fl/+^*;*Postn^MCM^* mice (Figure 1B and Supplementary Figures S1 D,E). At both timepoints we observed nuclear Yap and Wwtr1 expression in GFP+ myofibroblasts in *R26-eGFP^fl/+^*;*Postn^MCM^* mice while *Yap*^*fl/fl*^;*Wwtr1*^fl/+^;*R26^eGF^*;*Postn^MCM^* mice showed marked decrease in nuclear Yap (Figures 1B,C) and Wwtr1 (Figures 1D,E) expression.

**Figure 1:**
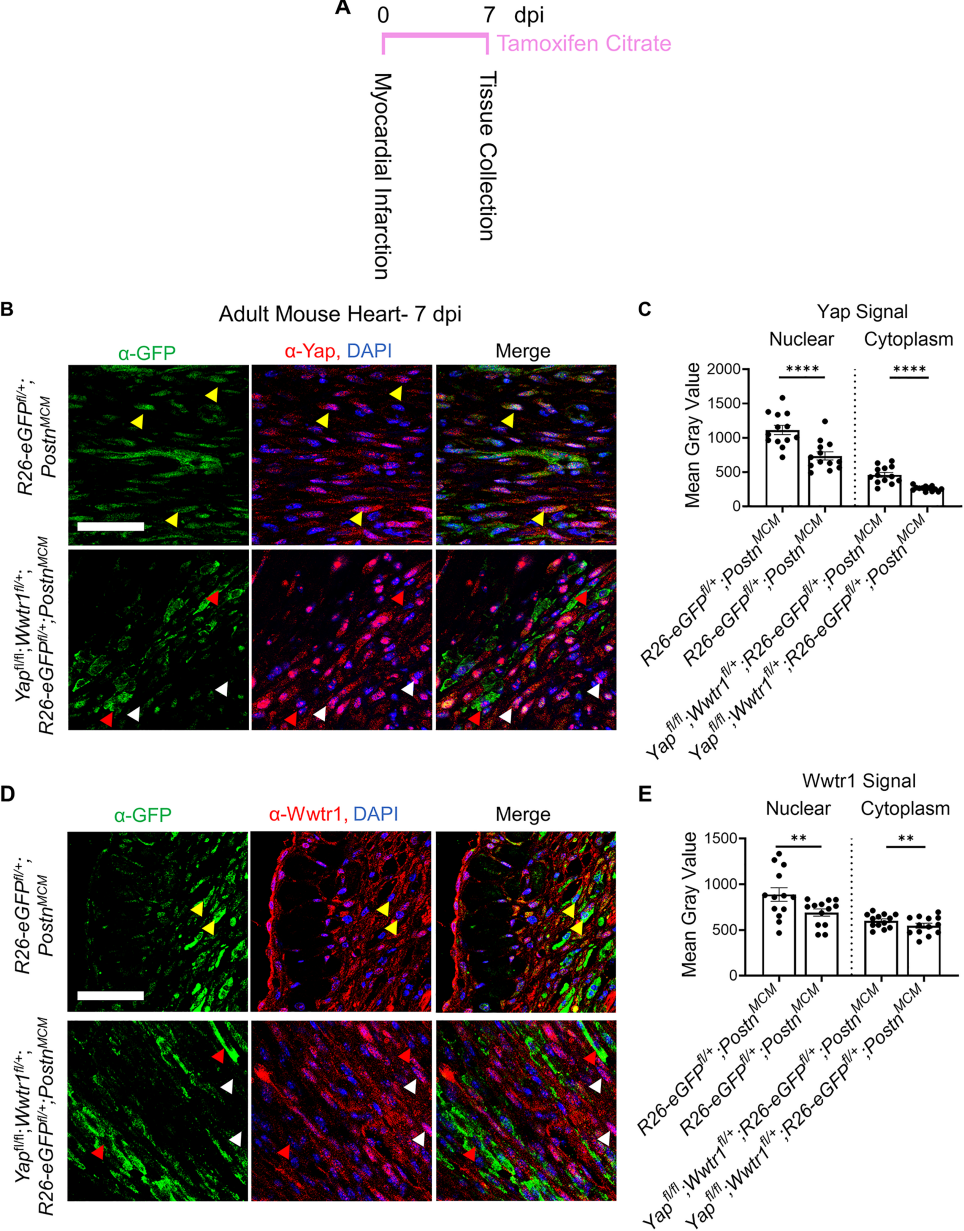
Yap and Wwtr1 expression is detected in myofibroblasts after ischemic injury. (**A**) Experimental timeline of adult MIs and subsequent tamoxifen administration. (**B–E**) Representative confocal data of the scar region in *R26-eGFP^f/+^;Postn^MCM^* and *Yap^*fl/fl*^;Wwtr1^fl/+^;R26-eGFP^f/+^*;*Postn^MCM^* mice at 7 dpi. Scale = 100 µm. (**B**) Immunostaining with α-GFP and α-Yap antibodies and DAPI. Yellow arrows denote Yap co-localization in GFP positive cells, red arrows denote absence of Yap colocalization in GFP positive cells, white arrows denote nuclear localized Yap in GFP negative cells. (**D**) Immunostaining with α-GFP and α-Wwtr1 antibodies and DAPI. Yellow arrows denote Wwtr1 co-localization in GFP positive cells, red arrows denote absence of Wwtr1 colocalization in GFP positive cells, white arrows denote nuclear localized Wwtr1 in GFP negative cells. (**C,E**) Quantification of Yap and Wwtr1 signal from histological staining in adult mice following MI. *n* = 13 randomly selected GFP + cells. Unpaired student's *t*-test with Welch's correction. **P <0.01. ****P < 0.0001.

### Depletion of *Yap* in myofibroblasts results in modest protection against ventricular dilation post MI

To test if Yap deletion in myofibroblasts influences cardiac function we performed MI on *Yap^fl/fl^;Postn^MCM^* and *Yap^fl/fl^* animals followed by tamoxifen administration provided *ad libitum* in chow. We found no difference between genotypes in cardiac function at baseline (3 days before MI) or at 3 dpi indicating similar degree of injury in both groups (Supplementary Figure S2A). At 28 dpi *Yap^fl/fl^;Postn^MCM^* animals had significantly smaller left ventricular internal diameters during diastole (LVID-d) compared to *Yap^fl/fl^*(Supplementary Figures S2A,B). LVID-s by comparison was not significantly different (*P* = 0.27). While the *Yap^fl/fl^;Postn^MCM^* genotype conferred modest protection against left ventricular dilation, %EF and %FS were not significantly different between *Yap^fl/fl^;Postn^MCM^* and *Yap^fl/fl^* animals (Supplementary Figure S2A) nor were heart weights or body weights (Supplementary Figures S2C,D). At the histological level we found no significant difference in CM cross sectional area between experimental and control animals, suggesting reduced ventricular dilation does not correlate with attenuated CM hypertrophy in our model (Supplementary Figures S2E,F). Together, these data illustrate that Yap depletion from myofibroblasts imparts a slight protection against adverse ventricular dilation after MI, but functional contractility parameters such as %EF and %FS remain comparable to control animals.

Considering *Yap^fl/fl^;Postn^MCM^* animals showed a slight improvement in ventricular dilation following injury, we sought to investigate if cell proliferation or scarring differences could be observed. To assess cell cycle activity, following MI we administered a single dose of EdU at 6 dpi, a time when *Postn* expression and myofibroblast proliferation is high in the heart (1, 2). We found a 70% decrease in EdU+ nuclei in the scar region of *Yap*^fl/fl^*;Postn^MCM^* mice compared controls (Supplementary Figures S2G,H). Based on the known role of Yap in promoting cell proliferation, we postulated that the significant reduction of scar associated cell EdU incorporation is the result of decreased myofibroblast proliferation. However, despite the reduction in purported myofibroblast proliferation, we did not observe any change in scar size after injury as assessed by both midline scar percentage and the percentage of collagen content within the left ventricle of Gömöri trichrome stained serial sections (Supplementary Figures S2I,J).

### Depletion of both Yap and Wwtr1 in myofibroblasts improves cardiac function followingMI

Yap and Wwtr1 share overlapping roles in various cell types. In some cases, depletion of Yap can be compensated by increased Wwtr1 activity and vice versa (26). In vitro knockdown of either Yap or Wwtr1 in neonatal rat cardiac fibroblasts demonstrated a significant decrease in DNA synthesis compared to negative siRNA or non-treated cells while an additive effect was observed with knockdown of both genes suggesting redundant role for Yap and Wwtr1 in fibroblasts (Supplementary Figure S3). We hypothesized that depletion of both Yap and Wwtr1 in myofibroblasts would improve cardiac outcomes post MI compared to Yap depletion alone. To test this hypothesis, we used a genetic mouse model were both copies of *Yap* and a single copy of *Wwtr1* are floxed, as both *Postn^MCM^* and *Wwtr1* are located chromosome 3 in mice at approximately 3 million base pairs apart. This genetic linkage made generating a homozygous floxed *Wwtr1* line with the Cre driver locus impractical, either alone or in combination with *Yap*.

We subjected *Yap*^*fl/fl*^;*Wwtr1*^fl/+^;*Postn^MCM^* or *Yap*^*fl/fl*^;*Wwtr1*^fl/+^ littermate controls to MI and subsequently fed a continuous diet of tamoxifen citrate chow (Figure 2A). Similar to the loss of Yap alone, depletion of Yap and Wwtr1 did not affect heart weight or body weight at 60 dpi (Figures 2B,C). While we found no difference in cardiac function between genotypes at baseline or 3 dpi, *Yap*^*fl/fl*^;*Wwtr1*^fl/+^;*Postn^MCM^* mice showed significantly improved cardiac function at 60 dpi compared to control (Figures 2D,E). While %FS and %EF declined to ∼10% and ∼17% respectively in *Yap*^*fl/fl*^;*Wwtr1*^fl/+^ animals, %EF and %FS in *Yap*^*fl/fl*^;*Wwtr1*^fl/+^;*Postn^MCM^* were maintained at ∼18% and ∼35% respectively. Both LVID-s and LVID-d also trended downward in *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* mice at 60 dpi, but were not statistically different from control mice (*P* = 0.17 and 0.22 respectively, Supplementary Figure S4). In contrast, when allowed to progress to the 60 dpi timepoint, *Yap^fl/fl^*;*Postn^MCM^* still showed no difference in %EF or %FS or fibrosis compared to *Yap^fl/fl^* littermates and heart weight and body weight were not affected (Supplementary Figures S5–S7). We tested if the preservation in cardiac function in *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* as compared to *Yap^fl/fl^;Wwtr1^fl/+^* controls was the result of Cre expression in within myofibroblasts alone by repeating the MI study on *Postn^MCM^* transgenic mice and wildtype littermate controls. We found no difference in %FS or %EF between these genotypes indicating that preserved cardiac function is due to depletion of Yap and Wwtr1, and not due to Cre expression in myofibroblasts (Figure 2E). Together, these data illustrate that depletion of both Yap and Wwtr1 attenuate adverse cardiac remodeling and improve cardiac function after ischemic injury.

**Figure 2:**
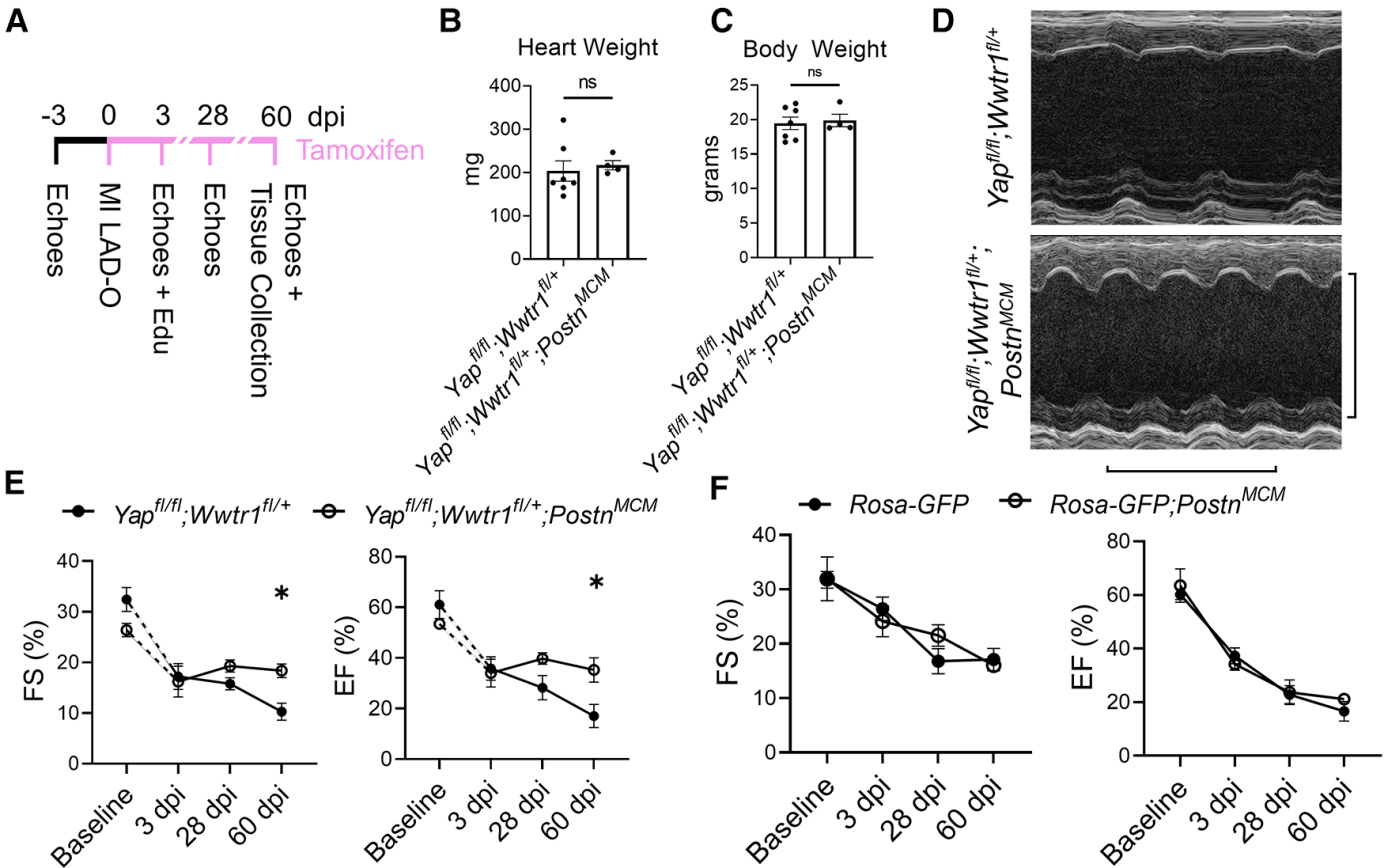
Depletion of Yap and a single copy of Wwtr1 from myofibroblasts improves left ventricular function in response to ischemic injury. (**A**) Experimental timeline of echocardiography, MIs, tamoxifen chow administration, and EdU administration in adult *Yap^fl/fl^;Wwtr1^fl/+^*and *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* mice. Quantification of (**B**) heart and (**C**) body weights at 60 dpi. *n* = 7 *Yap^fl/fl^;Wwtr1^fl/+^* and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**D**) Representative M-mode echocardiograms of left ventricles 60 dpi. Short axis view at mid papillary muscle. Horizontal bar = 500 ms. Vertical bar = 5 mm. (**E,F**) Quantification of %FS and %EF analyzed by repeated measures two-way ANOVA and Sidak multiple comparisons test. *n* = 7 *Yap^fl/fl^;Wwtr1^fl/+^*, 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*, 5 *R26-eGFP^f/+^*, 4 *R26-eGFP^f/+^;Postn^MCM^*. A separate subset of animals establishing a baseline for *Yap^fl/fl^;Wwtr1^fl/+^* animals as denoted by the hashed lines and assessed by un-paired student's *t*-test. *n* = 4 *Yap^fl/fl^;Wwtr1^fl/+^* and 5 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. ns = not significant, *P < 0.05.

Despite the improved cardiac function of *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* mice after surgical MI, no difference in cardiomyocyte cross sectional area was observed between genotypes (Figures 3A,B). We next tested whether depletion of both Yap and Wwtr1 from myofibroblasts resulted in modulation of cell proliferation, scar formation, or fibrosis in our model. To quantify proliferation of cells within the scar region, adult mice subjected to MI were administered a single dose of EdU at 3 dpi. Consistent with results observed in *Yap^fl/fl^;Postn^MCM^*mice, *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^*mice exhibited a 60% decrease in EdU+ scar associated cells compared to controls, whereas the percentage of EdU+ interstitial cells remained unchanged (Figures 3C,D and Supplementary Figure S8). However, unlike *Yap^fl/fl^;Postn^MCM^*mice which showed no difference in scar size at 28 or 60 dpi (Supplementary Figures S2I,J, S5, S6), *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*mice displayed significantly reduced scar size as assessed by scar midline length (38% reduction) and fibrotic percentage of the left ventricle (38% reduction) (Figures 3E,F) and a 43% reduction in interstitial fibrosis compared to control (Figure 3G,H). We further characterized scar composition by quantifying denatured collagen, which is more easily turned over and can reduce deleterious fibrosis in the heart, using collagen hybridizing peptide Cy3 conjugate (CHP) (27). CHP binds to the unfolded triple-helix of collagen fibers, thus marking denatured collagen. CHP has been shown to correlate with other assays assessing degradation of collagen post MI such as matrix metalloproteinase activity *in vivo* and zymography (28, 29). While scars from *Yap*^fl/fl^*;Postn^MCM^*mice showed no difference in CHP binding compared to controls (Figures 3I,J)*, Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* mice displayed ∼2.5 fold increase in the amount of denatured collagen in the scar region as compared to *Yap*^fl/fl^;*Wwtr1*^fl/+^ littermates (Figures 3K,L). Thus, depletion of both Yap and Wwtr1 significantly modulated scar size and also collagen composition following MI.

**Figure 3:**
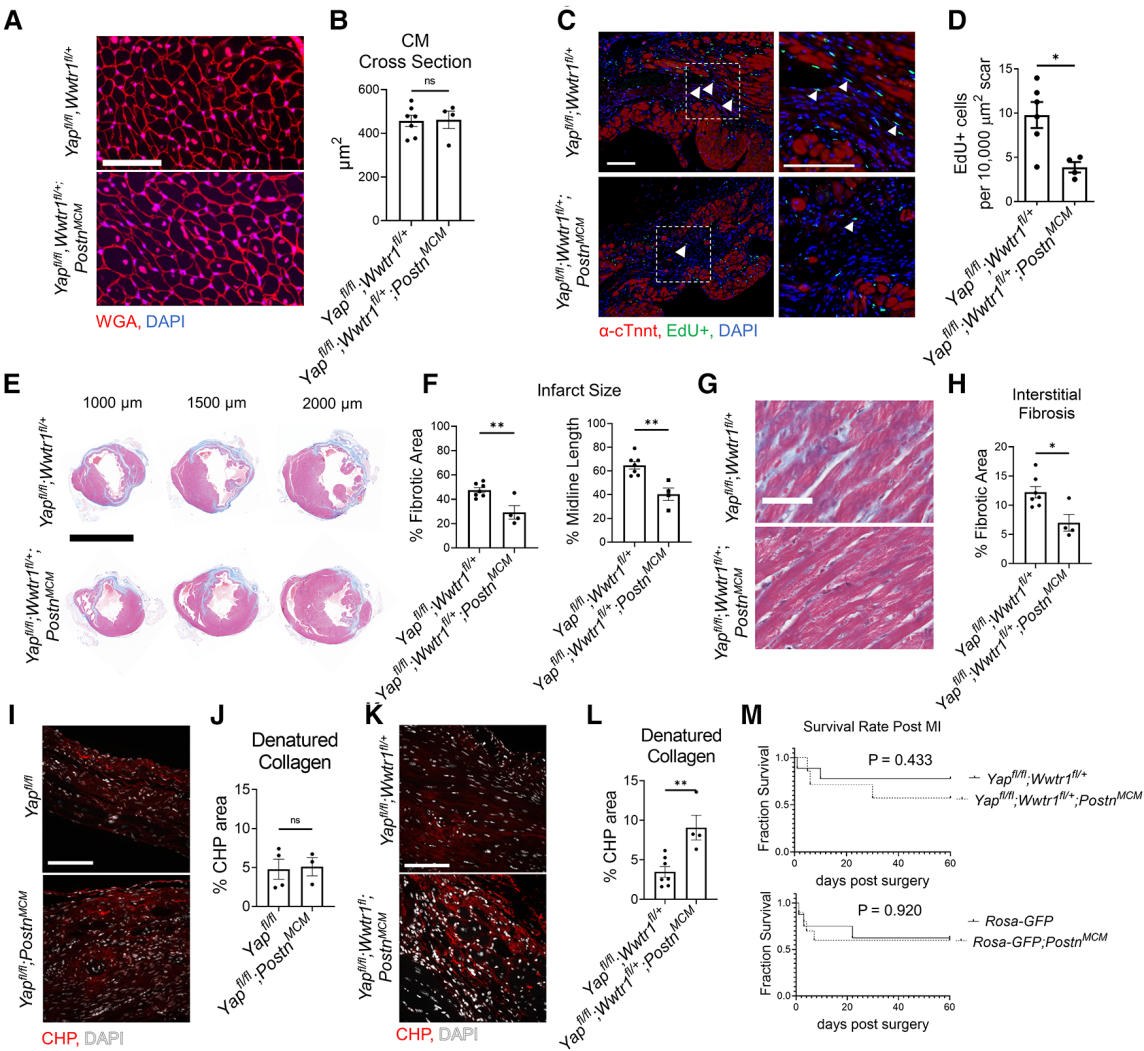
Depletion of myofibroblast Yap and Wwtr1 decreases fibrosis at 60 dpi. (**A**) Representative images of WGA staining in the remote zone of the left ventricle at 60 dpi. Scale = 50 µm. (**B**) Quantification of cardiomyocyte cross sectional area. *n* = 7 *Yap^fl/fl^;Wwtr1^fl/+^* and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**C**) Representative images denoting EdU+ nuclei within the scar area. White arrows indicate EdU+ scar associated nuclei. Scale = 100 µm. (**D**) Quantification of EdU+ scar associated nuclei. *n* = 6 *Yap^fl/fl^;Wwtr1^fl/+^* and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**E**) Representative serial sections of Gömöri trichrome stained hearts measured from the apex. Scale = 5 mm. (**F**) Quantification of infarct scar size by either total fibrotic area or midline size of the left ventricle. *n* = 7 *Yap^fl/fl^;Wwtr1^fl/+^* and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**G**) Representative images depicting interstitial fibrosis within the remote zone of Gömöri trichrome stained hearts. Scale = 50 µm. (**H**) Quantification of the % blue fibrotic area vs. total ventricular tissue. *n* = 7 *Yap^fl/fl^;Wwtr1^fl/+^* and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**I,K**) Representative images of CHP staining within the scar region of 60 dpi mice. Scale = 100 µm. (**J,L**) Quantification of CHP as a % area of the scar region. *n* = 4 *Yap^fl/fl^*, 3 *Yap^fl/fl^;Postn^MCM^*, 7 *Yap^fl/fl^;Wwtr1^fl/+^*, and 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. Unpaired student's *t*-test. (**M**) Survival curve comparing *Yap^fl/fl^;Wwtr1^fl/+^* and *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* or *R26-eGFP^f/+^* and *R26-eGFP^f/+^*;*Postn^MCM^*mice after MI until the 60 dpi end point. Animals that died during surgery were not included. *n* = 9 *Yap^fl/fl^;Wwtr1^fl/+^*, 7 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^,* 8 *R26-eGFP^f/+^*, 10 *R26-eGFP^f/+^;Postn^MCM^.* Logrank Mantel-Cox test. Ns, not significant, *P < 0.05, and **P < 0.01.

Prior studies have demonstrated that genetic ablation of *Postn* expressing cells (i.e., myofibroblasts) results in a stark decreased survival post MI due to lack of scar deposition and subsequent rupture (1). Importantly, neither depletion of Yap and Wwtr1 nor expression of Cre itself significantly affect survival of infarcted mice (Figure 3M). Collectively, combined depletion of Yap and Wwtr1 in myofibroblasts attenuates fibrosis and improves functional outcomes following MI.

### Single cell analysis defines Yap and Wwtr1 downstream targets in cardiac myofibroblasts post MI

We next performed transcriptomic profiling on interstitial cells from *Postn^MCM^* and *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts post injury to identify transcriptional changes and differential infiltration of cell types between genotypes. At 7 days post MI, hearts were extracted, digested into single cell suspension, and FACS sorted for live nucleated cells. We targeted cDNA and library construction of 3,000 cells per genotype on the 10x Chromium Controller for sequencing. We obtained a total of 6,063 high quality sequenced cells, 2,930 from *Postn^MCM^* and 3,133 from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts, at an average sequencing depth of 47,945 reads per cell. Cluster analysis of interstitial cells revealed 18 main populations consisting of neutrophils (clusters 1, 18), B cells (cluster 2), macrophages/monocytes (clusters 0, 3, 11, 12, 13), T cells (clusters 4, 7, 8, 10), fibroblasts (cluster 5), natural killer cells (cluster 14), and dendritic cells (cluster 17) (Figures 4A,B and Supplementary Tables S4, S5). Two small clusters (15 and 16) could not be identified or expressed mixed cell type markers. While cells from each genotype were represented in most clusters, clusters 6, 9, and 10 were primarily derived from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* (Figures 4C). Cluster 6 and 10 were enriched for proliferation markers (*Top2a* and *Mki67*), suggesting a population of proliferative T cells infiltrate myocardial injury in response to Yap/Wwtr1 myofibroblasts depletion.

**Figure 4:**
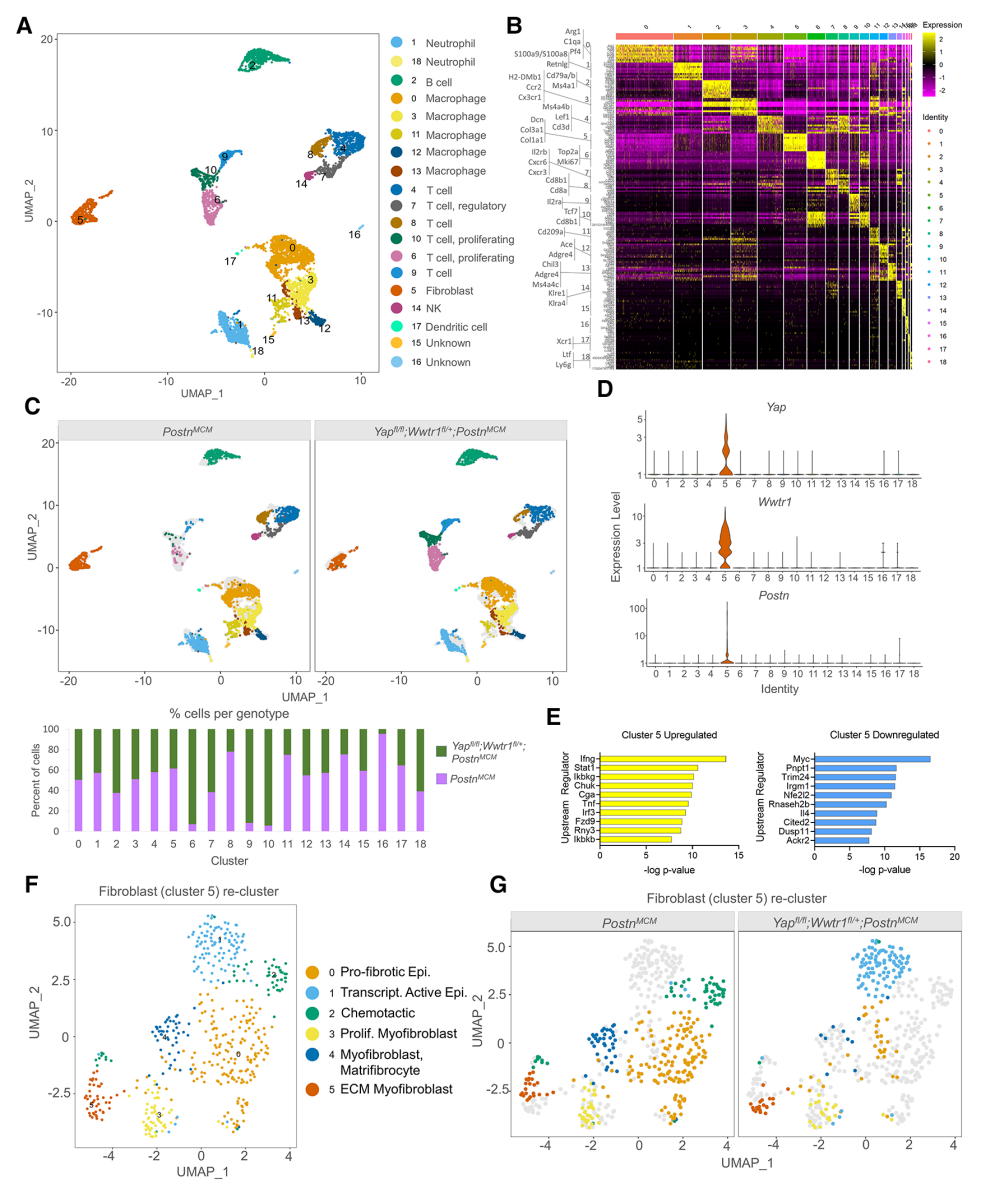
scRNAseq reveals Yap and Wwtr1 downstream targets in cardiac fibroblasts post MI. (**A**) UMAP projection and identification of combined interstitial cardiac cells, post filtering, from *Postn^MCM^* and *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*adult mouse heart 7 dpi. Clusters are identified by enriched gene markers in Supplementary Table S4. (**B**) Heatmap of top 10 genes enriched within each cluster. (**C**) UMAP projection split by genotype and quantification of percent of cells from each genotype for each cell cluster. (**D**) Violin plots denoting UMI count for *Yap*, *Wwtr1*, or *Postn* for each cluster. (**E**) IPA analysis of predicted upstream regulators of upregulated or downregulated DEGs (Y*ap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*vs. *Postn^MCM^*) in fibroblasts (cluster 5). (**F**) UMAP projection of re-clustering only fibroblasts (cluster 5) and identification of cardiac fibroblast subclusters. Epi., epicardial; Trascript., transcriptionally; Prolif., Proliferating; Myofib., myofibroblast; MFC, matrifibocyte. (**G**) UMAP projection split by genotype.

We were primarily interested in fibroblast gene expression profiles in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts following MI compared to control, as this comparison could provide insights into the mechanisms downstream of Yap and Wwtr1 that mediate adverse cardiac remodeling or fibrotic phenotypes. Notably, Yap and Wwtr1 expression was almost exclusively detected in fibroblasts (cluster 5) (Figure 4D). Differential expression analysis on fibroblasts (cluster 5) revealed 319 differentially expressed genes (DEGs) between *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* and *Postn^MCM^* genotypes (Supplementary Table S6). Upstream regulator analysis of DEGs indicated fibroblasts from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* mice upregulated pathways related to proinflammatory cytokines (IFN*γ*, Stat1, Tnf) and downregulated pathways related to cell cycle activation (Myc (30) and Trim24 (31)) and pro-fibrotic cytokine activation such as IL4 (32) (Figure 4E). Furthermore, *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* fibroblasts showed significant negative activation scores for Yap, Wwtr1, and Tead1 as upstream regulators (−0.427, *P*-value 1.56E−16; −1.026, *P*-value 7.05E−03; and −1.739, *P*-value 2.44E−07 respectively) compared to *Postn^MCM^* fibroblasts, indicating downregulation of reported Yap/Wwtr1/Tead1 target genes in conditional knockout fibroblasts (Supplementary Figure S9). Amongst the most strongly upregulated genes in fibroblasts from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts included genes associated with collagen secretion and pro-tumorigenic fibroblast properties [*Saa3*, *Mpp6*, *Pdgfra* (33, 34)]. Amongst the most downregulated genes included proto-onco genes (*Laptm4b* (35), *Clec3b* (36)) and the myogenic marker, Desmin [*Des* (37)]. Of particular interest, the secreted matricellular protein *Ccn3* was amongst the most strongly suppressed in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* fibroblasts (average Log_2_ fold change = −1.69, adjusted *P*-value 1.24 × 10^−14^). While CCN family members, *Ccn1* [*Cyr61* (38)] and *Ccn2*, [*Ctgf* (39, 40)] are well known transcriptional targets of Yap and Wwtr1, *Ccn3* expression has not been previously linked to the Hippo-Yap pathway.

To improve resolution of fibroblast phenotypes, we re-clustered cells from fibroblast cluster 5 which resulted in 6 distinct clusters 0–5 (Figure 4F). Cells from both *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* and *Postn^MCM^* genotypes populated clusters 3 and 5 while cluster 0, 2, and 4 were derived primarily from *Postn^MCM^* hearts and cluster 1 derived primarily from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts (Figure 4G). Cluster 0 was highly enriched for anti-proliferative and pro-fibrotic IGF binding proteins [*Igfbp5, Igfbp6 Igfbp3* (41, 42)] as well the epicardial marker *Dmkn* (41, 43–45). Cluster 2 was enriched for genes encoding chemotactic genes (*Cxcl13*, *Cxcl1*, *Cxcl12*, *Apln*), and Cluster 4 was strongly enriched for matrifibrocyte markers (*Angptl7*, *Thbs1*, *Sfrp2*) described by Forte et al. as well as *Vegfc* (46). Thus, fibroblasts derived primarily from *Postn^MCM^* control hearts appear to be enriched for pro-fibrotic and pro-inflammatory genes and more closely resemble matrifibrocyte phenotype designed to support a rigid scar (2). Cluster 1 was enriched for epicardial markers [*Saa3*, Mpp6 (46)] suggesting distinct activation of epicardial derived fibroblasts in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts. Cluster 3 contained cells from both genotypes and was strongly enriched for genes described by Forte et al. as proliferating myofibroblasts [*Cenpa*, *Hmgb2*, *Cdc20*, *Birc5*, *Cks2*, *Stmn1*, *Top2a*, among others (46)]. Cluster 5 contained genes from both genotypes and was strongly enriched for genes encoding ECM components (*Mfap4*, *Col8a1*, *Col14a1*, *Col15a1*) and contractile proteins (*Postn*, *Acta2*, *Tagln*) suggesting a secretory myofibroblast phenotype (47). Collectively, differential gene expression and marker analysis of fibroblast sub-clusters indicates fibroblasts from *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* hearts are less proliferative and secretory, and display distinct inflammatory chemokines compared to *Postn^MCM^* hearts.

### Yap and Wwtr1 co-depletion synergistically modulates *Ccn3* gene expression in cardiac fibroblasts

We next sought to address if gene expression changes observed *in vivo* in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* cells were associated with depletion of either Yap or Wwtr1 individually or required depletion of both factors. We performed siRNA mediated knockdown of *Yap* and/or *Wwtr1* in cultured primary rat neonatal cardiac fibroblasts which resulted in greater than ∼70% depletion of *Yap* and *Wwtr1* as verified by qRT-PCR (Figure 5A). Compared to the negative control and single knockdowns of either Yap or Wwtr1, we identified distinct genetic profiles for *Yap*/*Wwtr1* double knockdown cells as evident by a principal component analysis (PCA) of DEGs (Figure 5B). A relatively large set of significantly DEGs (*P* < .05) with Log_2_ fold change (Log2FC) >2 or <−2 were unique to *Yap*/*Wwtr1* double knockdown cells (252 genes) while *Yap* or *Wwtr1* single knockdowns shared the majority of their DEGs (Figure 5C), suggesting high functional redundance of Yap and Wwtr1 in cardiac fibroblasts. A large gene cluster that was activated only when both Yap and Wwtr1 were knocked down contained genes primarily related to the immune response (Figure 5D). A gene cluster that was significantly downregulated in the Yap/Wwtr1 knockdown group contained genes primarily regulated by Tgfβ-1 and related to “hepatic fibrosis”, Stat3 pathway, and Th2 pathway— illustrating suppression of pro-fibrotic genes with depletion of Yap and Wwtr1. Gene ontology analysis of DEGs unique to Yap and Wwtr1 co-depletion were related to extracellular space (Figure 5E) indicating modulation of matrix or secreted proteins. We specifically measured expression of genes that were most strongly differentially expressed in the fibroblast cluster (cluster 5) from our *in vivo* scRNAseq experiment to determine if their expression was regulated by depletion of Yap, Wwtr1, or both Yap and Wwtr1. Out of the top five downregulated genes from the *in vivo* scRNAseq experiment, *Ccn3* was the most highly expressed in negative siRNA treated cultured cardiac fibroblasts (Figure 5F). Of these genes, only *Ccn3* was robustly suppressed with Yap + Wwtr1 siRNA mediated depletion (Figure 5G). While expression of most genes tested showed a synergistic (*Cfb*, *Mgp*, *Prss23*) or additive (*B2m*, *Irf7*, *Isg15*, *Tnfrsf11b*) response to Yap and Wwtr1 depletion, *Anxa2* appeared primarily regulated by Yap while *Ccn3* and *S100a10* more strongly regulated by Wwtr1 (Supplementary Figures S10A,B). From these data we observed a synergistic role between Yap and Wwtr1 regulating gene expression in cardiac fibroblasts, with *Ccn3* expression of particular interest given its prominence in the datasets and function as a matrix element.

**Figure 5:**
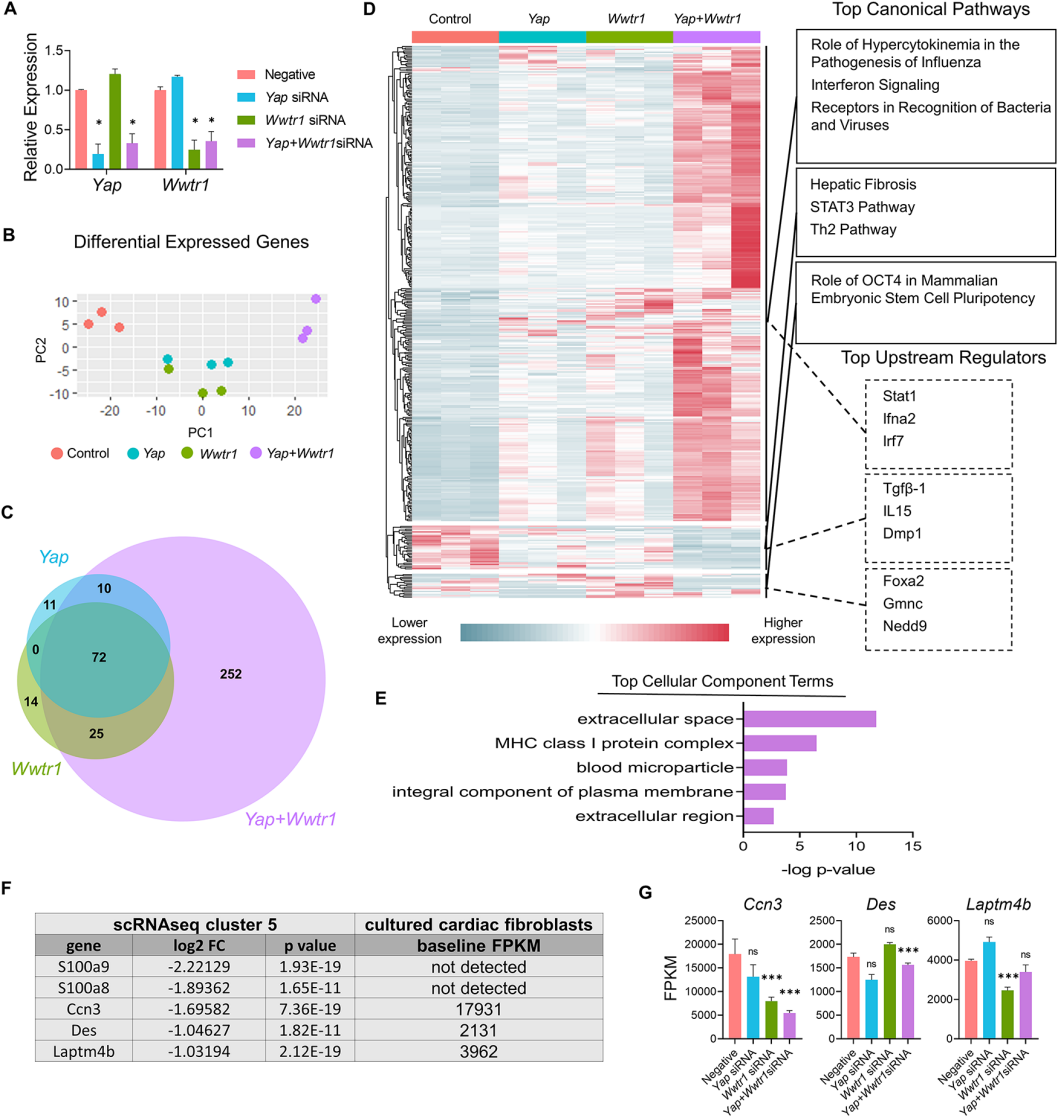
Gene expression following Yap and/or Wwtr1 depletion *in vitro*. (**A**) Relative RNA expression of *Yap* and *Wwtr1* after siRNA knockdown in primary cardiac fibroblasts. *n* = 3 negative control, *n* = 4 *Yap*, *n* = 4 *Wwtr1*, *n* = 4 *Yap *+ *Wwtr1*. Each data point represents a biological replicate derived from cells from independent pooled litters. One-way ANOVA comparing experimental groups to negative siRNA control by Dunnett's test. (**B**) PCA of DEGs from RNAseq from siRNA treated cells *n* = 3 per group. (**C**) Venn Diagram denoting unique and common DEGs with pAdj <0.05 and log2FC >2 or <−2 from *Yap*, *Wwtr1, and Yap/Wwtr1* knockdown (**D**) Heat map showing relative DEGs with pAdj <0.05 and log2FC >2 or <−2. The top three canonical pathways and top three upstream regulators identified for each gene cluster by IPA are listed. (**E**) The top cellular component terms derived from genes uniquely differentially expressed after Yap/Wwtr1 knockdown. (**F**) Table depicting the top downregulated differentially expressed genes between *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* and *Postn^MCM^* fibroblasts and the baseline expression in FPKM values for negative siRNA treated primary cardiac fibroblasts. (**G**) FPKM values of the genes depicted in (**F**) following siRNA treatment. Ns, not significant, *P < 0.05, and ***P < 0.001.

### CCN3 administration contributes to adverse ventricular remodeling and fibrosis post MI in mice

*Ccn3* was the most strongly downregulated gene in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* fibroblasts at 7 dpi (Supplementary Table S6 and Figures S11A,B) that was also significantly and robustly decreased following *in vitro* knockdown of Yap + Wwtr1 in cardiac fibroblasts, but not Yap knockdown alone (Figure 5G). To confirm our results from scRNAseq and bulk RNAseq of cultured fibroblasts, we repeated the siRNA knockdown experiment in neonatal rat cardiac fibroblasts and measured Ccn3 protein levels. In agreements with our RNAsequencing, knockdown of Yap alone showed no change in Ccn3 protein levels, whereas Yap + Wwtr1 knockdown significantly decreased Ccn3 protein expression (Figures 6A,B and Supplementary Figure S12). Ccn3 is a member of the CCN (*Cyr61, Ctgf, Nov*) family of secreted extracellular proteins (48). While studies have linked Ccn3 to integrin and Notch1 mediated signaling (49) and prevention of renal fibrosis (16), the role of Ccn3 in the heart post injury is virtually unexplored. Ccn3 protein is more abundant in infarcted hearts at 14 dpi compared to uninjured hearts and its expression is decreased in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* compared to *Yap*^fl/fl^;*Wwtr1*^fl/+^ mice (Figure 6C and Supplementary Figure S13). These data mirror observations in human patients suffering from dilated cardiomyopathies, who also show elevated cardiac CCN3 expression (50). Furthermore, *Ccn3* expression is strongly enriched in cardiac fibroblasts when compared to other interstitial cells (Figures 6D and Supplementary Figure S14, Tables S5, S7) suggesting fibroblasts are the primary source of CCN3 in the heart. We hypothesized that *Ccn3* downregulation in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* fibroblasts contributes to improved cardiac functional outcomes post MI, and therefore CCN3 overactivation would promote adverse cardiac remodeling. To test this hypothesis, we performed MI on adult C57/B6 mice and subsequently administered mice with either recombinant CCN3 or vehicle (PBS) by intraperitoneal injection 3 times per week, beginning at 1 dpi (Figure 7A). A prior study performed same protocol to investigate the role of CCN3 on fibrosis linked to diabetic nephropathy, demonstrating its efficacy in localizing to the heart following interperitoneally injection (16). Strikingly, we found at just 3 dpi that compared to vehicle, mice receiving CCN3 already started to show a decline in cardiac function, and by 14 and 28 dpi cardiac function was substantially and significantly worse (Figure 7B and Supplementary Figure S15). LVID-s increased significantly with administration of CCN3 over the 28-day experiment while LVID-d trended towards being larger (*P* = 0.08 at 28 dpi, Figure 7B). Heart weight and body weight were not significantly different between groups (Figure 7C). Histological analysis at 28 dpi revealed significantly larger scars (Figures 7D,E) and increased proliferation of scar associated cells in response to CCN3 administration (Figures 6F,G) but no difference in cardiomyocyte cross sectional area (Figures 6H,I).

**Figure 6:**
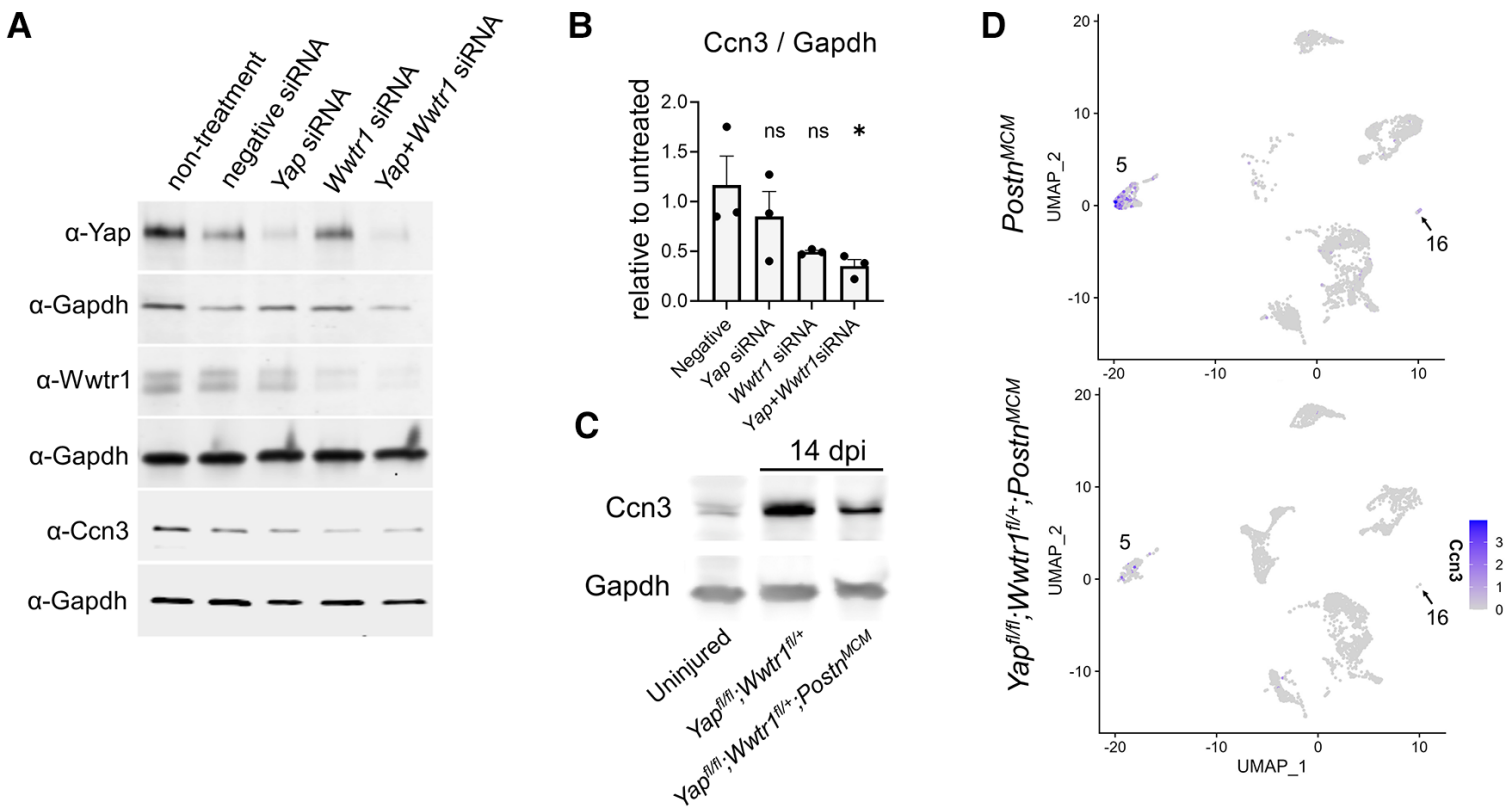
Ccn3 abundance decreases with depletion of Yap/Wwtr1. (**A**) Western blots depicting protein abundance of Yap, Wwtr1, or Ccn3 following siRNA treatment in cultured neonatal rat cardiac fibroblasts with Gapdh loading controls. (**B**) Quantification of Ccn3 protein from neonatal rat cardiac fibroblasts following siRNA, normalized to non-treated samples. *n* = 3 biological replicates per group. Each replicate consisted of cells from independent litters. One-way ANOVA comparing experimental groups to negative siRNA control by Dunnett's test. (**C**) Western blot depicting Ccn3 abundance in left ventricles of uninjured and 14 dpi left ventricles. (**D**) Feature plot illustrating the abundance of *Ccn3* expressing cells by UMI within clusters 5 and 16. Ns, not significant and *P < 0.05.

**Figure 7:**
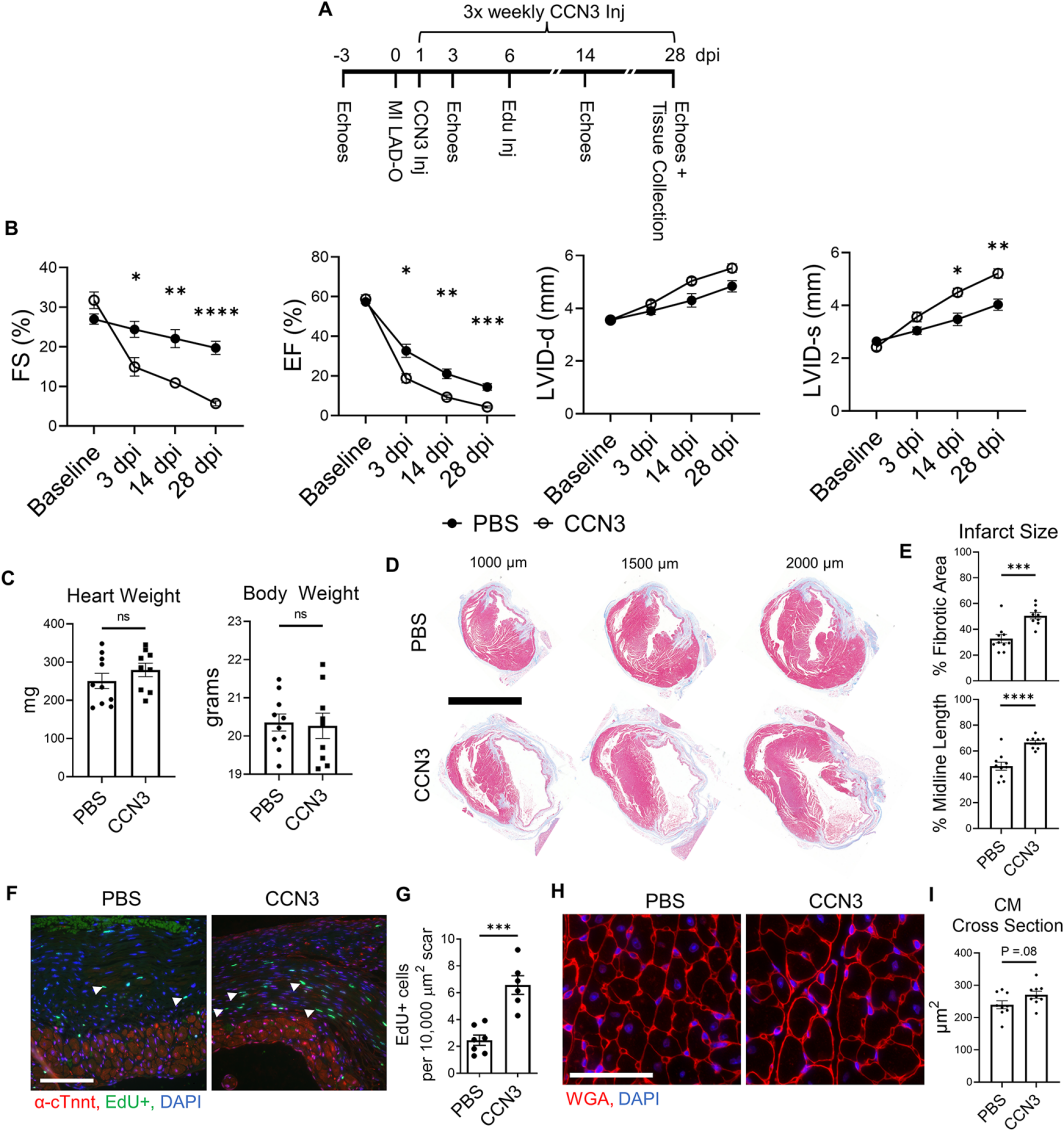
Ccn3 administration promotes fibrotic gene expression post MI. (**A**) Experimental timeline of echocardiography, MIs, CCN3 administration, and EdU administration in adult mice. (**B**) Quantification of left ventricular function by fractional shortening, ejection fraction, and left ventricular internal diameters during diastole and systole at baseline. 3, 14, and 28 dpi timepoints were analyzed by repeated measures two-way ANOVA and Sidak multiple comparisons test. *n* = 10 PBS treated, 9 CCN3 treated. (**C**) Quantification of heart and body weights at 28 dpi. *n* = 10 PBS treated, 9 CCN3 treated. Unpaired student's *t*-test. (**D**) Representative serial sections of Gömöri trichrome stained hearts measured as distance from the apex. Scale = 5 mm. (**E**) Quantification of infarct scar size by either total fibrotic area or midline size of the left ventricle. *n* = 10 PBS treated, 9 CCN3 treated. Unpaired student's *t*-test. (**F**) Representative immunohistological images denoting EdU+ nuclei within the scar area. White arrows indicate EdU+ scar associated nuclei. Scale = 100 µm. (**G**) Quantification of EdU+ scar associated nuclei. *n* = 7 PBS treated, 6 CCN3 treated. Scale bar = 100 µm. Unpaired student's *t*-test. (**H**) Representative images and (**I**) quantification of WGA staining in the remote zone of the left ventricle. *n* = 9 PBS treated, 9 CCN3 treated. Scale = 100 µm. Unpaired student's *t*-test. ns, not significant. F-H Are from 28 dpi hearts. ns, not significant, *P < 0.05, **P < 0.01, *** *P* < 0.001, ****P < 0.0001.

We next assessed whether CCN3 administration in mice following infarction resulted in transcriptional changes that promote adverse remodeling. We performed MI and administered CCN3 or PBS for 3 consecutive days starting at 1 dpi. Hearts were collected 4 h after the final injection and left ventricular tissue was processed for bulk RNAsequencing. RNAseq data was normalized to remove unwanted variation, resulting in distinct genetic profiles between CCN3 and PBS control treated animals (Figure 8A). We observed extracellular matrix associated genes were predominantly upregulated in ventricles of CCN3 treated mice while transcripts related to mitochondrial function were suppressed (Figures 8B–D). Thus, we illustrate CCN3 administration following injury drives fibrotic gene networks in myocardial tissue. Further assessment of DEGs by IPA was performed to identify which pathways were modulated. Tgfβ1, a well characterized promoter of fibrosis, was the most activated upstream regulator while Tead1, a transcription factor activated with Yap/Wwtr1 activity, was the most strongly inhibited (Figure 8F) (8, 51). Interestingly, while genes mediated by Tead1 activity were predominantly suppressed, indicating a potential repression of Yap/Wwtr1 activity, the expression of the matrix associated genes and CCN family members, *Ccn1* and *Ccn2,* were significantly increased (Figure 8G). Ccn1 is promoted by and subsequently drives Tgfβ1 activity, promoting fibrosis in the heart (52, 53) and our data suggests a novel role for exogenously administered CCN3 in contributing to Ccn1, Ccn2, and Tgfβ1 signaling in the heart and aggravating fibrotic remodeling post MI. We further assessed the cell type on which CCN3 is acting by treating neonatal rat ventricular cardiac fibroblasts or myocytes at two different dosages. At the higher dose, CCN3 drove expression of the pro-fibrotic genes *Fn1*, *Serpine1*, and *Ccn2* as well as *Yap* in cardiac fibroblasts (Supplementary Figure S16). CCN3 administration to cardiomyocytes however significantly promoted expression of the cell cycle gene *Aurkb*, the hypertrophic gene *Nppb*, as well as the Hippo-Yap elements *Ccn1, Ccn2,* and *Wwtr1* (Supplementary Figure S17). Together, our data implicates Ccn3 as an element promoting adverse remodeling.

**Figure 8:**
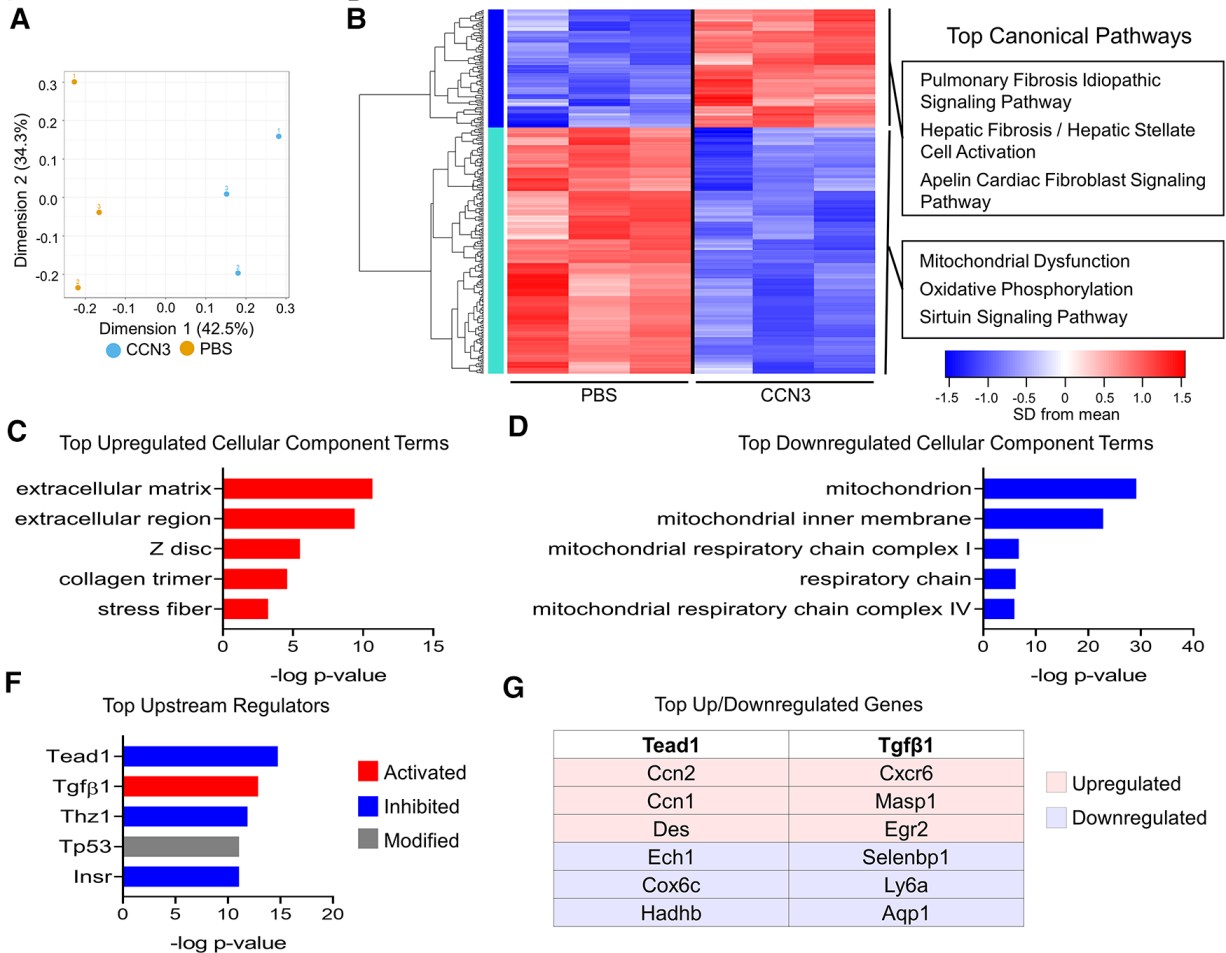
Ccn3 administration promotes fibrotic gene expression post MI. (**A**) PCA of DEGs from RNAseq from left ventricles. *n* = 3 per group. (**B**) Heatmap of 309 genes with one-way ANOVA FDR *P*-value <0.2. The top three canonical pathways identified for each gene cluster by IPA are listed. (**C,D**) The top cellular component terms derived from upregulated (red) or downregulated (blue) DEGs derived from DAVID analysis. (**F**) The top upstream regulators from all DEGs predicted by IPA. (**G**) The top upregulated and downregulated genes by fold-change mediated by Tead1 or Tgfβ1.

## Discussion

A nuanced understanding of how myofibroblasts function during wound healing as they proliferate (2), migrate (54), secrete matrix and cytokines (55, 56), recruit immune cells (57), and facilitate a multitude of other roles is salient to understanding the complex nature of progressive heart failure. A therapeutic means to promote the beneficial nature of myofibroblasts (early matrix deposition after injury and recruitment of anti-inflammatory immune cells) while reducing deleterious aspects (latent fibrosis) would be beneficial to curbing heart failure. To this extent, our studies characterize a means by which myofibroblast proliferation and production of cell matrix genes is regulated by the Hippo-Yap pathway. However, how Hippo-Yap signaling in myofibroblasts affects cardiomyocyte function and whether it elicits an apoptotic response has yet to be determined.

Although the role of the Hippo-Yap pathway has been studied in progenitor epicardial cells and resident cardiac fibroblasts (9, 10, 12, 13), we take the novel approach of assessing the role of endogenous Yap and Wwtr1 expression specifically in myofibroblasts, the cell type responsible for the lion's share of matrix deposition following MI (1). While deletion of Yap alone did not result in observable changes in scar size or fibrosis, co-disruption of Yap/Wwtr1 resulted in significantly improved cardiac function as well as reduced scar size, interstitial fibrosis, and increased denatured collagen. These results are similar to depletion of Yap and Wwtr1 in resident cardiac fibroblasts whereby Yap and Wwtr1 have been shown to regulate the transition of cardiac fibroblasts to a myofibroblast state (12). However, as therapeutic strategies would likely be implemented after an injury event, once myofibroblast are already activated, our study indicates that inhibiting Yap/Wwtr1 or downstream functional mediators after the transition has already occurred would a reasonable approach.

We highlight the synergistic role of Yap and Wwtr1 in regulating gene expression in cardiac fibroblasts. Our *in vivo* data demonstrates a significant improvement in cardiac function in *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* whereas minimal improvement was observed in *Yap*^fl/fl^*;Postn^MCM^* animals. However, these studies did not include depletion of Wwtr1 alone. Thus, *Yap*^fl/fl^;*Wwtr1*^fl/+^;*Postn^MCM^* phenotypes could be attributed to either Wwtr1 depletion alone or to Yap and Wwtr1 depletion, necessitating further studies to verify this. Our *in vitro* transcriptomic data elucidated strong synergy in gene regulation with depletion of both Yap and Wwtr1, and enabled us to identify genes differentially expressed *in vivo* in *Yap*^*fl/fl*^;*Wwtr1*^fl/+^;*Postn^MCM^* that were regulated by Wwtr1 or Yap + Wwtr1, but not by Yap alone. This cross-reference approach helped us prioritize candidate factors that might be mediating the effects of Yap/Wwtr1 in cardiac myofibroblasts.

Our *in vitro* and *in vivo* RNA sequencing experiments pointed to candidate genes whose function has been unexplored in the context of cardiac remodeling. Of these genes, *Ccn3* was of particular interest. CCN family members consist of secreted extracellular proteins which have been shown to interact with extracellular matrix components such as Fbln1 and receptors such as integrins and Notch (49). Other members of the CCN family include the well-studied and direct targets of Yap/Wwtr1 mediated transcription Ccn1 and Ccn2 (39, 40). Literature on the interaction between Ccn3 and Hippo-Yap signaling is sparse, but data indicate Ccn3 expression correlates with Yap/Wwtr1 activity. Administration of the Yap/Wwtr1/Tead inhibitor verteporfin decreases *CCN3* expression in cultured human dermal fibroblasts (58) while a decrease in the ratio of transcriptionally suppressed phosphorylated Yap to unphosphorylated Yap correlated with an increase in *Ccn3* during fragmentation of murine ovaries (59). Similar to our findings in injured mice, endomyocardial biopsies from patients with dilated cardiomyopathy show significantly increased expression of CCN3 (50). In mice, Ccn3 knockout mutants display endocardial defects and delayed ventricular septum fusion during development, but are viable as adults (60). Adult knockout mice exhibit cardiomyopathy denoted by hypertrophy and calcification of the septal wall, but not overt ventricular fibrosis (60). To our knowledge, MI studies have not been performed in Ccn3 knockout mice. Overall, the consequence of Ccn3 expression on fibrosis across tissues is not well defined in the literature. While it has been documented in some models that Ccn3 reduces fibrosis *via* antagonism with Ccn2 and by extension Tgfβ1 signaling (58, 61), this is not always the case (50, 62, 63). Indeed, we illustrate both Tgfβ1 signaling and *Ccn1* expression are both increased *in vivo* with administration of CCN3. Furthermore, proliferation of interstitial scar cells following cardiac injury was increased. These results mirror those from Lin et al. where CCN3 has been shown to promote DNA synthesis in cultured human skin fibroblasts in the presence of FGF2 (64). However, as systemic administration of CCN3 does affect the renal system and potentially other organ systems and various cell types, we cannot rule out off target effects such as hypertension that may indirectly impact reduced cardiac function we observed in our experiments. Future studies will be aimed at elucidating the how Yap/Wwtr1 modulates Ccn3 expression in cardiac fibroblasts and the collective mechanisms by which Ccn3 contributes adverse cardiac remodeling.

Together, our work illustrates the intrinsic function of Yap and Wwtr1 in myofibroblast activity which promotes fibrosis and deleterious remodeling of the left ventricle after injury. We demonstrate that Ccn3 expression is regulated by Yap and Wwtr1, and CCN3 administration substantially contributes to adverse cardiac function post MI. As such, the Hippo-Yap pathway, Ccn3, or other downstream elements expressed in cardiac myofibroblasts could be attractive targets for modulating adverse remodeling following MI.

## Data Availability

Data from the bulk in vitro RNAseq, bulk left ventricular RNAseq, and scRNAseq have been uploaded to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) and can be accessed under GSE185368, GSE217925, and GSE204712 respectively. The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes
**Source:** Front Cardiovasc Med. 2023 Mar 14;10:1142612. doi: 10.3389/fcvm.2023.1142612
**Supplement:** Supplementary file 5

**Myofibroblast depletion of Yap and Wwtr1 suppresses Ccn3 expression and improves cardiac function after myocardial infarction**

**Supplementary Materials**

Michael A. Flinn PhD, Santiago Alvarez-Argote MD, Makenna C. Knas, Victor Alencar Almeida, Samantha J. Paddock PhD, Xiaoxu Zhou, Tyler Buddell PhD, Ayana Jamal, Reiauna Taylor, Pengyuan Liu PhD, Jenny Drnevich PhD, Michaela Patterson PhD, Brian A. Link PhD, Caitlin C. O’Meara PhD

**
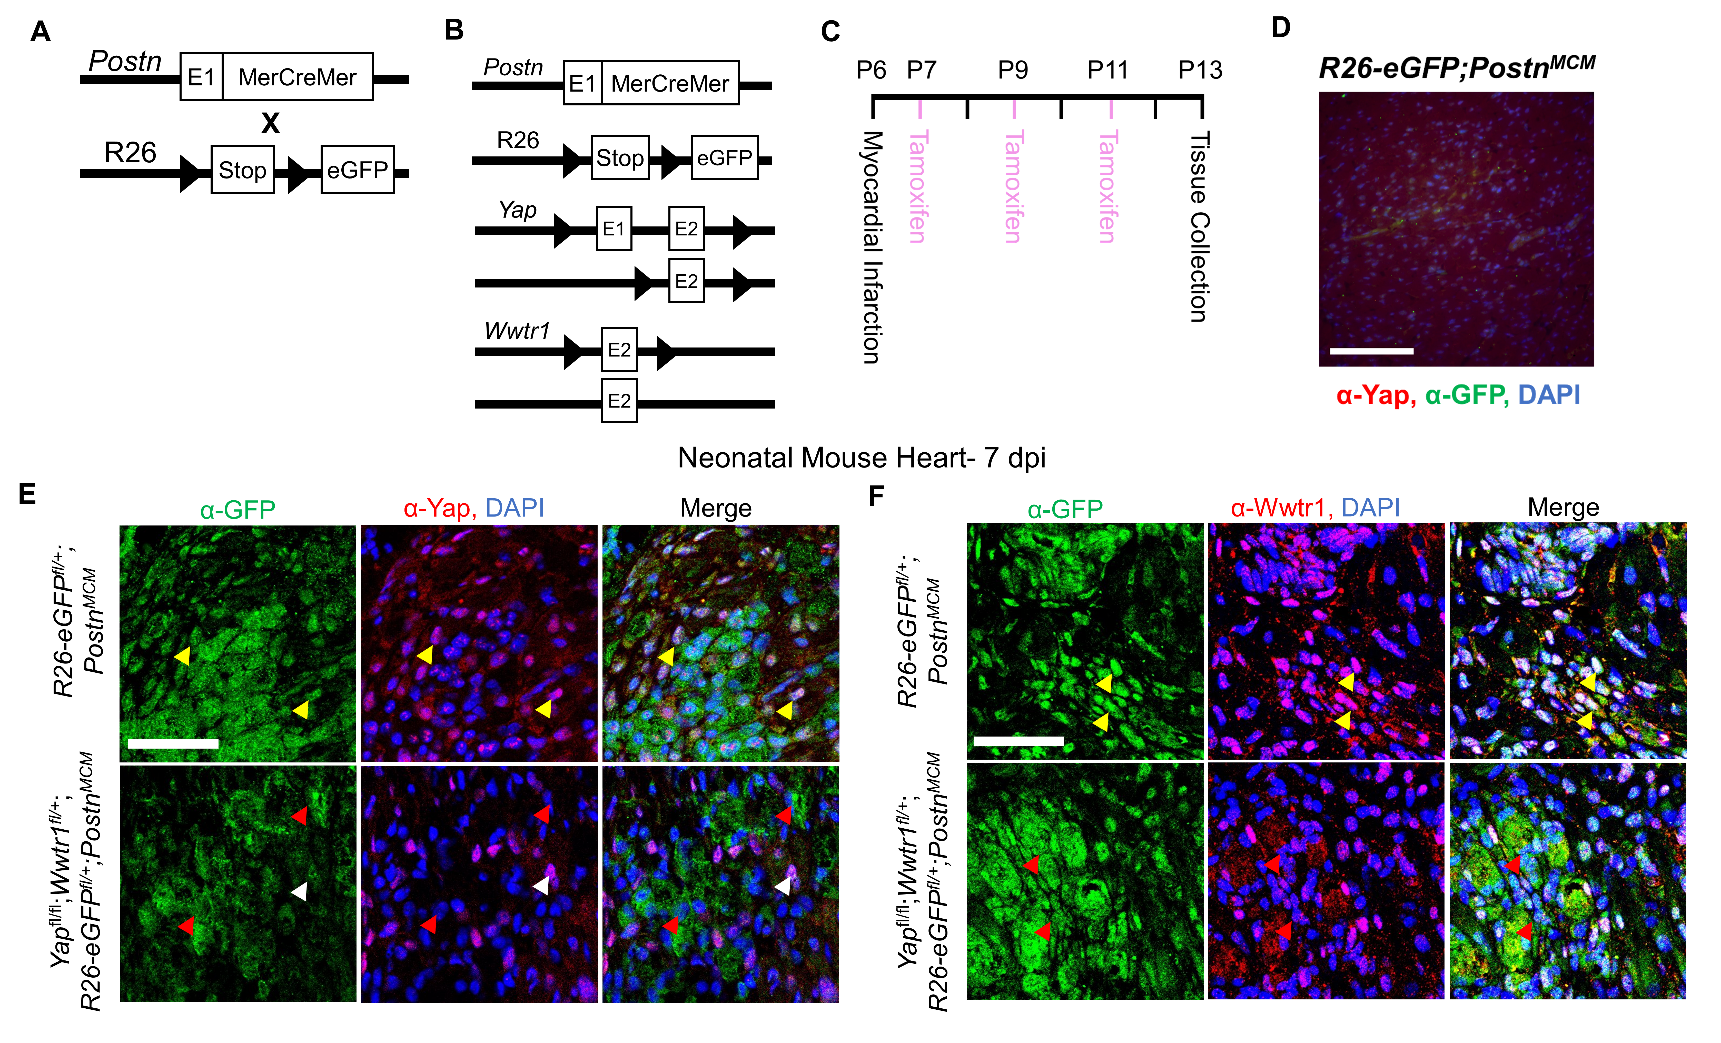
**

**Figure S1. Neonatal Yap and Wwtr1 expression in myofibroblasts after ischemic injury.** (A) Schematic representation of the alleles present in *R26-eGFP^fl/+^;Postn^MCM^* and (B) *Yap^fl/fl^;Wwtr1^fl/+^;eGFP^fl/+^;Postn^MCM^* animals. (C) Experimental timeline of P6 and subsequent tamoxifen administration. (D) Representative image of the remote region in *R26-eGFP^f/+^;Postn^MCM^* littermates. (E and F) Representative confocal images of the scar region in *R26-eGFP^f/+^;Postn^MCM^* and *Yap^fl/fl^;Wwtr1^fl/+^;R26-eGFP^f/+^*;*Postn^MCM^* mice at 7 dpi. (E) Immunostaining with α-GFP and α-Yap antibodies and DAPI. Yellow arrows denote Yap co-localization in GFP positive cells, red arrows denote absence of Yap colocalization in GFP positive cells, white arrows denote nuclear localized Yap in GFP negative cells. (F) Immunostaining with α-GFP and α-Wwtr1 antibodies and DAPI. Yellow arrows denote Wwtr1 co-localization in GFP positive cells, red arrows denote absence of Wwtr1 colocalization in GFP positive cells, white arrows denote nuclear localized Wwtr1 in GFP negative cells. Scale bars = 100 µm.

**
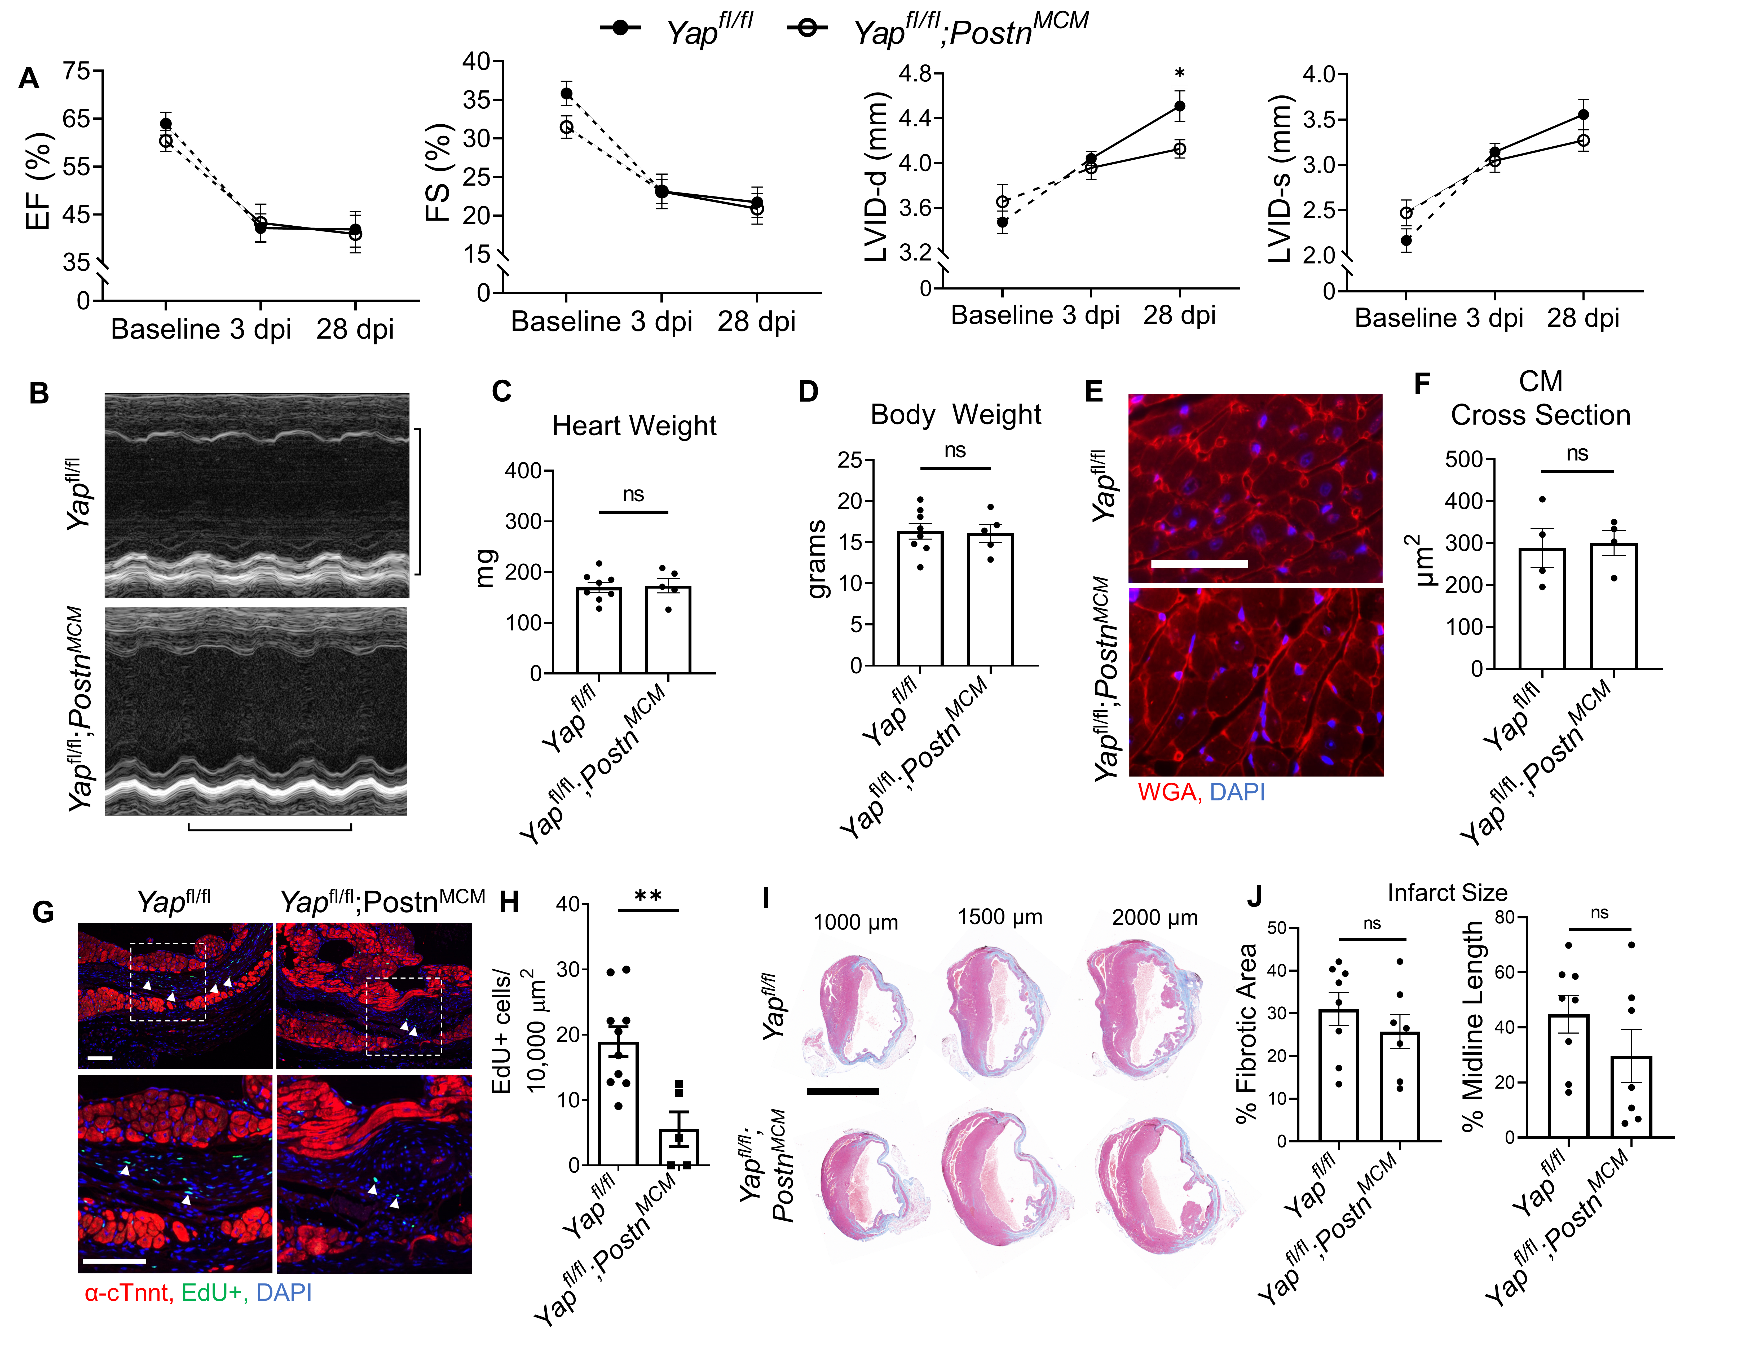
Figure S2. Deletion of *Yap* from myofibroblasts results in a modest protection against ventricular dilation after injury.** (A) Quantification of %FS, %EF, and left ventricular internal diameters (LVID) during diastole and systole at 3 and 28 dpi analyzed by repeated measures two-way ANOVA and Sidak multiple comparisons test. n = 19 *Yap^fl/fl^* and 13 *Yap^fl/fl^;Postn^MCM^*. A separate subset of animals establishing a baseline as denoted by the hashed lines and assessed by un-paired student’s t-test. n = 11 *Yap^fl/fl^* and 6 *Yap^fl/fl^;Postn^MCM^*. (B) Representative M-mode echocardiograms of left ventricles 28 dpi. Short axis view at mid papillary muscle. Horizontal bar = 500 ms. Vertical bar = 5 mm. (C,D) Quantification of heart and body weights at 28 dpi. n = 8 *Yap^fl/fl^* and 5 *Yap^fl/fl^;Postn^MCM^*. Unpaired student’s t-test. Histological analysis (E-H) was done on 28 dpi hearts. (E) Representative images of WGA staining in the remote zone of the left ventricle. Scale = 50 µm. (F) Quantification of cardiomyocyte cross sectional area. n = 4 *Yap^fl/fl^* and 3 *Yap^fl/fl^;Postn^MCM^*. Unpaired student’s t-test. (G) Representative images of EdU and cardiac troponin (cTnnt) staining within the scar area (scale = 50 µm). White arrows indicate EdU+ scar associated nuclei. (H) Quantification of EdU+ scar associated nuclei. n = 10 *Yap^fl/fl^* and 5 *Yap^fl/fl^;Postn^MCM^*. Unpaired student’s t-test. (I) Representative serial sections of Gömöri trichrome stained hearts measured from the apex. Scale = 5mm. (J) Quantification of infarct scar size by either total fibrotic area or midline size of the left ventricle. n = 8 *Yap^fl/fl^* and 7 *Yap^fl/fl^;Postn^MCM^*. Unpaired student’s t-test. ns = not significant, * = P <0.05, and ** = P <0.01.

**Figure S3. Yap and Wwtr1 promote cardiac fibroblast DNA synthesis.** Quantification of ^3^H thymidine incorporation in neonatal rat cardiac fibroblasts following siRNA transfection. n = 4. One-way ANOVA, Tukey’s multiple comparisons test. ** = P <0.01, and *** = P <0.001.

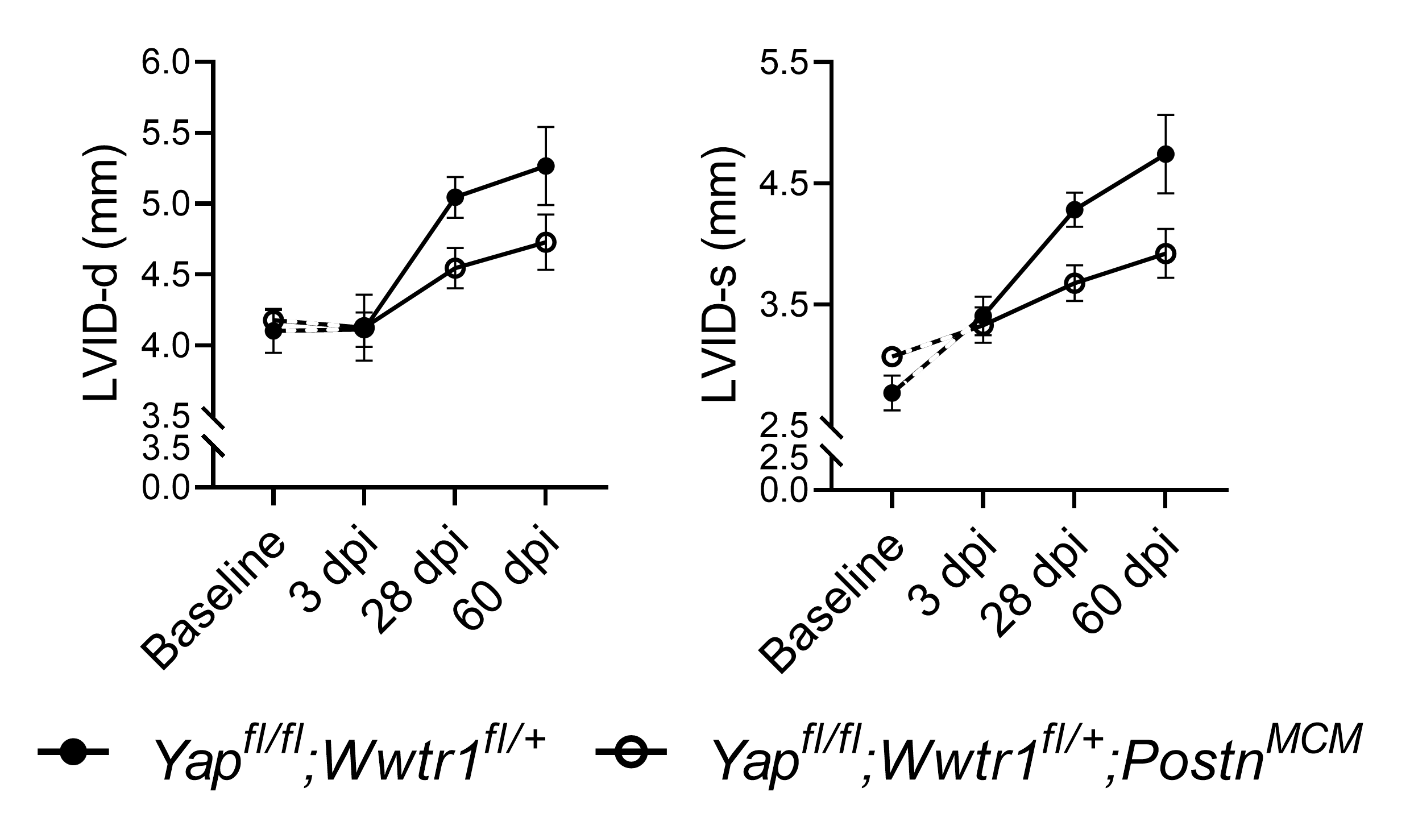

**Figure S4. Left ventricular internal diameters in *Yap^fl/fl^;Wwtr1^fl/+^* and *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* mice post MI.** Quantification of left ventricular diameter in diastole or systole analyzed by repeated measures two-way ANOVA and Sidak multiple comparisons test. n = 7 *Yap^fl/fl^;Wwtr1^fl/+^*, 4 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. A separate subset of animals establishing a baseline for *Yap^fl/fl^;Wwtr1^fl/+^* animals as denoted by the hashed lines and assessed by un-paired student’s t-test. n = 4 *Yap^fl/fl^;Wwtr1^fl/+^* and 5 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. No data points between genotypes were significantly different at any given timepoint.

**
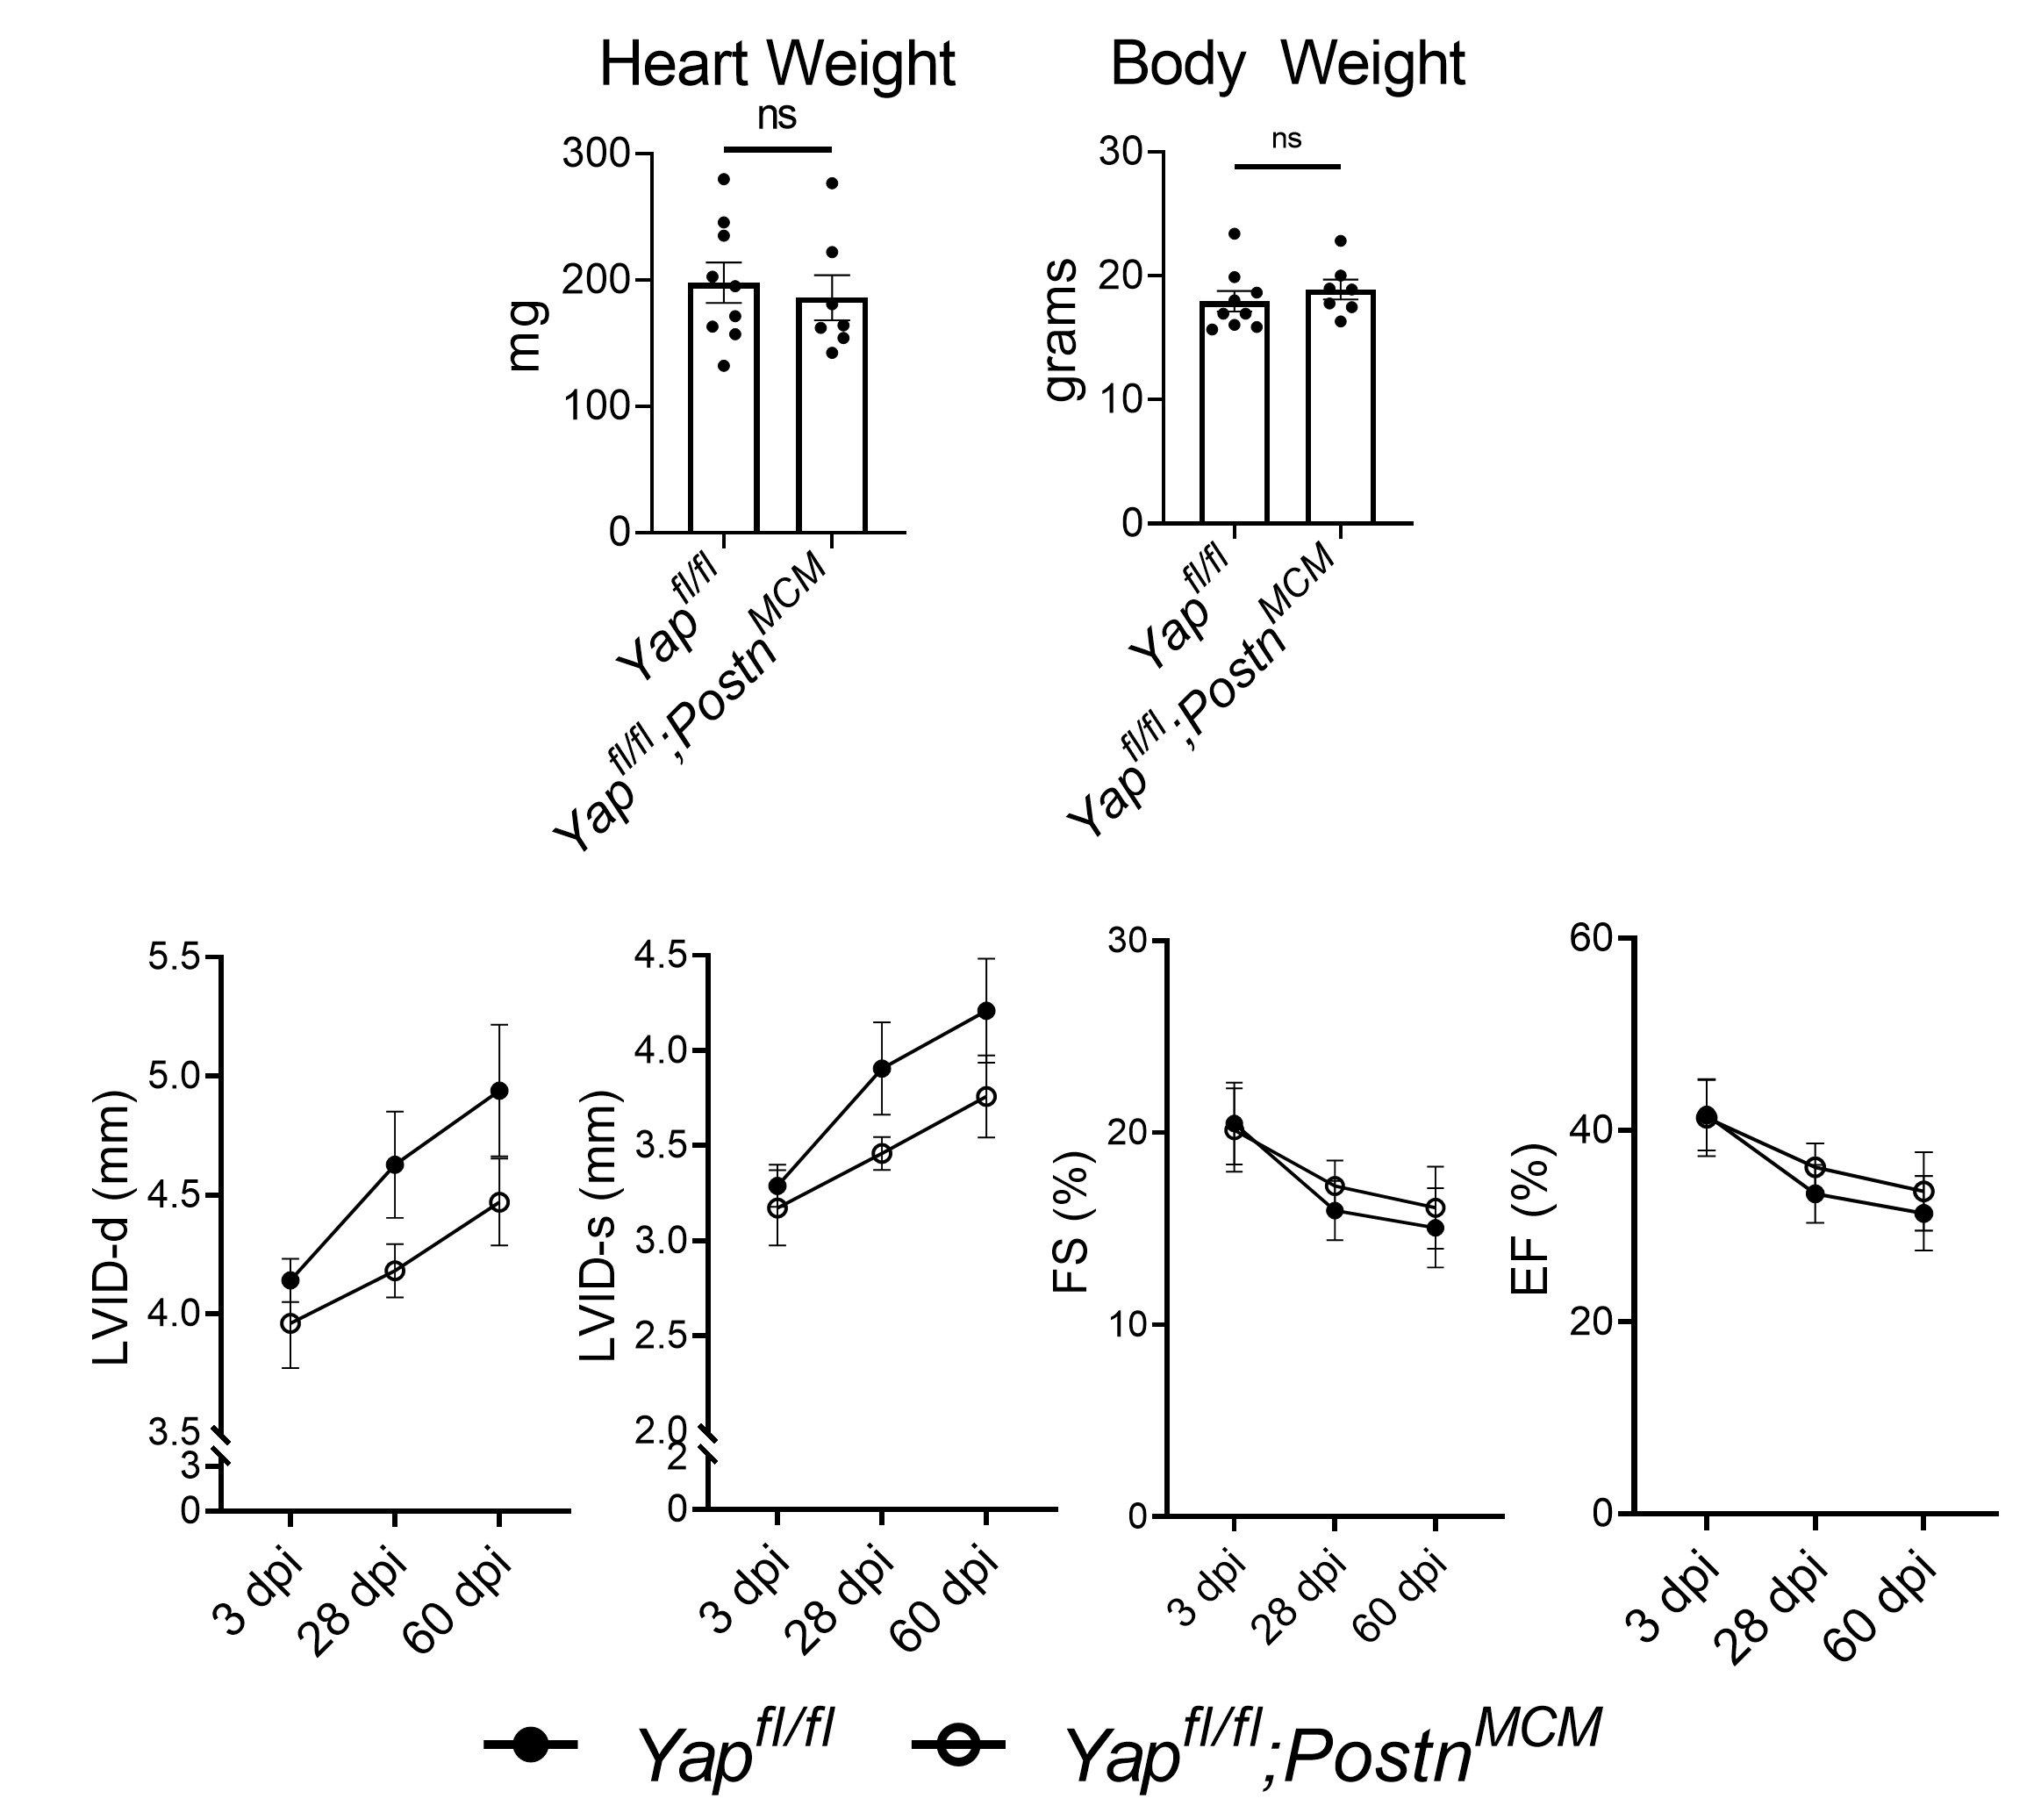
**

**Figure S5. Cardiac function of *Yap^fl/fl^* and *Yap^fl/fl^;Postn^MCM^* up to 60 days post MI.** Quantification of heart and body weights at 60 dpi. n = 9 *Yap^fl/fl^* and 7 *Yap^fl/fl^;Postn^MCM^*. Unpaired student’s t-test. Quantification of left ventricular function at 3, 28, and 60 dpi analyzed by repeated measures two-way ANOVA and Sidak multiple comparisons test. n = 9 *Yap^fl/fl^;Wwtr1^fl/+^* and 7 *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*. ns = not significant

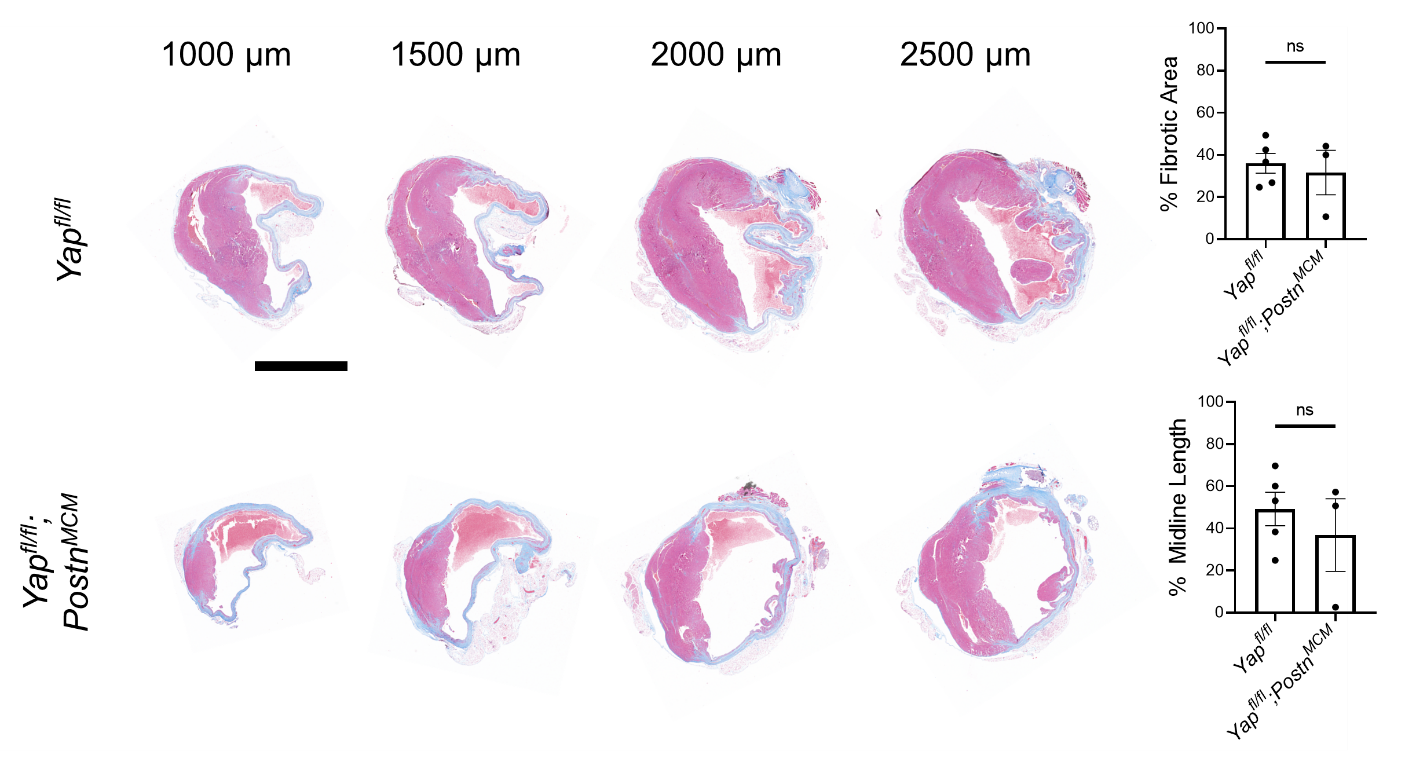

**Figure S6. Scar size at 60 dpi in *Yap^fl/fl^* and *Yap^fl/fl^* *;Postn^MCM^* mice.** Representative serial sections of Gömöri trichrome stained hearts, measured from the apex. Scale = 5mm. Quantification of infarct scar size by either total fibrotic area or midline size of the left ventricle. n = 5 *Yap^fl/fl^* and 3 *Yap^fl/fl^* *;Postn^MCM^*. Unpaired student’s t-test. ns = not significant.

**
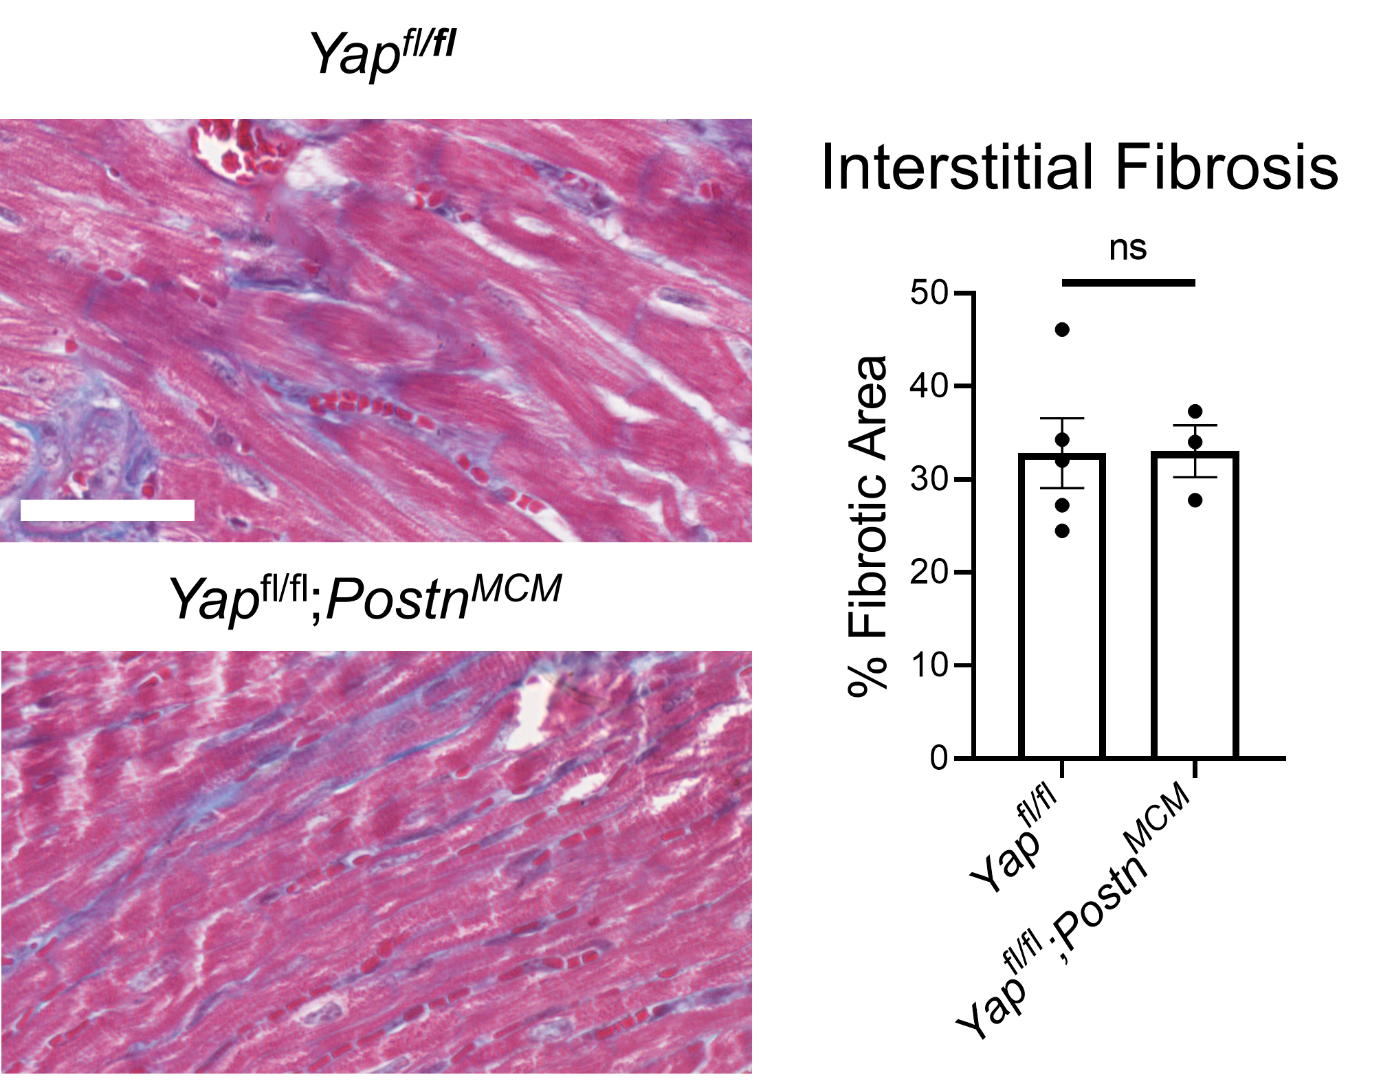
**

**Figure S7. Myofibroblast knockout of Yap does not alter interstitial fibrosis.** Representative images Gömöri trichrome stained 60 dpi hearts. Sections depict interstitial fibrosis in the remote zone of injured hearts (scale = 50 µm). Quantification of the % blue fibrotic area versus the total left ventricle area. n = 5 *Yap^fl/fl^* and 3 *Yap^fl/fl^* *;Postn^MCM^*. Unpaired student’s t-test. ns = not significant.

**
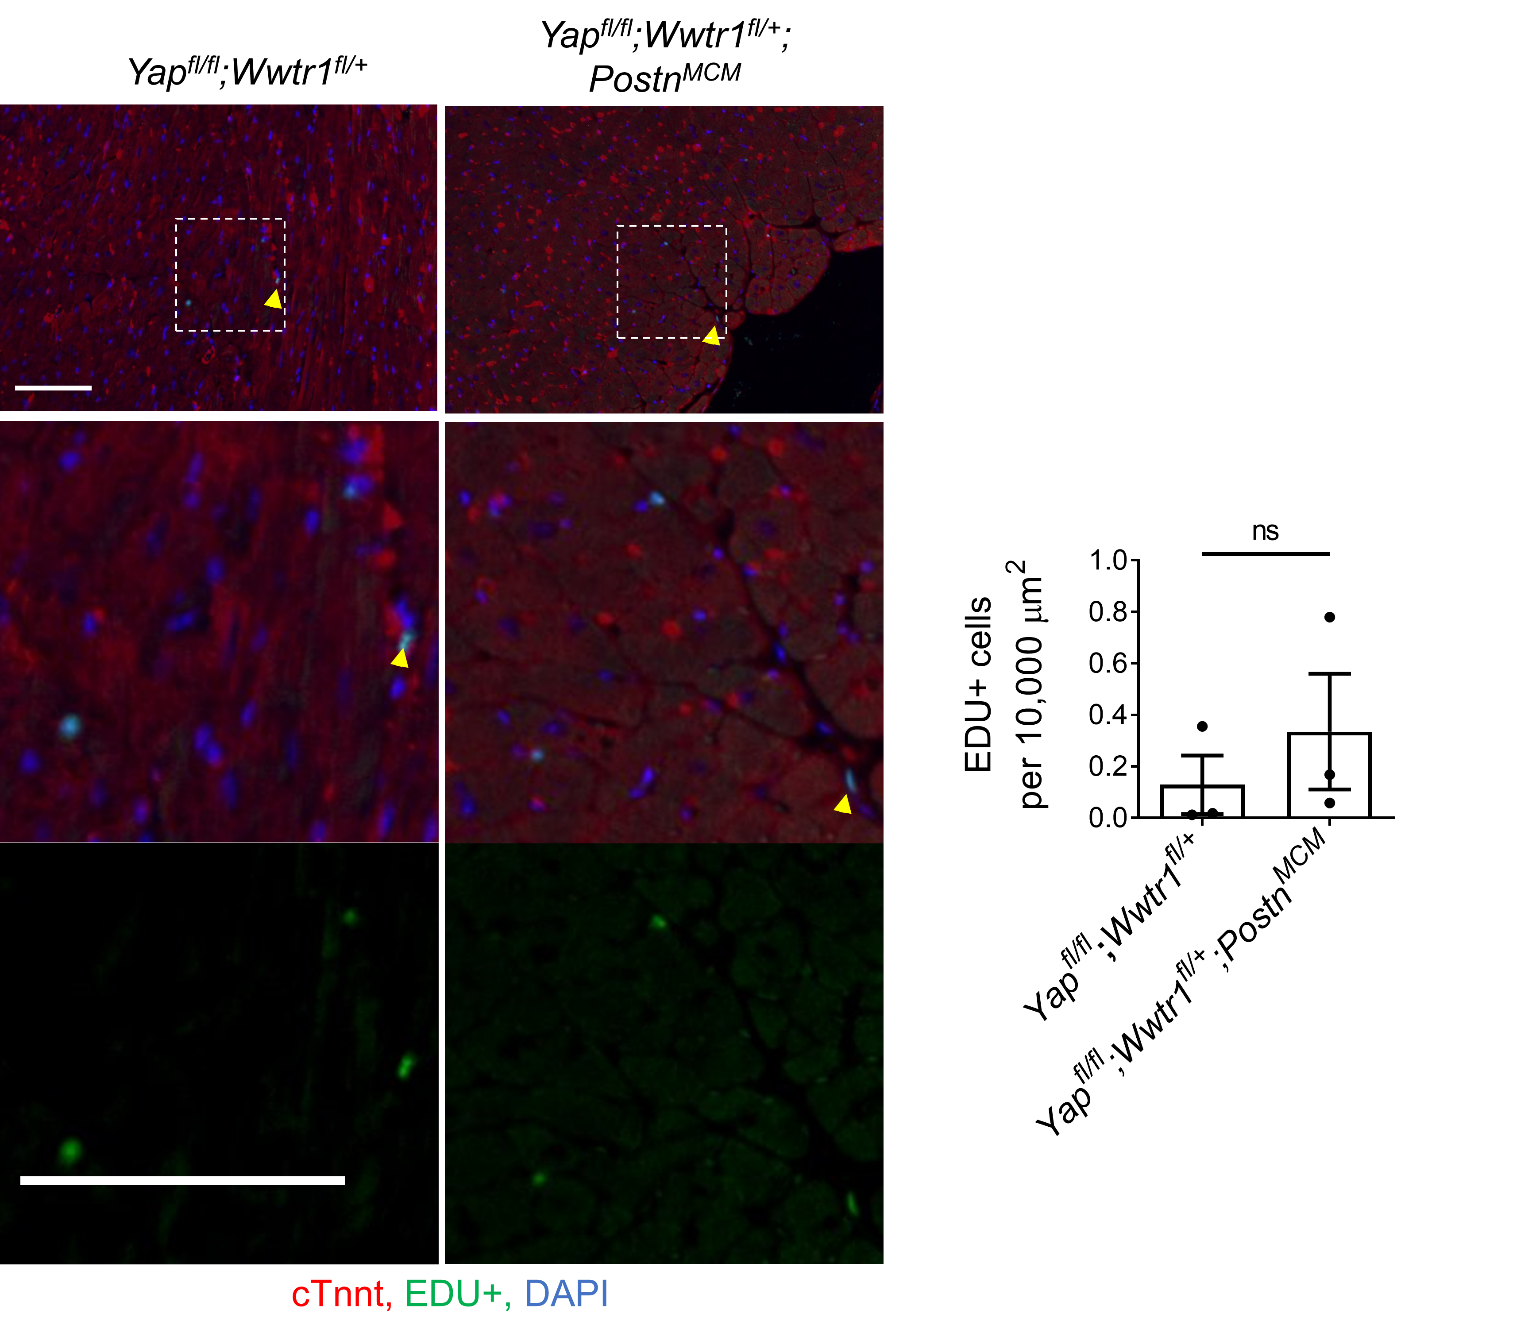
**

**Figure S8. Remote zone DNA synthesis.** Representative images of EdU incorporation in the remote zone of *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* and *Yap^fl/fl^;Wwtr1^fl/+^* littermates. Scale = 100 µm. Yellow arrows indicate EdU+ interstitial nuclei. Quantification of EdU+ interstitial nuclei. n = 3 per group. Unpaired student’s t-test. ns = not significant.

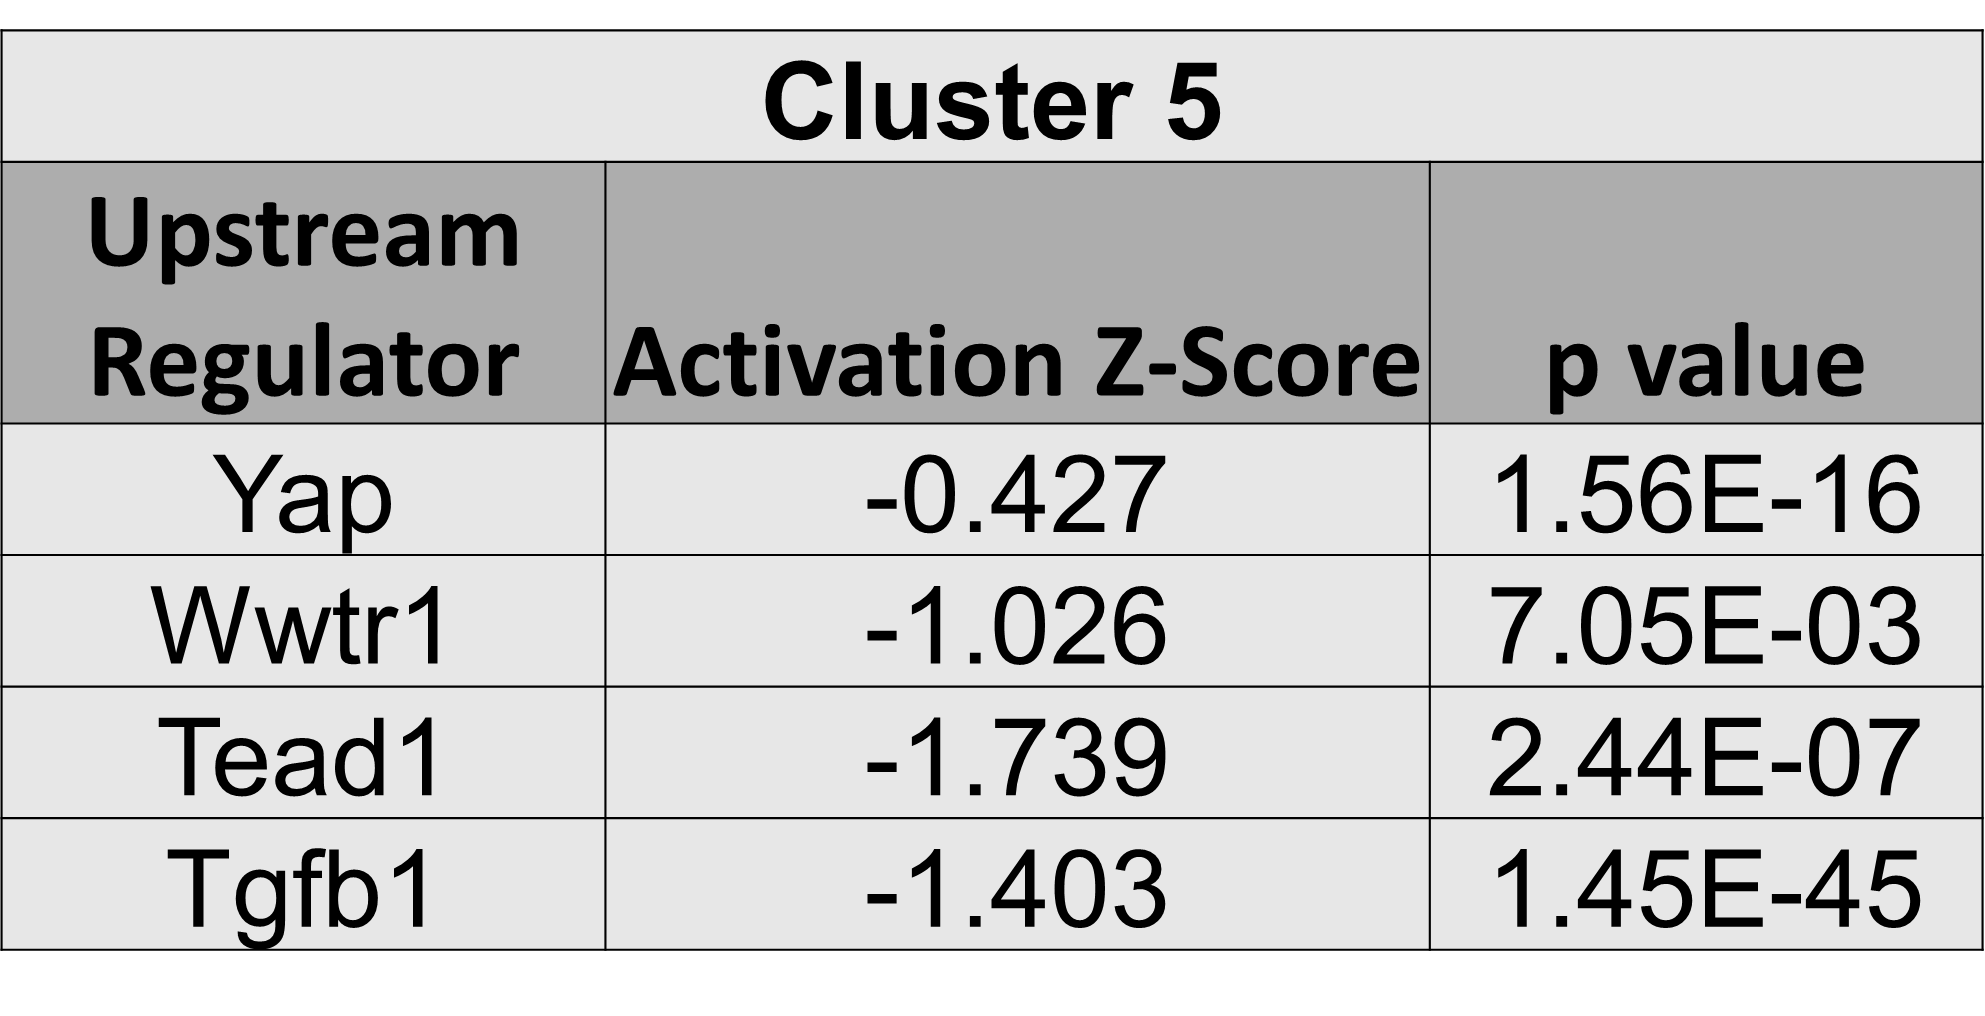

**Figure S9. Hippo-Yap pathway elements and Tgfb1 as upstream regulators.** IPA analysis of upstream regulators for selected Hippo-Yap pathway elements and Tgfb1. Data derived from Cluster 5 gene expression found in Table S5.

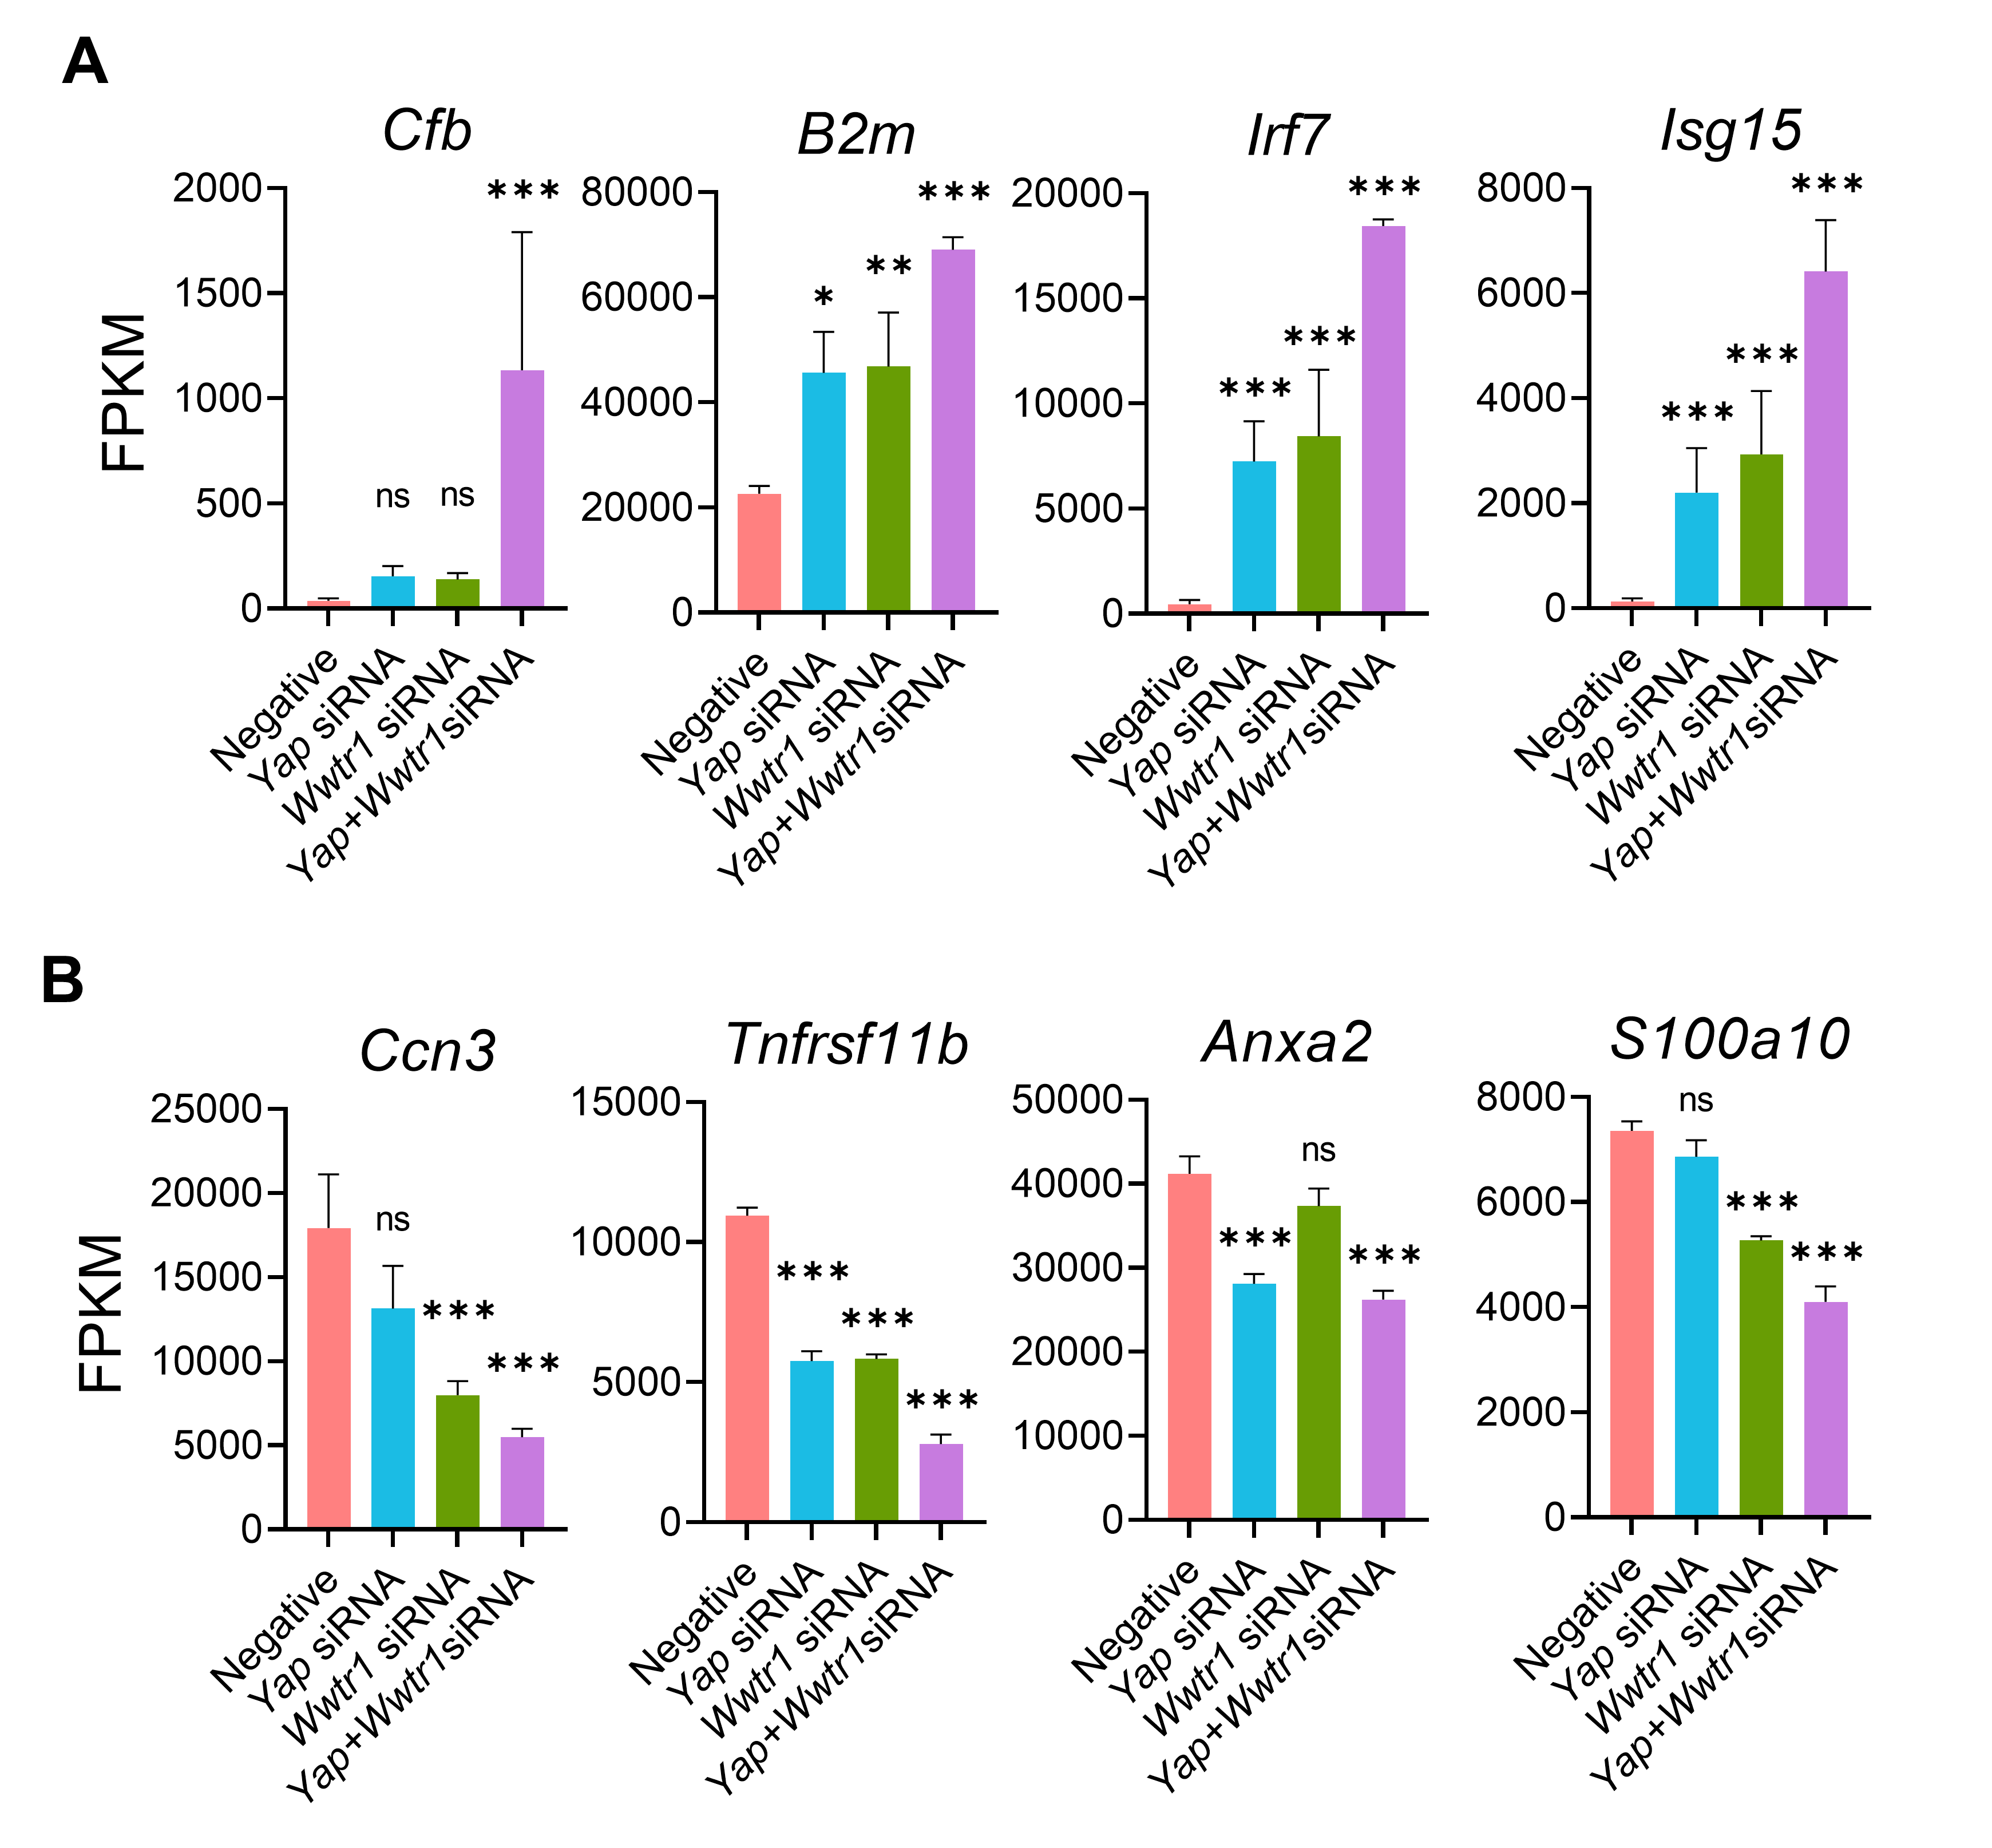

**Figure S10. Differential gene expression shared between Cluster 5 fibroblasts and in vitro Yap/Wwtr1 cardiac fibroblast knockdown.** FPKM values for top up (A) or down (B) differentially expressed genes between *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* and *Postn^MCM^* fibroblasts (cluster 5) that also showed the same expression pattern following Yap and/or Wwtr1 siRNA knockdown in vitro. ns = not significant and *** = P <0.001.

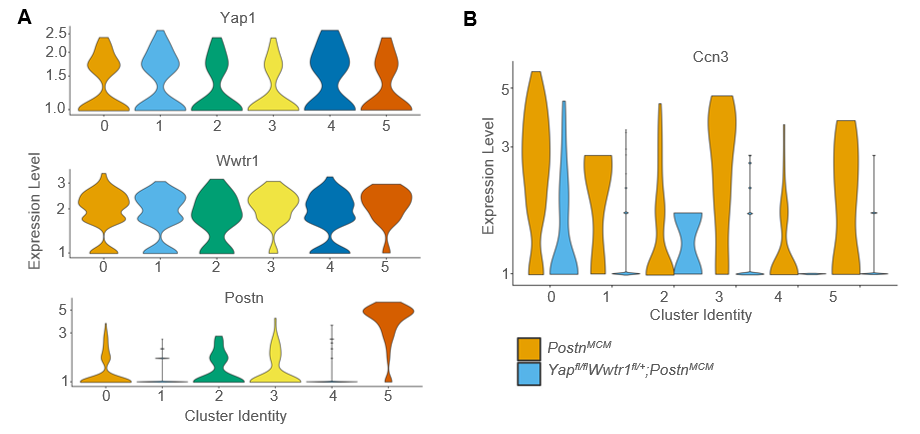

**Figure S11. Cardiac fibroblast subcluster gene expression.** (A) Violin plots denoting UMI count for *Yap*, *Wwtr1*, or *Postn* among each fibroblast subcluster. (B) Violin plots denoting UMI count for *Ccn3* within each subcluster, split by genotype.

**
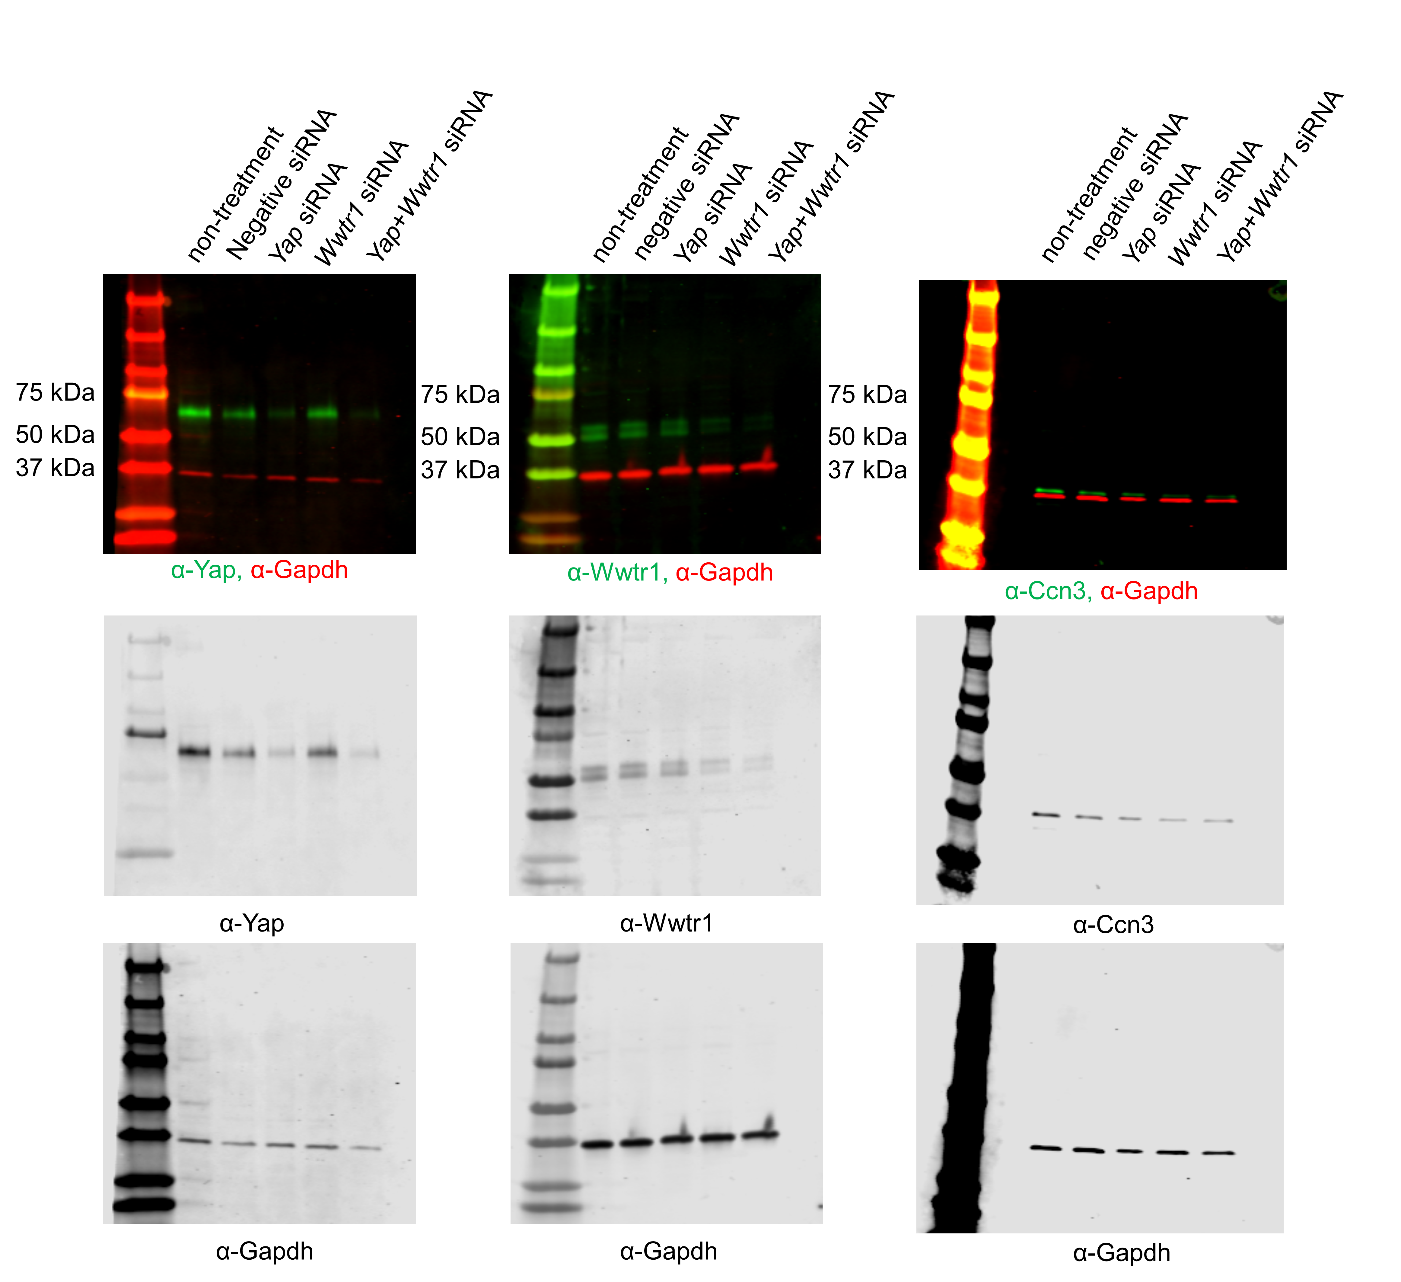
**

**Figure S12. Ccn3 expression in cardiac fibroblasts with *Yap* and/or *Wwtr1* depletion.** Representative full length western blots illustrating expression of Yap, Wwtr1, Ccn3 and Gapdh in cultured rat cardiac fibroblasts depleted for *Yap* and/or *Wwtr1*. Data presented in Figure 6H are derived from these blots.

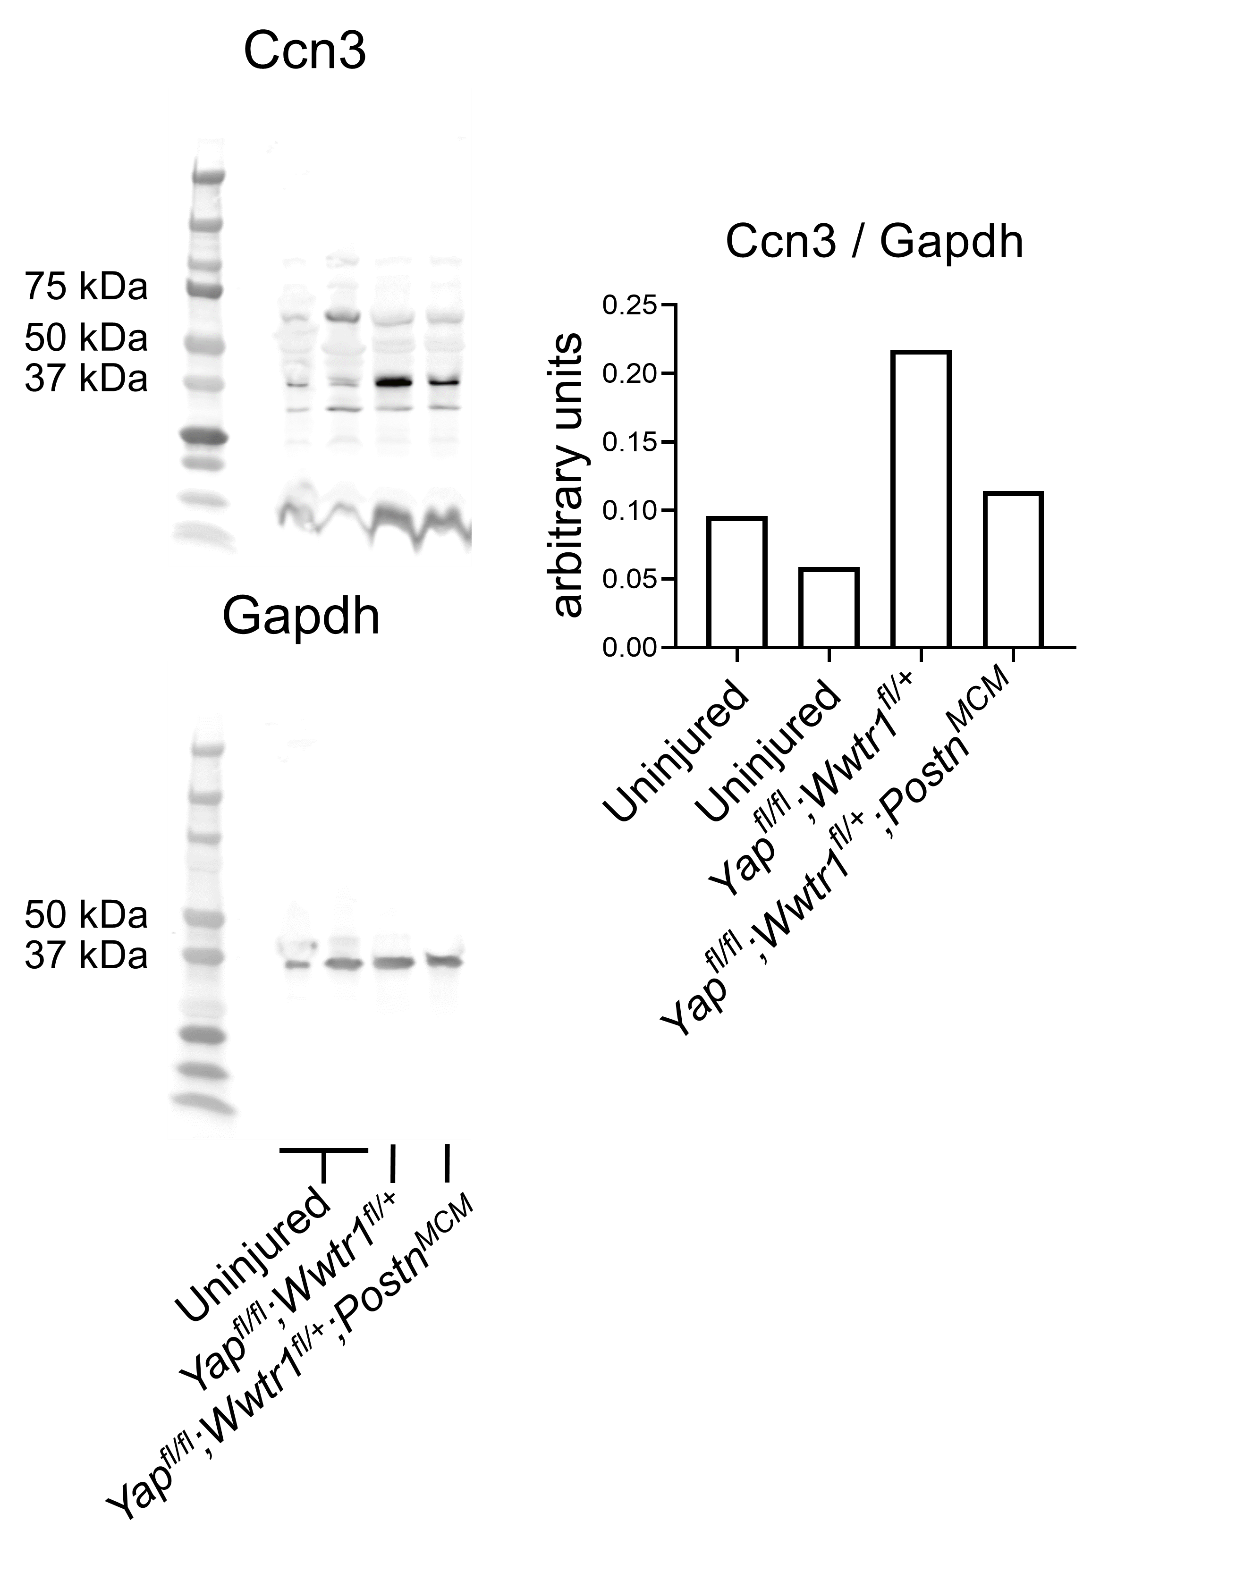

**Figure S13. Cardiac Ccn3 expression post injury.** Western blots illustrating expression of Ccn3 and Gapdh in left ventricles from uninjured and 14 dpi mice. Both Ccn3 and Gapdh expression are imaged on the same blot utilizing uniquely distinguishing secondary antibodies (IRDye® 800CW and IRDye® 680RD respectively), however due to similar masses separate images were required. Each lane represents expression from an individual mouse. Data presented in Figure 7C are derived from lanes 2, 3, and 4. Graph denotes densitometry of Ccn3 relative to Gapdh.

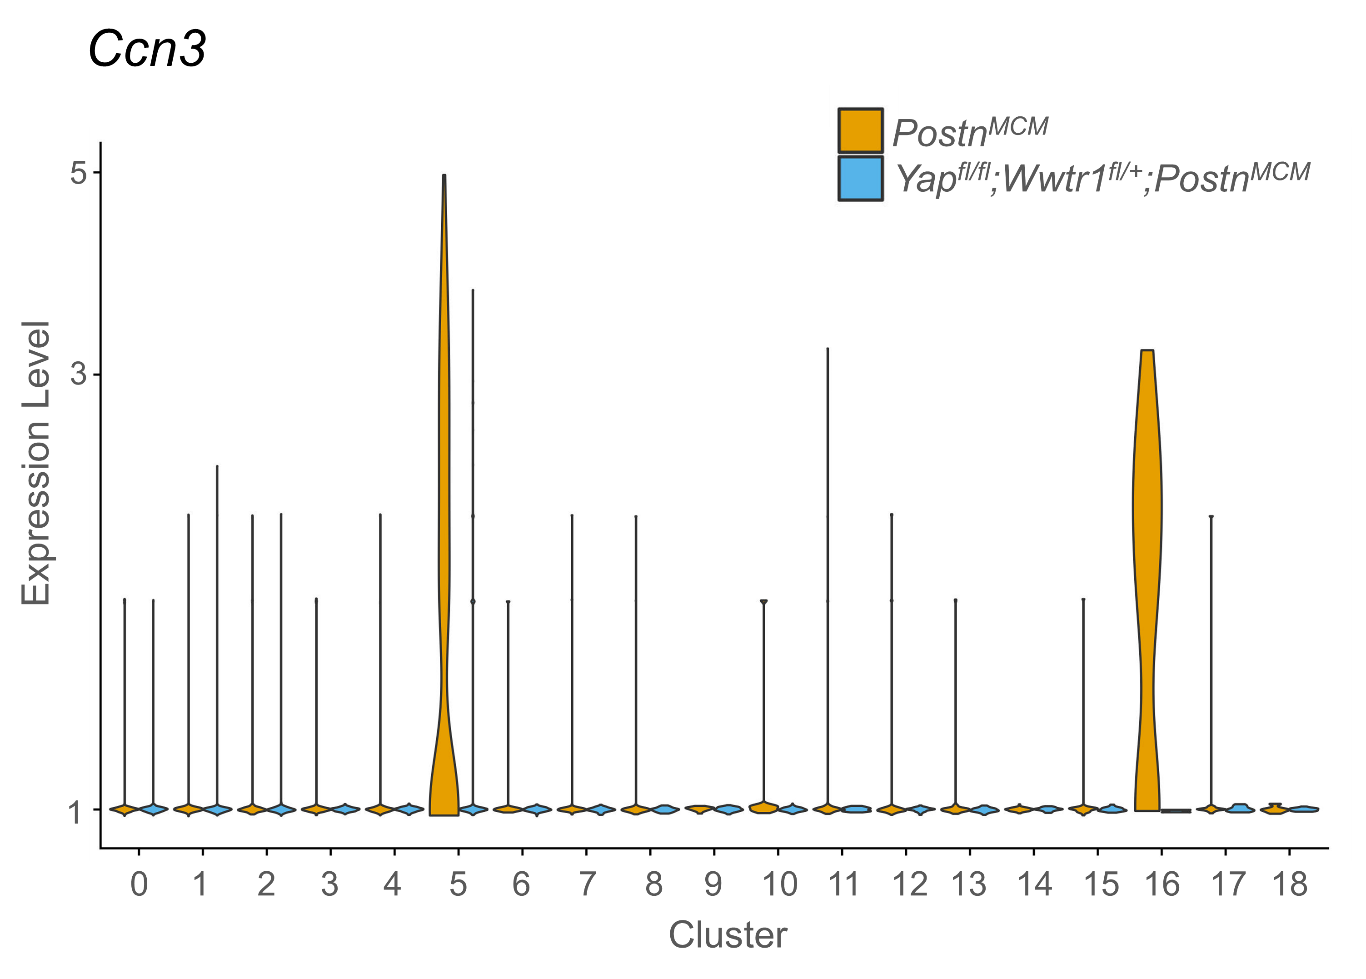

**Figure S14. CCN3 expression in cardiac fibroblasts is dependent on Yap/Wwtr1 expression.** Violin plots denoting UMI count for *Ccn3* for interstitial cell clusters, between *R26-eGFP^f/+^;Postn^MCM^* or *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^*  adult mice 7 dpi. Clusters are in reference to Figure 5A.

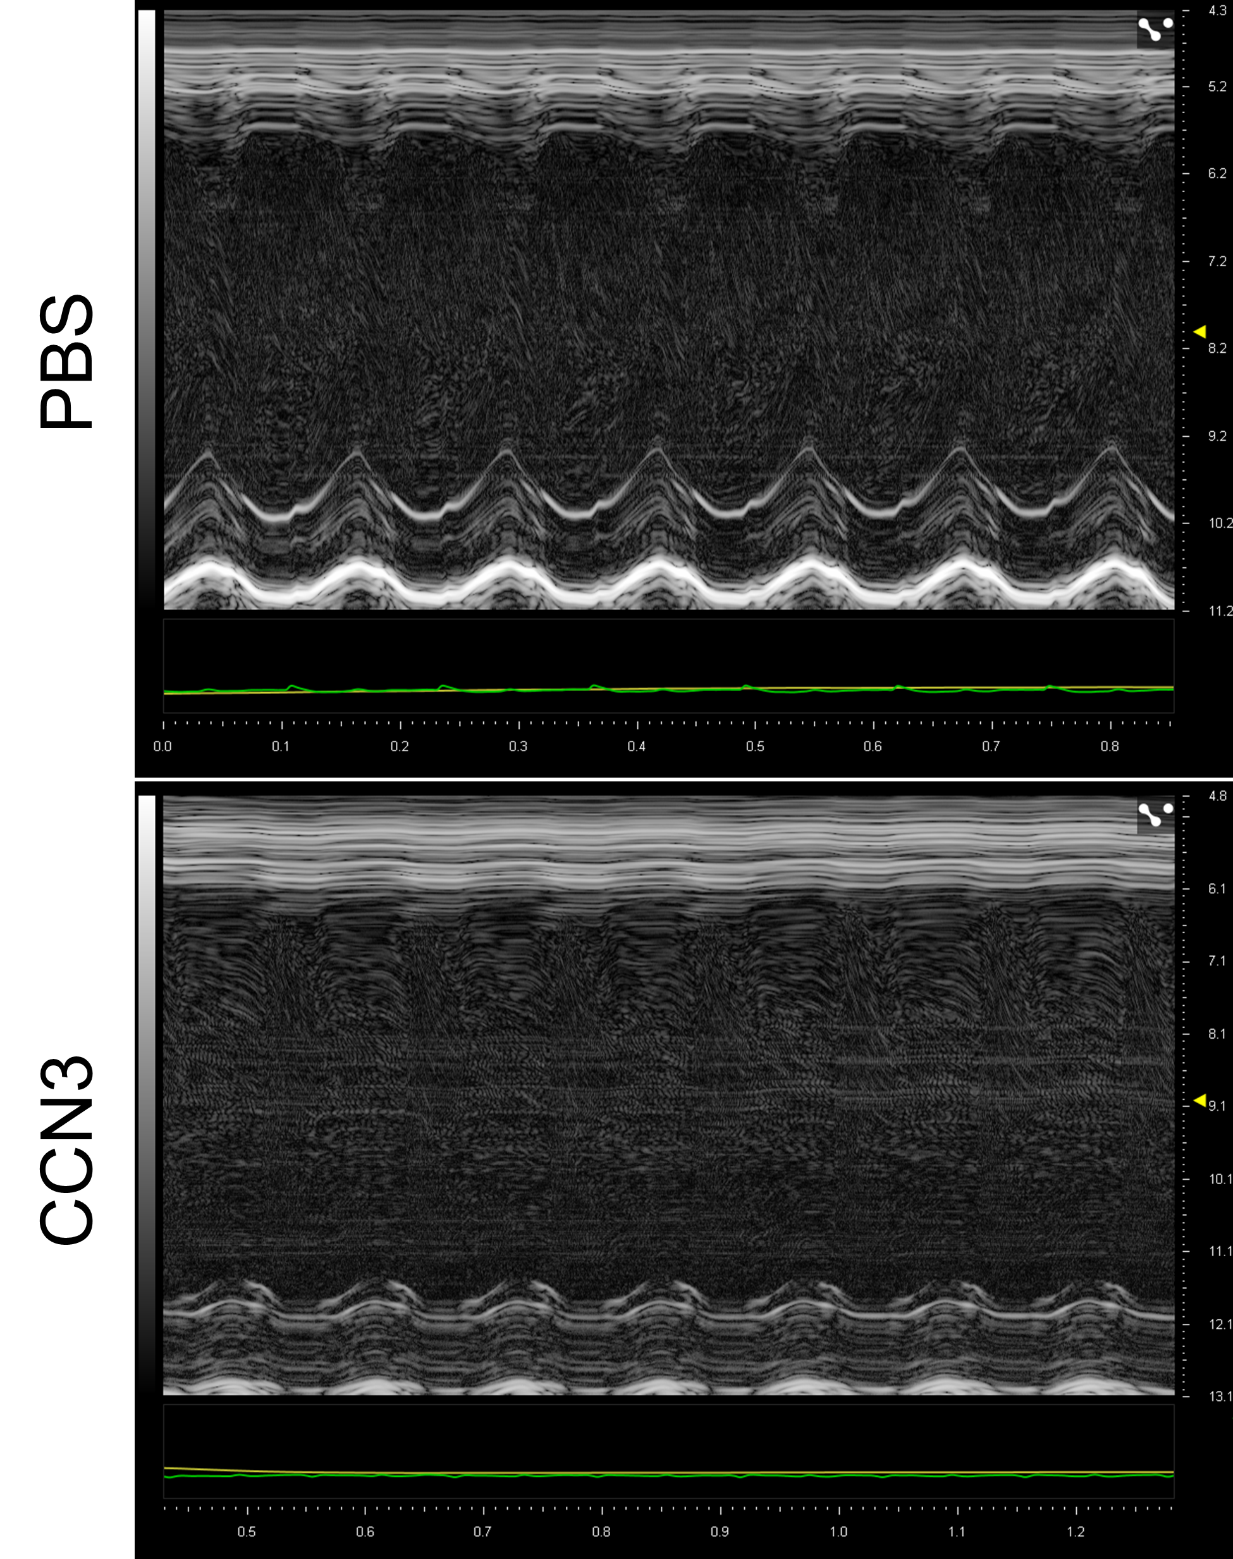

**Figure S15. CCN3 treatment reduces cardiac function after myocardial infarction.** Representative M-mode echocardiograms of left ventricles from PBS or CCN3 treated 28 dpi. Short axis view at mid papillary muscle. Horizontal scale indicates seconds of trace. Vertical scale indicates mm of depth from probe.

**
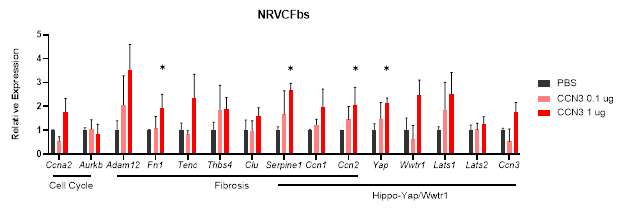
Figure S15. CCN3 administration to neonatal rat ventricular cardiac fibroblasts. Figure S16. CCN3 administration to neonatal rat ventricular cardiac fibroblasts.** Relative RNA expression of genes associated with cell cycle, fibrosis, or the Hippo-Yap/Wwtr1 pathway after CCN3 administration to primary cardiac fibroblasts. n = 3 biological replicates derived from cells from independent pooled litters. Student t-test comparing dosages of CCN3 to PBS control. * = P <0.05 for CCN3 1 µg.

**
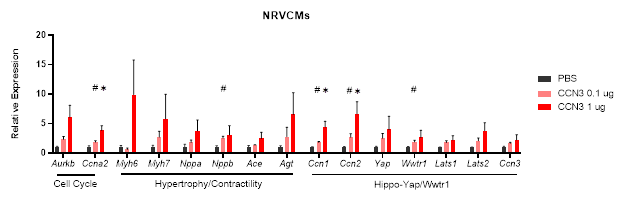

Figure S17. CCN3 administration to neonatal rat ventricular cardiomyocytes.** Relative RNA expression of genes associated with cell cycle, hypertrophy/contractility, or the Hippo-Yap/Wwtr1 pathway after CCN3 administration to primary cardiomyocytes. n = 3 biological replicates derived from cells from independent pooled litters. Student t-test comparing dosages of CCN3 to PBS control. # = P <0.05 for CCN3 0.1 µg. * = P <0.05 for CCN3 1 µg.

**Supplementary Tables**

**Table S1. Antibodies Used.**

| **Antibody** | **Use** | **Manufacturer** | **Concentration Used** |
| --- | --- | --- | --- |
| Anti-GFP [α-GFP] (ab13970) | IHC Primary | Abcam | 1:1000 |
| Anti-Yap [α-Yap] (#4912) | IHC Primary/ Western Blotting | Cell Signaling | 1:500 |
| Anti-Taz [α-Wwtr1] (560235) | IHC Primary/ Western Blotting | BD Pharmingen | 1:500 |
| IgY (H+L) Goat anti-Chicken, Alexa Fluor® 488 (A11039) | IHC Secondary | Invitrogen | 1:500 |
| Anti-Cardiac Troponin T antibody [α-Ctnnt] [1C11] (ab8295) | IHC Primary | Abcam | 1:500 |
| Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (A21429) | IHC Secondary | Invitrogen | 1:500 |
| Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555 (A32727) | IHC Secondary | Invitrogen | 1:1000 |
| 0IgG (H+L) Cross-Adsorbed Goat anti-Rabbit, Alexa Fluor® 488 (A11008) | IHC Secondary | Invitrogen | 1:1000 |
| Anti-CCN3 [α-Ccn3] antibody (ab137677) | Western Blotting | Abcam | 1:500 |
| Anti-Gapdh [α-Gapdh] (MAB5718) mouse monoclonal | Western Blotting | R&D Systems | 1:500 |
| Anti-Gapdh [α-Gapdh] (2118S) rabbit monoclonal | Western Blotting | Cell Signaling | 1:500 |
| IRDye® 800CW Goat anti-Mouse IgG (H + L) | Western Blotting | Licor | 1:20000 |
| IRDye® 800CW Goat anti-Rabbit IgG (H + L) | Western Blotting | Licor | 1:20000 |
| IRDye® 680RD Goat anti-Mouse IgG (H + L) | Western Blotting | Licor | 1:20000 |
| IRDye® 680RD Goat anti-Rabbit IgG (H + L) | Western Blotting | Licor | 1:20000 |

**Table S2. siRNA reagents.**

| **siRNA Reagent** | **Target** | **Source** |
| --- | --- | --- |
| MISSION® siRNA Universal Negative Control #1 - SIC001-10NMOL | Negative Control | Sigma |
| MISSION® siRNA Universal Negative Control #2 - SIC002-10NMOL | Negative Control | Sigma |
| SASI_Rn01_00114054 | *Yap* | Sigma |
| SASI_Rn02_00203876 | *Yap* | Sigma |
| SASI_Rn01_00120445 | *Wwtr1* | Sigma |
| SASI_Rn01_00120446 | *Wwtr1* | Sigma |

**Table S3. qRT-PCR primer sequences.**

| **Gene** | **Primer** | **Sequence** | **Organism** |
| --- | --- | --- | --- |
| *18s* | Forward | TAGTTGGATCTTGGGAGCGG | *Rattus norvegicus* |
| *18s* | Reverse | TAGAACCGCGGTCCTATTCC | *Rattus norvegicus* |
| *Yap* | Forward | TACATAAACCATAAGAACAAGACCACA | *Rattus norvegicus* |
| *Yap* | Reverse | GCTTCACTGGAGCACTCTGA | *Rattus norvegicus* |
| *Wwtr1* | Forward | CCCAATCTTGCGATGAATCACC | *Rattus norvegicus* |
| *Wwtr1* | Reverse | CTCCATCGGATCCTCTGAAGC | *Rattus norvegicus* |
| *Ccn3* | Forward | AAGAGCTGGAGCTGAAGACG | *Rattus norvegicus* |
| *Ccn3* | Reverse | ACACGGGACAACTCCTTCAC | *Rattus norvegicus* |
| *Serpine1* | Forward | GAGGTGGAAAGAGCCAGATTCA | *Rattus norvegicus* |
| *Serpine1* | Reverse | GTGCTACCATCAGACTTGTGGA | *Rattus norvegicus* |
| *Ace* | Forward | AGGACTTCAGGATCAAGCAGTG | *Rattus norvegicus* |
| *Ace* | Reverse | AGACTGTGTAGATGCTTGGGTG | *Rattus norvegicus* |
| *Agt* | Forward | TTGCTGCCCAGAAAATCAACAG | *Rattus norvegicus* |
| *Agt* | Reverse | TTCCCTTGGAAGTGAACGTAGG | *Rattus norvegicus* |
| *Aurkb* | Forward | GCTGATGTACTGCCACAAGAAG | *Rattus norvegicus* |
| *Aurkb* | Reverse | ACCATCAGTTCATAGCAGAGCA | *Rattus norvegicus* |
| *Ccna2* | Forward | GAAGACCAGGAGAATGTCAACC | *Rattus norvegicus* |
| *Ccna2* | Reverse | GCCTCTTCTGAGTCTCTTCAGC | *Rattus norvegicus* |
| *Myh6* | Forward | AAGACTGTCCGGAATGACAACT | *Rattus norvegicus* |
| *Myh6* | Reverse | ACGCTTCGTGTTGACAGTCTT | *Rattus norvegicus* |
| *Myh7* | Forward | ACCAACAACCCCTACGATTATG | *Rattus norvegicus* |
| *Myh7* | Reverse | GAGTTCAGTCCCATGAGGTAGG | *Rattus norvegicus* |
| *Nppa* | Forward | TAGATCTGCCCTCTTGAAAAGC | *Rattus norvegicus* |
| *Nppa* | Reverse | GAGGGTATTCACCACCTCTCAG | *Rattus norvegicus* |
| *Nppb* | Forward | AGTCTCCAGAACAATTCCACGAT | *Rattus norvegicus* |
| *Nppb* | Reverse | CCAAAGCAGCTTGAACTATGTG | *Rattus norvegicus* |
| *Ccn1* | Forward | ATCTGTAAGTGCGTCCTTGT | *Rattus norvegicus* |
| *Ccn1* | Reverse | TCTGGGGATTTCTTGGTCTTG | *Rattus norvegicus* |
| *Ccn2* | Forward | GGCGTAAAGCCAGGGAGTAA | *Rattus norvegicus* |
| *Ccn2* | Reverse | CTCACTTCGGTGGGGTGTTT | *Rattus norvegicus* |
| *Lats1* | Forward | ACCAGAAGACCGTCTAGGCA | *Rattus norvegicus* |
| *Lats1* | Reverse | TTCCTCGTTACCATCGCTCC | *Rattus norvegicus* |
| *Lats2* | Forward | ACCATGCTGCTGTTACTCCC | *Rattus norvegicus* |
| *Lats2* | Reverse | CGGTCTTCAGGGCTTCCTTT | *Rattus norvegicus* |
| *Fn1* | Forward | CTCGCTTTGACTTCACCACCA | *Rattus norvegicus* |
| *Fn1* | Reverse | TCTCCTTCCTCGCTCAGTTCGTACT | *Rattus norvegicus* |
| *Clu* | Forward | GCTCCATAGCCCAGCTTTAC | *Rattus norvegicus* |
| *Clu* | Reverse | ACTTCTCACATGGCCCTTC | *Rattus norvegicus* |
| *TenC* | Forward | ATCACAGACTCAGAAGCCTTGG | *Rattus norvegicus* |
| *TenC* | Reverse | GGCTCCAGGTCATGTAGTTCAA | *Rattus norvegicus* |
| *Thbs4* | Forward | GATCGCATTGATGTGTGCCTG | *Rattus norvegicus* |
| *Thbs4* | Reverse | CATTAAATGCCGTGTACCCGAC | *Rattus norvegicus* |
| *Adam12* | Forward | TGCCTCAATCGTCAATGTCAGA | *Rattus norvegicus* |
| *Adam12* | Reverse | ACAGTCAAGCCCTGGTTATCTG | *Rattus norvegicus* |

**Table S4. Marker gene expression across UMAP clustering of interstitial cardiac cells at 7 days post injury.

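Supplementary Table S4 lists, for each cluster of interstitial cells, the genes that separate its cells from the cells of all other clusters. According to the supplementary R code, the values compared were those of the sctransform assay, and a gene was listed only if its average log2 fold change passed a minimum. The test was a Wilcoxon Rank Sum test over cells. Beside its p-value each gene has an average log2 fold change of the cluster over the other cells, the share of cells of the cluster in which it was detected and the share among the other cells. Supplementary Table S5 has the same columns for the comparison of the genotypes within a cluster. The share given before the other is that of the cells from Yap and Wwtr1 depleted hearts. A gene was tested in a cluster only if it was detected in a minimum share of the cells of either genotype. A cluster with very few cells from depleted hearts was left out of these tests.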

Table S5. Gene expression across all interstitial cell clusters following at 7 days post injury from myofibroblast Yap and Wwtr1 depleted and control hearts.**

**Table S6. Differential gene expression within the cardiac fibroblasts subcluster of interstitial cells from myofibroblast Yap and Wwtr1 depleted and control hearts.** Differential genes identified by P < .05. Log2-fold change indicates relative expression in cardiac fibroblasts from *Yap^fl/fl^;Wwtr1^fl/+^;Postn^MCM^* hearts.

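Supplementary Table S6 is the part of the comparison of genotypes that belongs to the cluster of cardiac fibroblasts. Both groups of cells in it carried the *Postn MCM* driver. Each genotype was loaded as a single sample, so the Wilcoxon Rank Sum test took cells, not animals, as its units, and its p-values describe the difference between the cells of these samples. Each gene has an unadjusted p-value and one adjusted for the number of genes, and all the genes listed have an adjusted value below the threshold named in the caption.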

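A positive log2 fold change in Supplementary Table S6 means higher average expression in the depleted fibroblasts, and a negative one means lower. It is computed from the normalized values of all fibroblasts of a genotype, those with no detected molecule included, so it combines how many cells express a gene with how strongly they do. The 2 columns with shares of cells tell these apart, the one of the depleted cells standing before the one of the *Postn MCM* control cells. A gene with a share near 0 in either genotype differs in whether it was detected at all, and its log2 fold change then rests on the cells of the other genotype.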

**Table S7. Marker gene expression across cardiac fibroblast UMAP subclusters at 7 days post injury.**

# Supplementary material for: Myofibroblast Ccn3 is regulated by Yap and Wwtr1 and contributes to adverse cardiac outcomes
**Source:** Front Cardiovasc Med. 2023 Mar 14;10:1142612. doi: 10.3389/fcvm.2023.1142612
**Supplement:** Supplementary file 6

#### Obtain references ####

# START BASH CODES #

#NCBI GRCm39 and Annotation Release 109 (downloaded Nov 2021)

wget

[https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF\\_0000001635.27\\_GRCm39/GCF\\_0000001635.27\\_GRCm39\\_genomic.fna.gz](https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_0000001635.27_GRCm39/GCF_0000001635.27_GRCm39_genomic.fna.gz)

wget

[https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF\\_0000001635.27\\_GRCm39/GCF\\_0000001635.27\\_GRCm39\\_genomic.gff.gz](https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_0000001635.27_GRCm39/GCF_0000001635.27_GRCm39_genomic.gff.gz)

wget

[https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF\\_0000001635.27\\_GRCm39/GCF\\_0000001635.27\\_GRCm39\\_assembly\\_report.txt](https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_0000001635.27_GRCm39/GCF_0000001635.27_GRCm39_assembly_report.txt)

# The EGFP sequence (GenBank: U55761.1) was manually obtained from

# <https://www.ncbi.nlm.nih.gov/nuccore/1377908> by getting the the complete record

# as a FASTA file (Send to: Complete Record, Destination: File, Format: FASTA; named it "egfp-full-sequence.fasta"),

# the coding region as a FASTA file (Send to: Coding Sequences, Format: FASTA Nucleotide; named it "egfp-coding-sequence.fasta"),

# and downloaded the full sequence as a GFF3 file (Send to: Complete Record, Destination: File, Format: GFF3; named it "egfp-full-sequence.gff3").

# The SA-betageo was obtained from <https://www.addgene.org/browse/sequence/9965/> by

wget <https://media.addgene.org/snapgene-media/v1.7.9-0-g88a3305/sequences/9965/b98a6f6e-931d-4efb-9526-2ab541977700/addgene-plasmid-21709-sequence-9965.gbk>

# It was manually converted to fasta format using

[https://www.bioinformatics.org/sms2/genbank\\_fasta.html](https://www.bioinformatics.org/sms2/genbank_fasta.html)

# and then copied/pasted the output into bGE0-full-sequence.fasta.

# The information in the <https://www.addgene.org/browse/sequence/9965/> features tab was used

# to manually make a .gtf file named "bGE0-full-sequence\_for\_CellRanger.gtf" for genes lacZ,

# NeoR/KanR and AmpR.

#### Modify gff files ####

# NCBI's gff needs lots of modifications to be able to be used in cellranger mkref:

#

# 1. Put EntrezID in gene\_id attribute

# 2. Put symbols in gene\_name attribute

# 3. Remove entries without transcript\_id values

# 4. Remove entries with strand \*

# 5. Remove Y versions of PAR genes

# 6. Export as gtf format

# END BASH CODES #

# START R CODES #

# These were done in R v4.0.3 using these codes:

```
args <- c("GCF_0000001635.27_GRCm39_genomic_109.gff",  
          "GCF_0000001635.27_GRCm39_genomic_109_for_CellRanger.gtf")
```

```

library(rtracklayer)

gff0 <- rtracklayer::import(args[1])

# 1. Put EntrezID in gene_id attribute

temp <- sapply(gff0$Dbxref, function(x) x[grep("GeneID", x)])
#If didn't have GeneID, switch to NA
temp2 <- sapply(temp, length)
if(any(temp2 == 0))
  temp[temp2 == 0] <- NA
#If have more than one GeneID, keep first one
if(any(temp2 > 1))
  temp[temp2 > 1] <- lapply(temp[temp2 > 1], function(x) x[1])
#Put GeneID in attribute named gene_id
gff0$gene_id <- unlist(temp)
#If no GeneID, put in value from product attribute
if(sum(is.na(gff0$gene_id)) > 0)
  gff0$gene_id[is.na(gff0$gene_id)] <- gff0$product[is.na(gff0$gene_id)]

# If transcript_id is NA, put in gene_id (to keep mitochondrial genes)

gff0$transcript_id[is.na(gff0$transcript_id)] <-
gff0$gene_id[is.na(gff0$transcript_id)]

# 2. Put symbols in gene_name attribute

gff0$gene_name <- gff0$gene

# 3. Remove entries without transcript_id values

gff.exon <- gff0[gff0$type == "exon"]
temp <- gff.exon[is.na(gff.exon$transcript_id)]
gff1 <- gff0[!gff0$gene_id %in% temp$gene_id]

# 4. Remove entries with strand *

temp <- gff1[strand(gff1) %in% "*"]
gff1 <- gff1[!gff1$gene_id %in% temp$gene_id]

# 5. Remove Y versions of PAR genes

temp <- gff1[gff1$type %in% c("gene", "exon")]
tempX <- temp[seqnames(temp) %in% "NC_000086.8"]
tempY <- temp[seqnames(temp) %in% "NC_000087.8"]

tempX <- tempX[!duplicated(tempX$gene_id)]
tempY <- tempY[!duplicated(tempY$gene_id)]

temp <- tempY[tempY$gene_id %in% intersect(tempX$gene_id, tempY$gene_id)]
$transcript_id
gff1 <- gff1[!gff1$transcript_id %in% temp]

```

```

# 6. Finally, export gff in gtf format

rtracklayer::export(gff1, args[2], format = "gtf")

gff2 <- gff1[gff1$type == "exon"]
gff2 <- gff2[!duplicated(gff2$gene_id) & !is.na(gff2$gene_id)]

gtf_gene_df <- as.data.frame(gff2)

chrnames <- read.delim("GCF_0000001635.27_GRCm39_assembly_report.txt",
                      comment.char = "#", header = FALSE)

names(chrnames) <- c("SequenceName",
                    "SequenceRole",
                    "Assigned_Molecule",
                    "Assigned_Type",
                    "GenBank_Accn",
                    "Relationship",
                    "RefSeq_Accn",
                    "Assembly_Unit",
                    "Sequence_Length",
                    "UCSC_name")

levels(gtf_gene_df$seqnames) <-
chrnames$SequenceName[match(levels(gtf_gene_df$seqnames), chrnames$RefSeq_Accn)]

temp <- gtf_gene_df[,c("gene_id", "gene_name", "product", "seqnames", "gbkey")]
names(temp)[c(4, 5)] <- c("chr", "gene_type")

write.table(temp, file = "Gene_Info_GRCm39_annot109.txt", row.names = FALSE, quote
= FALSE, sep = "\t")

#Also write out just MT genes

write.table(temp[temp$chr == "MT", "gene_name"], file =
"MT_symbols_GRCm39_annot109.txt", row.names=FALSE,
          col.names = FALSE, quote = FALSE, sep = "\t")

#Also modify eGFP gff file:

gff0 <- rtracklayer::import("egfp-full-sequence.gff3")

# 1. Change CDS to exon

levels(gff0$type)[3] <- "exon"

#2. Put gene-level ID in gene_id attribute and gene_name and transcript_id

gff0$gene_id <- c("Egfp", "Egfp", "Egfp", "neomycin")
gff0$gene_name <- c("Egfp", "Egfp", "Egfp", "neomycin")
gff0$transcript_id <- c("Egfp", "Egfp", "Egfp", "neomycin")

# 3. Export as gtf format

export(gff0, "egfp-full-sequence_for_CellRanger.gtf", format = "gtf")

```

```

# END R CODES #

# START BASH CODES #

# Fix egfp and bGEO FASTA line lengths

module load seqtk/1.3-IGB-gcc-8.2.0
seqtk seq -l 80 egfp-coding-sequence.fasta > egfp-coding-sequence-80.fasta
seqtk seq -l 80 egfp-full-sequence.fasta > egfp-full-sequence-80.fasta
seqtk seq -l 80 bGEO-full-sequence.fasta > bGEO-full-sequence-80.fasta

#### Merge reference files ####

cat GCF_0000001635.27_GRCm39_genomic.fna egfp-full-sequence-80.fasta bGEO-full-
sequence-80.fasta > GCF_0000001635.27_GRCm39_genomic_egfp_bGEO.fna

cat GCF_0000001635.27_GRCm39_genomic_109_for_CellRanger.gtf >
GCF_0000001635.27_GRCm39_genomic_109_and_EGFP_bGEO_for_CellRanger.gtf
grep -vP "^##" egfp-full-sequence_for_CellRanger.gtf >>
GCF_0000001635.27_GRCm39_genomic_109_and_EGFP_bGEO_for_CellRanger.gtf
grep -vP "^##" bGEO-full-sequence_for_CellRanger.gtf >>
GCF_0000001635.27_GRCm39_genomic_109_and_EGFP_bGEO_for_CellRanger.gtf

#### Make Custom Reference ####

# Make custom reference using following script:

#!/bin/bash
#SBATCH -n 24
#SBATCH --mem=50G

module load cellranger/6.1.1

cellranger mkref \
--genome=cellranger_6.1.1_ncbi_GRCm39_109_and_EGFP_bGEO \
--fasta=GCF_0000001635.27_GRCm39_genomic_egfp_bGEO.fna \
--genes=GCF_0000001635.27_GRCm39_genomic_109_and_EGFP_bGEO_for_CellRanger.gtf \
--ref-version='ncbi_GRCm39_anno109' \
--nthreads=$SLURM_NTASKS \
--memgb=50

# END BASH CODES#

# START R CODES #

#### Seurat Analyses ####

# These were done in R v4.1.2

library(dittoSeq)
library(tidyverse)
library(Seurat)
library(sctransform)
library(scater)
library(scran)

```

```

library(patchwork)

#### read in data and sample info ####

aggr.data <- Read10X(data.dir = "Aggr_filtered_feature_bc_matrix/")
sampOrder <- read.csv("aggregation.csv")
allcells_prefilt <- CreateSeuratObject(counts = aggr.data, min.cells = 20,
                                     project = "omeara", names.field = 2, names.delim =
                                     "-")
levels(allcells_prefilt$orig.ident) <- sampOrder$sample_id
Idents(allcells_prefilt) <- "orig.ident"
rm(aggr.data)
gc()

# ##### Find %UMIs in MT genes #####

MT.genes <- read.delim("MT_symbols_GRCm39_annot109.txt", header = FALSE)[,1]
MT.genes <- MT.genes[MT.genes %in% rownames(allcells_prefilt)]
allcells_prefilt[["percent.mt"]] <- PercentageFeatureSet(allcells_prefilt, features
= MT.genes)

# ##### Norm, cluster and UMAP - prefiltering #####

allcells_prefilt <- SCTransform(allcells_prefilt,
                              method = "glmGamPoi",
                              vars.to.regress = "percent.mt",
                              return.only.var.genes = FALSE)
allcells_prefilt <- RunPCA(allcells_prefilt, verbose = FALSE)
allcells_prefilt <- FindNeighbors(allcells_prefilt, dims = 1:40, verbose = FALSE)
allcells_prefilt <- FindClusters(allcells_prefilt, verbose = TRUE, resolution =
0.5)
allcells_prefilt <- RunUMAP(allcells_prefilt,
                          dims = 1:40,
                          verbose = FALSE)

#### Find UMI counts of focal genes ####

temp <- GetAssayData(object = allcells_prefilt, slot = "counts", assay = "RNA")

allcells_prefilt$focalgenes.nCount <- colSums(temp[c("Yap1", "Wwtr1", "Postn"),])
allcells_prefilt$anyFocal <- ifelse(allcells_prefilt$focalgenes.nCount > 1, "yes",
"no")

allcells_prefilt$any_Yap <- ifelse (temp["Yap1",] > 0, "Yap.yes", "Yap.no")
allcells_prefilt$any_Wwtr <- ifelse (temp["Wwtr1",] > 0, "Wwtr.yes", "Wwtr.no")
allcells_prefilt$any_Postn <- ifelse (temp["Postn",] > 0, "Postn.yes", "Postn.no")
allcells_prefilt$jointFocal <- paste(allcells_prefilt$any_Yap,
allcells_prefilt$any_Wwtr, allcells_prefilt$any_Postn, sep = "_")

allcells_prefilt$Yap_group <- allcells_prefilt$any_Yap
allcells_prefilt$Yap_group[allcells_prefilt$jointFocal %in%
c("Yap.no_Wwtr.no_Postn.yes",
"Yap.no_Wwtr.yes_Postn.no",
"Yap.no_Wwtr.yes_Postn.yes")] <- "other.yes"

```

```
#### Filter out cells ####
```

```
allcells_prefilt$prefilt_clusters <- allcells_prefilt$seurat_clusters
```

```
allcells <- allcells_prefilt[, !allcells_prefilt$seurat_clusters %in% c(0,8,9)]  
Idents(allcells) <- "orig.ident"
```

```
#### Find QC thresholds based on 6 MAD ####
```

```
temp1 <- scater::isOutlier(allcells$percent.mt, nmads = 6, type = "higher")  
mt.threshold <- min(allcells$percent.mt[temp1])  
temp1 <- scater::isOutlier(allcells$nCount_RNA, nmads = 6, type = "higher")  
UMI.threshold <- min(allcells$nCount_RNA[temp1])
```

```
#only keep cells that are under both mt.threshold AND UMI.threshold
```

```
n.filtered <- ncol(allcells) - sum(allcells$percent.mt < mt.threshold &  
                                allcells$nCount_RNA < UMI.threshold)
```

```
allcells <- subset(allcells, subset = percent.mt < mt.threshold &  
                  nCount_RNA < UMI.threshold )
```

```
#### Re-run pipeline ####
```

```
allcells <- SCTransform(allcells,  
                        method = "glmGamPoi",  
                        vars.to.regress = "percent.mt",  
                        return.only.var.genes = FALSE)  
allcells <- RunPCA(allcells, verbose = FALSE)  
allcells <- FindNeighbors(allcells, dims = 1:40, verbose = FALSE)  
allcells <- FindClusters(allcells, verbose = TRUE, resolution = 0.5)  
allcells <- RunUMAP(allcells,  
                    dims = 1:40,  
                    verbose = FALSE)
```

```
#### Find cluster markers ####
```

```
Idents(allcells) <- "seurat_clusters"  
DefaultAssay(allcells) <- "SCT"  
all_markers <- FindAllMarkers(allcells, verbose = TRUE,  
                              assay = "SCT",  
                              slot = "data",  
                              logfc.threshold = 0.25)
```

```
top10 <- all_markers %>% group_by(cluster) %>%  
  slice_min(order_by = p_val, n = 10, with_ties = FALSE) %>%  
  ungroup()
```

```
#### Compare Yap and RGFP per cluster ####
```

```
allcells$short <- as.character(allcells$orig.ident) %>% strsplit( "_") %>%  
  sapply(function(x) x[1])  
allcells$trt_cluster <- paste(allcells$short, allcells$seurat_clusters, sep = "_")
```

```

allcells$strtr_cluster <- factor(allcells$strtr_cluster, levels =
paste(c("RGFP", "Yap"), rep(0:18, each = 2), sep = "_"))

Yap_vs_RGFP <- NULL

Idents(allcells) <- "strtr_cluster"
#Test all clusters except 16 (17th in 0:18) - only 3 cells in Yap
for(i in (0:18)[-17]) {
  temp <- FindMarkers(allcells,
                      ident.1 = paste0("Yap_", i),
                      ident.2 = paste0("RGFP_", i),
                      verbose = FALSE,
                      assay = "SCT",
                      slot = "data",
                      min.pct = 0.25,
                      logfc.threshold = 0.25)
  temp <- rownames_to_column(temp, var = "gene")
  temp$cluster <- i
  Yap_vs_RGFP <- rbind(Yap_vs_RGFP, temp)
write.csv(temp,
          file = paste0("Yap_vs_RGFP_cluster", i, ".csv"),
          row.names = FALSE)
}

top10_YvR <- Yap_vs_RGFP %>% group_by(cluster) %>%
  slice_min(order_by = p_val, n = 10, with_ties = FALSE) %>%
  ungroup()

#### subset to cluster 5 ####

cluster5 <- allcells[,allcells$seurat_clusters == 5]

#Run pipeline to find sub-clusters

cluster5 <- SCTransform(cluster5,
                        method = "glmGamPoi",
                        vars.to.regress = "percent.mt",
                        return.only.var.genes = FALSE)
cluster5 <- RunPCA(cluster5, verbose = FALSE)
cluster5 <- FindNeighbors(cluster5, dims = 1:40, verbose = FALSE)
cluster5 <- FindClusters(cluster5, verbose = TRUE, resolution = 0.5)
cluster5 <- RunUMAP(cluster5,
                    dims = 1:40,
                    verbose = FALSE)

#Find new markers

Idents(cluster5) <- "seurat_clusters"
DefaultAssay(cluster5) <- "SCT"
c5_markers <- FindAllMarkers(cluster5, verbose = TRUE,
                             assay = "SCT",
                             slot = "data",
                             logfc.threshold = 0.25)

```

```

#Find trt differences in clusters 0, 3, 4 and 5 only

cluster5$trt_cluster <- paste(cluster5$short, cluster5$seurat_clusters, sep = "_")

Idents(cluster5) <- "trt_cluster"

c5.c0.YvR <- FindMarkers(cluster5,
                        ident.1 = "Yap_0",
                        ident.2 = "RGFP_0",
                        verbose = FALSE,
                        assay = "SCT",
                        slot = "data",
                        min.pct = 0,
                        logfc.threshold = 0)
c5.c0.YvR <- rownames_to_column(c5.c0.YvR, var = "gene")
c5.c0.YvR$cluster <- 0

c5.c3.YvR <- FindMarkers(cluster5,
                        ident.1 = "Yap_3",
                        ident.2 = "RGFP_3",
                        verbose = FALSE,
                        assay = "SCT",
                        slot = "data",
                        min.pct = 0,
                        logfc.threshold = 0)
c5.c3.YvR <- rownames_to_column(c5.c3.YvR, var = "gene")
c5.c3.YvR$cluster <- 3

c5.c4.YvR <- FindMarkers(cluster5,
                        ident.1 = "Yap_4",
                        ident.2 = "RGFP_4",
                        verbose = FALSE,
                        assay = "SCT",
                        slot = "data",
                        min.pct = 0,
                        logfc.threshold = 0)
c5.c4.YvR <- rownames_to_column(c5.c4.YvR, var = "gene")
c5.c4.YvR$cluster <- 4

c5.c5.YvR <- FindMarkers(cluster5,
                        ident.1 = "Yap_5",
                        ident.2 = "RGFP_5",
                        verbose = FALSE,
                        assay = "SCT",
                        slot = "data",
                        min.pct = 0,
                        logfc.threshold = 0)
c5.c5.YvR <- rownames_to_column(c5.c5.YvR, var = "gene")
c5.c5.YvR$cluster <- 5

```

How the deposited data were processed for this re-analysis (not part of the article)

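The deposited files hold bulk RNAseq of left ventricles collected at 4 dpi from 3 *Yap fl/fl;Wwtr1 fl/+;Postn MCM* mice and 3 *Yap fl/fl;Wwtr1 fl/+* siblings, called Cre-negative siblings here. The paper's text does not describe this experiment, so none of its conclusions was traced to these values. According to the sample labels, RNA was extracted with TRIzol and the libraries were prepared by BGI Americas. For this experiment the labels and the paper's text do not name the aligner, the counting tool, the genome build or the annotation. The paper's Supplementary Tables S4 to S7 describe scRNAseq at 7 dpi, which is another experiment.

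The authors deposited an estimated read count, an FPKM value and a TPM value for each of 17556 genes in each ventricle. The deposited estimated counts are not normalized, and 11.46% of them are not whole numbers, which is how reads shared between genes or transcripts are divided. The deposited FPKM values are scaled by the authors to gene length and library size, and the deposited TPM values sum to 1000000 in each ventricle; neither was used further. The authors also deposited a comparison of the genotypes made with DESeq2, with a log2 fold change, a p-value and a q-value for 17515 of the genes; the other 41 genes are in the table of counts only. Their log2 fold changes are those of *Yap fl/fl;Wwtr1 fl/+;Postn MCM* over Cre-negative siblings, which was checked against the counts.

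The estimated counts summed to 13177888, 14507293 and 14514799 in the Cre-negative siblings and to 14410878, 14827579 and 14202093 in the *Postn MCM* ventricles, in the order of their replicate numbers. A gene with no count could have had up to 3 counts, between 0.202 and 0.228 per 1000000 counts (upper 95% limit). Such limits cover counting error only. The 10 genes with the most counts took between 6.91% and 9.0% of a library. Pairs of libraries differed by 8.13 to 68.8 times the sampling noise (chi-square per gene), so no library is a copy of another.

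Genes are listed by NCBI gene number and symbol, and several have older symbols, *Ccn3* being listed as *Nov*. Of the gene numbers, 17443 were found in a RefSeq table of the assembly GRCm38.p6, which was used only to match older symbols. Positions were taken by current or older symbol from GENCODE M39 on GRCm39, where 16834 genes (95.9%) had a single position. The build the authors used is not named, so these positions describe the reference and not the authors' counting.

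Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 13817 genes, and libraries were scaled by TMM. The genotypes were compared by edgeR's quasi-likelihood test with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistic. Normalized counts are TMM-scaled counts at the mean library size of 14264194. Values of single genes were also compared by exact two-sided permutation tests, in which 3 mice against 3 cannot give a p under 0.1. Gene lists were tested with camera from limma 3.58.1, with its preset correlation of 0.01, on log2 values with a prior count of 2, and with fry. Lists with at least 3 tested genes were included. DESeq2 1.42.0 and quantile normalization were used as alternatives, and Fisher's exact test and permutation tests came from scipy 1.17.1 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9.

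The edgeR test was tested on simulated counts with the means, dispersions and library sizes of these libraries, in which 200 genes were changed. It called 63 of 100 genes changed by 2-fold, 94 of 100 changed by 4-fold and 11 of 13617 unchanged genes, so that 6.55% of its calls were false. These shares do not carry over to the ventricles. With 200 changed genes the adjusted threshold is easier to pass than with few, and the simulated genes were independent, with no ventricle standing apart. In the ventricles *Gm4724*, with a log2 fold change of −3.70, had an adjusted p of 0.714 from edgeR's quasi-likelihood test.

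The comparisons were the number of genes that differ between genotypes, the targeted genes *Yap1*, *Wwtr1* and *Postn*, the CCN family, the genes of Supplementary Table S6 as a set higher and a set lower, their correlation with the values of the ventricles, 26 gene lists, and the genes within 10 Mb of *Postn* or *Wwtr1*. The correlation was set against 10000 random lists whose genes were drawn within 100 ranks of mean expression of the Table S6 genes. The gene lists were the targeted genes, the CCN family, the genes the paper names as higher and as lower in depleted fibroblasts, the genes of the fibroblast subclusters of control hearts, proliferation genes, genes of secretory myofibroblasts, genes shared with the siRNA experiment, genes responding to CCN3, core Hippo genes, Hippo-Yap targets, extracellular matrix genes without *Postn*, interferon response genes, and markers of cardiomyocytes, fibroblasts, macrophages, neutrophils, T cells, B cells, endothelium, smooth muscle, atria, skeletal muscle, lung, females and males. Of their genes 3 were not found (*Trac*, *Sftpa1* and *Xist*). The genes named are the targeted genes, the CCN family, the genes the paper names where they are the subject of a list, up to 5 genes per direction past the adjusted threshold with no overlap between genotypes, filled up to 5 by the smallest unadjusted p, and the genes of Table S6 detected in at most 10% of the cells of a genotype and at least 40% of those of the other.

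The alternatives tried were no filter on low counts (17533 genes), genes with a mean of at least 50 counts (12002 genes), DESeq2's size factors, quantile normalization, DESeq2's Wald test, a replicate block, each ventricle left out in turn, an adjusted threshold of 0.1, genes outside the sex chromosomes, the authors' comparison, fry in place of camera, Table S6 without the genes detected in a single genotype, windows of 5 Mb, 20 Mb and the whole of chromosome 3, and an unadjusted p under 0.01. A covariate for Y-linked counts was added later. The copy of Supplementary Table S5 that was read holds 1999 entries and ends within cluster 4, so it was used only to look up single genes.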

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

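The tests of reads shared with other Gbp genes, of the region around *Gbp2b*, of the interferon response, of the share of cardiomyocytes and of the splits of the samples for the gene lists were chosen after the results were seen, as were the criteria by which they were judged. The interferon test was first judged by the median log2 fold change of the other Gbp genes, 0.11, and then by their highest upper limit, because single genes in it went both ways. *Gbp2b* and the gene lists were singled out after all results had been seen, since the paper reports nothing on this experiment.

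*Gbp2b* stood out because it was present in all 3 *Postn MCM* ventricles and nearly absent from the Cre-negative siblings, in an experiment the paper does not report. It had 174, 158 and 136 counts in the *Postn MCM* ventricles and 0, 3 and 1 in the siblings, at least 51.3-fold higher against the limit of 3 counts. It was the only gene among 13817 with an adjusted p under 0.05 (adjusted p = 0.00991 from edgeR's quasi-likelihood test), higher in 3 of 3 *Postn MCM* ventricles, and over all the settings tried the adjusted p ranged from 1.15e-14 to 0.159. An exact permutation test gave p = 0.1, the smallest that 3 mice against 3 allow. Of the 10 splits of the 6 ventricles into 3 and 3, only the real one gave a gene with an adjusted p under 0.05, so 1 of 10 did, and 10 splits cannot show a share under 0.1. By unadjusted p under 0.05, 2 of the 10 splits gave at least the 806 genes of the real one.

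A stronger interferon response does not account for *Gbp2b*. The 9 other Gbp genes tested had log2 fold changes from −0.25 to 0.45, and the highest upper 95% limit among them was 1.72, against a lower limit of 5.60 for *Gbp2b*. Reads taken from *Gbp5* do not account for it either, since the mean normalized count of *Gbp5* rose by 11.3 where a fall of the size of the *Gbp2b* count, a mean of 151, would be needed. *Gbp2* changed by −32.2 normalized counts with an SD of 135 in the siblings, so reads taken from *Gbp2* cannot be told apart from its spread. An unequal number of male and female mice does not account for it: 2 of 3 ventricles of each genotype had Y-linked counts, and with these as a covariate the adjusted p of *Gbp2b* was 0.0413 (edgeR's quasi-likelihood test). *Gbp2b* lies on chromosome 3, which also carries *Postn* and *Wwtr1*, 84.8 Mb from *Wwtr1*. A haplotype that differs between the genotypes around *Gbp2b* may be the cause. Among 81 genes within 10 Mb of it 6 had an unadjusted p under 0.05 (Fisher's exact p = 0.472), a result that cannot be told apart from no difference in haplotype because a variant of *Gbp2b* alone would leave its neighbours unchanged. *Rpl34*, on chromosome 3 and 11.8 Mb from *Gbp2b*, lies outside this window. Its normalized count was 1239 and 1328 in *Postn MCM* replicates 1 and 3, against 2282 to 2838 in the siblings. A variant is a candidate for that fall, so a longer haplotype stays open. In *Postn MCM* replicate 2, with 158 counts of *Gbp2b*, *Rpl34* had 2600, so the genes did not change together there. An effect of the depletion of Yap and Wwtr1 stays open as well, as the genotype and any haplotype carried with it are confounded.

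The gene lists stood out because 11 of the 23 lists with at least 3 tested genes had an adjusted p under 0.05 from camera, 10 higher and 1 lower in *Postn MCM* ventricles. The extracellular matrix list had a median log2 fold change of 0.35 (27 of 29 genes higher; adjusted p = 2.86e-08), the CCN3 response list 0.40 (6 of 6; adjusted p = 0.0178), the CCN family 0.38 (5 of 5; adjusted p = 0.0309), the secretory myofibroblast list 0.37 (6 of 6; adjusted p = 0.0215), the proliferation list 0.33 (8 of 8; adjusted p = 0.0317) and the smooth muscle list 0.30 (4 of 5; adjusted p = 0.0229). The core Hippo list had a median of 0.18 (8 of 8 genes higher; adjusted p = 0.00817), the list shared with the siRNA experiment 0.14 (8 of 9; adjusted p = 0.0215), the list of control fibroblast subclusters 0.13 (7 of 12; adjusted p = 0.0352) and the Hippo-Yap target list 0.11 (17 of 22; adjusted p = 0.0178). The cardiomyocyte list was lower, with a median of −0.31 (0 of 8 genes higher; adjusted p = 0.00139). All 3 *Postn MCM* ventricles lay above every sibling for the extracellular matrix, core Hippo, Hippo-Yap target, smooth muscle and secretory myofibroblast lists. The lists are not independent, as 8 of the 29 matrix genes and 3 of the 6 CCN3 response genes are also in another list. The paper shows genes shared with the siRNA experiment as up or as down after knockdown. They were tested here as a single list, so its direction cannot be set against the siRNA result.

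The other 12 lists had adjusted p-values from camera between 0.0815 and 0.93 and medians between −0.37 and 0.48. These were the targeted genes, the genes the paper names as higher and as lower in depleted fibroblasts, and the interferon, fibroblast, macrophage, neutrophil, T cell, B cell, endothelial, atrial and male lists. Without Cre-negative replicate 1, 2 of them passed the threshold: the neutrophil list, whose median reversed from −0.37 to 0.40 (adjusted p = 0.03), and the macrophage list, whose median went from −0.05 to −0.19 (adjusted p = 0.0226). The skeletal muscle list with 2 tested genes, the lung list with 0 and the female list with 0 were not tested.

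None of the 11 lists had an adjusted p under 0.05 with fry, where 3 lists had an unadjusted p under 0.05 and the smallest adjusted p was 0.157. The tests ask different questions. camera sets a list against the other genes, at a preset correlation of 0.01. fry asks whether the genes of a list differ at all, with the correlation found in the data. The 9 other splits of the 6 ventricles gave 2 to 9 lists with camera, so that only 1 of 10, the real one, reached 11, and 10 splits cannot show a share under 0.1. Single ventricles decide many of these calls and medians: without Cre-negative replicate 1 the matrix list fell to 0.14, the secretory myofibroblast list to 0.09, the smooth muscle list to 0.11, the CCN family to 0.16 and the CCN3 response list to 0.22, the cardiomyocyte list moved to −0.12 and the proliferation list to −0.01. Of the 11 lists, 5 then had an adjusted p from camera above 0.05: the proliferation list (0.96), the CCN family (0.162), the secretory myofibroblast list (0.15), the CCN3 response list (0.0758) and the smooth muscle list (0.0622). The median of the core Hippo list was 0.18 and that of the Hippo-Yap targets 0.12 without it, the list shared with the siRNA experiment fell to 0.07 and that of control subclusters rose to 0.43. Other ventricles mattered as well. Without *Postn MCM* replicate 1, 7 of the 11 lists had an adjusted p from camera above 0.05: the CCN family (0.209), the list of control subclusters (0.209), the list shared with the siRNA experiment (0.131), the CCN3 response list (0.0906), the Hippo-Yap targets (0.0811), the secretory myofibroblast list (0.0682) and the proliferation list (0.0629). Without Cre-negative replicate 3, the list shared with the siRNA experiment (0.27, median 0.007), that of control subclusters (0.126) and the smooth muscle list (0.0513) did, without Cre-negative replicate 2 the list of control subclusters (0.174), and without *Postn MCM* replicate 2 the proliferation list (0.188). The core Hippo, extracellular matrix and cardiomyocyte lists stayed under 0.05 in each of the 6 fits that left out a ventricle. A smaller share of cardiomyocytes in the *Postn MCM* ventricles may contribute, and would raise every other cell type alike. The matrix list rose by 0.34 more than the endothelial list on the log2 scale (standard error 0.22, exact permutation p = 0.2), a difference that cannot be told apart from the spread between ventricles. Whether the genotype changes these lists therefore stays open.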

How the results depend on the processing

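The alternatives were chosen before the data were examined, except the covariate for Y-linked counts, which was chosen after seeing the data. A pseudocount of 0.1 was not run, since it applies to normalized values and the counts were fitted without a pseudocount. The median log2 fold change of all genes was 0.006 and lay between −0.004 and 0.014 over the settings refitted.

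The number of genes with an adjusted p under 0.05 was 1 (*Gbp2b*), and it was 1 with no filter, with a mean of at least 50 counts, with DESeq2's size factors, with quantile normalization, without the sex chromosomes, at a threshold of 0.1 and with the covariate. DESeq2's Wald test and the authors' comparison each gave 5 genes, the cause was not tested. Across the 6 fits that each left out a ventricle it ranged from 0 to 2. It was 0 without Cre-negative replicate 3 (1338 genes with an unadjusted p under 0.05), without *Postn MCM* replicate 1 (552 genes) and without *Postn MCM* replicate 3 (505 genes). *Postn* and *Gbp2b* passed without Cre-negative replicate 1, and *Rpl34-ps1* alone passed without *Postn MCM* replicate 2.

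Replicate numbers are shared by the genotypes. For ventricles with the same number, the correlations of their deviations from the genotype mean were 0.354, 0.073 and −0.032. These lay within the range of pairs with different numbers, −0.368 to 0.354. Replicate 2 of each genotype was also the only one with almost no Y-linked counts (16 and 12). Whether ventricles with the same number belong together therefore stays open. A fit with a replicate block gave 0 genes with an adjusted p under 0.05 and 1217 with an unadjusted p under 0.05. The adjusted p of *Gbp2b* was 0.0526 and that of the CCN list (camera) 0.0512 in this fit, and the number of gene lists with an adjusted p under 0.05 was 12.

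*Yap1* had log2 fold changes from −0.024 to 0.064 across the 6 fits that each left out a ventricle, negative without *Postn MCM* replicate 1 and without Cre-negative replicate 3 (−0.002), and *Wwtr1* kept its sign, with an adjusted p of at least 0.812 in every setting. *Postn* was lower in every setting, from −0.94 to −0.45 across the fits that left out a ventricle, and passed the adjusted threshold only without Cre-negative replicate 1. *Ccn3* was higher in every setting, between 0.05 and 0.58, with no adjusted p under 0.685.

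The set of Table S6 genes higher in depleted fibroblasts had a median of 0.06 (adjusted p = 0.3 from camera). It was 0.077 with quantile normalization (adjusted p = 0.033) and ranged from −0.026 to 0.138 across the 6 fits that each left out a ventricle, past the threshold without Cre-negative replicate 2 (adjusted p = 0.00137) and without *Postn MCM* replicate 2 (adjusted p = 0.0319), and reversed without Cre-negative replicate 3. The set lower had a median of −0.02, which was 0.018 with quantile normalization and ranged from −0.027 to 0.007 across those 6 fits, reversed without *Postn MCM* replicate 3. The correlation of Table S6 with the ventricles was 0.058 and ranged from −0.095 to 0.148 across those fits, lowest without Cre-negative replicate 3 and highest without Cre-negative replicate 2. The cause of these shifts was not tested.

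The number of gene lists with an adjusted p under 0.05 was 11, was 0 with fry, was 13 with the covariate for Y-linked counts and ranged from 5 to 12 across the 6 fits that each left out a ventricle, with 5 without *Postn MCM* replicate 1. The odds ratio of genes near *Postn* and *Wwtr1* was 1.79. It ranged from 0.445 to 1.71 across the 6 fits, falling below 1 without Cre-negative replicates 1 and 2 and without *Postn MCM* replicate 3, was 0.997 with the covariate for Y-linked counts and was 0 at an unadjusted p under 0.01; the cause was not tested. No setting gave it a Fisher's exact p under 0.165.

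Among the genes named singly, directions changed only across the fits that left out a ventricle, for *Yap1* as above and for 3 genes of Table S6 with adjusted p-values of at least 0.804 in the fits concerned. *S100a9* ranged from −1.42 to 0.67, *Ifi202b* from −0.523 to 0.023 and *Mpp6* from −0.16 to 0.10. *S100a9* and *Mpp6* changed without Cre-negative replicate 1, and *Ifi202b* changed without that ventricle and without *Postn MCM* replicate 3. The proliferation list ranged from −0.011 to 0.629 and reversed without Cre-negative replicate 1. Of the other results for single genes and lists, 12 became weaker and 4 stronger under at least 1 change of method, and 9 became weaker and 1 stronger with at least 1 of the ventricles left out. The depth of about 14264194 counts per ventricle limits genes near 3 counts, such as *Gbp2b* in the siblings, whose fold is a lower bound.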

Other observations

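The tests of *Rpl34-ps1*, of the zinc finger genes, of Cre-negative replicate 1 and of tissue signals were chosen after the results were seen, as were the thresholds of 3 and 30 counts and the window of 2.5 Mb used for the zinc finger genes, the test of *Rpl34-ps1* in the question of strain background, the test of genes of Table S6 in immune cells and the criteria by which explanations were judged.

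Of 13817 genes, 806 had an unadjusted p under 0.05, 394 higher and 412 lower in *Postn MCM* ventricles, or 5.83%. The groups did not overlap for 1989 genes (14.4%), where chance gives 10%. The second smallest adjusted p was 0.714 (edgeR's quasi-likelihood test). The genes with the smallest unadjusted p after *Gbp2b* were, among those higher, *Zfp965* (0, 0 and 0 counts in the siblings, 17, 14 and 18 in the *Postn MCM* ventricles), *Plod2* (log2 fold change 0.46), *Ptprf* (0.46) and *Hyou1* (0.46), and among those lower, *Gm4724* (−3.70), *Kptn* (−0.51), *Chkb* (−0.35), *Sesn1* (−0.35) and *Atp5k* (−0.48). All had an adjusted p of 0.714 and non-overlapping groups. In the authors' deposited comparison 5 genes had an adjusted p under 0.05 and 847 an unadjusted p under 0.05. These 5, with the authors' adjusted p-values from DESeq2, were *Gbp2b* (1.79e-14), *Gm4724* (2.77e-07), *Zfp965* (0.0231), *Plod2* (0.0321) and *Rpl34-ps1* (0.0321), of which 1 was called by edgeR here. Of the 180 genes of the lists that were tested, 0 had an adjusted p under 0.05 adjusted over the list alone (smallest 0.292), 0 over all genes tested, and 16 an unadjusted p under 0.05.

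*Ccn3*, listed as *Nov* (gene number 18133), had a normalized count of 103 ± 42.4 (SD, n = 3 mice) with *Postn MCM* and 84.7 ± 24.7 (SD, n = 3 mice) in the siblings, a log2 fold change of 0.28 (standard error 0.36, adjusted p = 0.822 from edgeR's quasi-likelihood test), smaller than the spread between mice. *Ccn1*, *Ccn2*, *Ccn4* and *Ccn5* had log2 fold changes of 0.42, 0.38, 0.40 and 0.24, and 0 of the 5 tested genes of the family had an unadjusted p under 0.05. *Ccn6* had at most 3 counts in any ventricle.

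Supplementary Table S6 lists 319 genes by the paper's count, of which 151 are higher and 168 lower in depleted fibroblasts. In the ventricles, 305 of them were found and tested, 0 had an adjusted p under 0.05 and 23 an unadjusted p under 0.05. The set higher had a median log2 fold change of 0.06 and the set lower −0.02 (camera adjusted p = 0.3 and 0.684; fry adjusted p = 0.935 for both). Across these genes, which are not independent replicates, the paper's log2 fold changes and those of the ventricles had a Spearman's rho of 0.058 and a Pearson's r of 0.111. The rho lay at percentile 72 of 10000 random lists matched on expression, 95% of which lay between −0.088 and 0.134. The signs were the same for 173 genes (56.7%). The paper's table reports 6 genes as detected in nearly a single genotype, *S100a9*, *Gsdme*, *Rpl34-ps1*, *Ifi202b*, *Ftl1-ps2* and *Mpp6*. *Ftl1-ps2* was not found in the deposited table. *Gsdme*, *Ifi202b*, *Mpp6* and *S100a9* had log2 fold changes of 0.19, −0.25, −0.08 and −0.94 here (the last 3 became 0.02, 0.10 and 0.67 without Cre-negative replicate 1), with adjusted p-values of at least 0.749 (edgeR's quasi-likelihood test). The scRNAseq groups may differ in strain background as well as in the depletion. The planned expectation was that genes that differ by strain would not differ between these siblings. *Gsdme*, *Ifi202b*, *Mpp6* and *S100a9* met it, but a change in fibroblasts alone may go unseen in whole ventricles, so this cannot decide. *Ifi202b* had 57, 42 and 41 counts in the Cre-negative siblings, so its expression here did not need the depletion. *Rpl34-ps1* varied 63.2-fold among the 3 *Postn MCM* ventricles, so it differs among mice of the same genotype here. In the paper's Supplementary Table S5, 3 of the 6 genes are also listed as higher in clusters of immune cells from the depleted hearts. *Ifi202b* was detected in 57.8% and 65.1% of cells from depleted hearts and 0% of control cells of clusters 0 and 3 (macrophages or monocytes). *Ftl1-ps2* was detected in 96.7% against 1.3% in cluster 0 and 50% against 1.6% in cluster 4 (T cells). *Rpl34-ps1* was detected in 44.6% against 9.4% in cluster 0 and 44.4% against 10.4% in cluster 2 (B cells). Shares of cells include RNA carried over between cells, which was not estimated and may be large, as *S100a9* was detected in 79.7% of control cells of cluster 2. For *Ftl1-ps2*, the log2 fold change reached 3.12 in cluster 3, where 99.6% of cells from depleted hearts had it. In fibroblasts the values were 1.55 and 85.6%, which argues against an effect confined to the fibroblasts. For *Ifi202b* and *Rpl34-ps1*, the largest log2 fold change in these clusters was 1.11, and no listed cluster exceeded the fibroblasts, so an effect confined to the fibroblasts cannot be told apart from one in all cells, because RNA carried over from fibroblasts was not measured. *S100a9* is lower in clusters 0, 2 and 3 as well, *Gsdme* goes the other way in cluster 1, and *Mpp6* is not listed for clusters 0 to 4, which excludes nothing. Strain background cannot be told apart from other differences between the 2 scRNAseq samples, an indirect effect of the depletion on immune cells among them, because each genotype was a single sample and neither is among these libraries.

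*Postn* was lower with *Postn MCM* while the extracellular matrix list was higher. Relative to the mean of that list, log2 *Postn* differed by −0.96 between genotypes (SD 0.145 with *Postn MCM* and 0.266 without; exact permutation p = 0.1, the smallest that 3 mice against 3 allow). A candidate explanation is the *Postn MCM* allele itself, if it takes the place of a *Postn* allele. Each *Postn MCM* ventricle carries both this allele and the depletion, so the allele and an effect of the depletion cannot be told apart. The expectation set before the values were seen was that *Postn* would be lower in all 3 *Postn MCM* ventricles than in the siblings, which Cre-negative replicate 1, with 12157 normalized counts, did not meet.

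Since *Wwtr1* and *Postn MCM* are linked, the genotypes may differ in the haplotype carried around them. Of 61 tested genes within 10 Mb of *Postn* or *Wwtr1*, 6 (9.84%) had an unadjusted p under 0.05, against 773 of 13423 elsewhere (5.76%; odds ratio 1.79, Fisher's exact p = 0.165). The p was 0.321 within 5 Mb, 0.524 within 20 Mb and 0.796 for the whole of chromosome 3. A difference in haplotype cannot be told apart from none here, because few genes lie in the window.

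*Gm4724* and *Zfp965* lie 34177 bp apart on chromosome 2 and changed in opposite directions, *Gm4724* with 166, 112 and 64 counts in the siblings and 9, 16 and 4 with *Postn MCM*. Within 2.5 Mb of them, 5 of 39 other genes had at most 3 counts in some ventricle and at least 30 in another (*Gm14308*, *LOC102639653*, *Gm14296*, *LOC102633156* and *Gm14434*), against 31 of 13445 genes elsewhere (Fisher's exact p = 5.48e-08). Of these 5 genes, 4 overlapped between the genotypes: *Gm14308* was absent from Cre-negative replicate 2 alone, and *Gm14434* had 31 counts in that ventricle, 63 and 43 in *Postn MCM* replicates 1 and 3 and 0 in the others. *LOC102639653* did separate the genotypes, with 16, 0 and 35 counts in the siblings and 52, 40 and 109 with *Postn MCM*. The excess of such genes is consistent with haplotypes that vary among the mice, or reads shared among the similar zinc finger genes of this region. An effect of the genotype on *Gm4724* and *Zfp965* stays open.

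*Rpl34-ps1*, a pseudogene of *Rpl34*, had 24, 7 and 11 normalized counts in the siblings and 1143, 23 and 1458 in the *Postn MCM* ventricles. *Rpl34* had 2282, 2716 and 2838 in the siblings and 1239, 2600 and 1328 in the *Postn MCM* ventricles, lowest where the pseudogene was high. Their sum varied only 1.24-fold over the 6 ventricles, against 2.29-fold for *Rpl34* alone, and differed by −0.01 on the log2 scale between genotypes (exact permutation p = 0.9). This is consistent with reads of *Rpl34* that were assigned to the pseudogene in 2 *Postn MCM* ventricles, for example through a variant against the reference, and the call of *Rpl34-ps1* in the authors' comparison is uncertain for that reason. The paper's Supplementary Table S5 has *Rpl34-ps1* higher and *Rpl34* lower in cluster 0, and its Table S6 has *Ftl1-ps2* higher and *Ftl1* lower in depleted fibroblasts. Whether reads moved in the same way there was not tested.

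Cre-negative replicate 1 stood apart from the other libraries on the first principal component (45.19% of the variance), at 50.79 where the others lay between −25.3 and 3.06. Its depth was the lowest, but after all libraries were thinned to its depth it lay at 50.51, which argues against depth as the cause. Relative to the mean of all libraries, its list values on the log2 scale were 0.51 for cardiomyocytes, −0.62 for extracellular matrix, −1.06 for proliferation, −0.84 for T cells, −0.30 for macrophages and −0.25 for fibroblasts, but 1.39 for neutrophils, of whose 8 genes 2 are also in another list. A smaller share of all cells other than cardiomyocytes would lower these lists alike. The neutrophil list minus the fibroblast list was 1.64 in this ventricle against −0.33 ± 0.45 (SD, n = 5) in the others, which argues against it as the whole cause. A different stage or extent of injury stays open and was not tested.

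Among the tissue signals, all 6 genes of the skeletal muscle list were highest in *Postn MCM* replicate 1, of which 2 were above 3 counts in every ventricle, and *Myh1*, with 756 counts there, was 163-fold above the next library. This may be skeletal muscle taken with the ventricle. In *Postn MCM* replicate 3, the airway gene *Scgb1a1* had 192 counts and at most 5 elsewhere. *Scgb3a1*, *Bpifa1* and *Scgb3a2*, named after their values were seen, had 98, 92 and 28 counts in that ventricle. In any other ventricle they had at most 11, 2 and 0 counts, so the signal is not that of *Scgb1a1* alone. Lung tissue with its alveoli does not account for these counts, since *Sftpb*, *Sftpc* and *Sftpd* together had 4 counts there. Their source stays open. The atrial genes *Myl7*, *Myl4* and *Sln* ordered the 6 ventricles alike, with a 36.5-fold range for *Myl7* and 2.28-fold for *Nppa*, which the ventricles also express at high levels. The order did not follow the genotypes. *Bmp10*, also in the atrial list, went another way, with 29 counts in Cre-negative replicate 1 and 0 in the others, *Postn MCM* replicate 1 included, where *Myl7*, *Myl4* and *Sln* were highest. Unequal amounts of atrial tissue cannot be told apart from other causes, because only 3 of the 5 genes of the list share an order.

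Y-linked counts were 1870, 16 and 2034 in the siblings and 1592, 12 and 1975 in the *Postn MCM* ventricles, so replicate 2 of each genotype had almost none.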
